# Mammalian SWI/SNF chromatin remodeler is essential for reductional meiosis in males

**DOI:** 10.1038/s41467-021-26828-1

**Published:** 2021-11-12

**Authors:** Debashish U. Menon, Oleksandr Kirsanov, Christopher B. Geyer, Terry Magnuson

**Keywords:** Spermatogenesis, Gene silencing, Meiosis

## Abstract

The mammalian SWI/SNF nucleosome remodeler is essential for spermatogenesis. Here, we identify a role for ARID2, a PBAF (Polybromo - Brg1 Associated Factor)-specific subunit, in meiotic division. *Arid2*^*cKO*^ spermatocytes arrest at metaphase-I and are deficient in spindle assembly, kinetochore-associated Polo-like kinase1 (PLK1), and centromeric targeting of Histone H3 threonine3 phosphorylation (H3T3P) and Histone H2A threonine120 phosphorylation (H2AT120P). By determining ARID2 and BRG1 genomic associations, we show that PBAF localizes to centromeres and promoters of genes known to govern spindle assembly and nuclear division in spermatocytes. Consistent with gene ontology of target genes, we also identify a role for ARID2 in centrosome stability. Additionally, misexpression of genes such as *Aurkc* and *Ppp1cc* (*Pp1*γ), known to govern chromosome segregation, potentially compromises the function of the chromosome passenger complex (CPC) and deposition of H3T3P, respectively. Our data support a model where-in PBAF activates genes essential for meiotic cell division.

## Abstract (web summary)

The mammalian SWI/SNF nucleosome remodeler is required for spermatogenesis. Here, the authors show that PBAF is essential for meiotic cell division in males and required to activate the expression of critical genes involved in spindle assembly and nuclear division in spermatocytes.

## Introduction

Generation of haploid gametes involves meiotic recombination during prophase-I followed by two successive rounds of cell division (MI and MII). Several known chromatin regulators have been implicated in male meiosis^1–4^. We previously identified a requirement for BRG1, the catalytic subunit of mammalian SWI/SNF chromatin remodeling complex, during spermatogenesis^5^. Briefly, SWI/SNF ensures meiotic progression by activating key spermatogonial and meiotic genes while repressing somatic genes in the germline^6^.

In addition to BRG1, multiple subunits (~10–14) constitute SWI/SNF, potentially giving rise to biochemically heterogenous subcomplexes^7^. So far, studies have identified at least three distinct subcomplexes, namely, BAF (*Brahma*/*Brg1* Associated Factor), PBAF (*Polybromo*-BAF), and ncBAF (noncanonical BAF)^8^. The identities of these complexes are based on the presence of mutually exclusive subunits. Notably, the ARID (AT-rich interaction domain) containing putative DNA binding subunits^9^ ARID1A/1B and ARID2 identify BAF and PBAF respectively, while ncBAF is associated with GLTSCR1/1 L (Glioma tumor suppressor candidate region gene 1/1-Like) subunits^8^. SWI/SNF subcomplexes with specialized subunit compositions govern distinct tissue or cell-specific developmental programs such as embryonic stem (ES) cell pluripotency and differentiation as well as neuronal and cardiac cell fate specification^10–12^. Whether similar mechanisms dictate SWI/SNF functions during gametogenesis remains unknown.

In this study, we show that ARID2, a PBAF-specific subunit, is essential for reductional meiosis, a process by which parental genomes are halved at the end of MI. ARID2 facilitates metaphase-I exit by promoting spindle assembly and chromosome segregation. ARID2 influences centrosome formation, the kinetochore association of the known regulator of anaphase onset Polo-like kinase1 (PLK1), the centromeric targeting of Histone H3 threonine3 phosphorylation (H3T3P)/histone H2A threonine120 phosphorylation (H2AT120P), and localization of the chromosome passenger complex (CPC). The expression of key genes associated with these processes are directly or indirectly regulated by ARID2. Our studies reveal a mechanism where-in PBAF-directed gene regulation underlies its role in meiotic cell division.

## Results

### ARID2 is essential for reductional meiosis

To explore whether SWI/SNF subcomplexes might selectively govern distinct germ cell processes, we first examined existing RNA-seq data generated from purified spermatogenic cell populations^13^ and monitored the temporal expression profiles of SWI/SNF subunits that define two common subcomplexes, namely BAF and PBAF (Fig. 1a). Of particular interest were the ARID-containing SWI/SNF subunits known to bind DNA with loose specificity^9^. Among the subunits examined, the mRNA abundance of the PBAF DNA binding subunit^14^ *Arid2* drew our attention as it peaked at pachynema (Fig. 1a). More recent single-cell RNA-seq data identified *Arid2* as an early pachytene marker^15^, suggesting a role in meiosis-I. We, therefore, performed immunostaining on testis cryosections to profile ARID2 abundance in prophase-I spermatocytes staged by γH2Ax. Consistent with its mRNA profile, ARID2 protein levels increased from undetectable to elevated during the transition from early prophase-I [preleptonema (PL)/zygonema (Z)] to late prophase-I [pachynema (P)/diplonema (D)] (Fig. 1b). Additionally, ARID2 was also enriched proximally to chromocenters in haploid round spermatids (Fig. 1b). To investigate its role in meiosis, we conditionally deleted *Arid2* using the spermatogonia-specific *Stra8-Cre* transgene^16^, which results in significant depletion of ARID2 and smaller testes in *Arid2*^*cKO*^ relative to *Arid2*^*WT*^ (Fig. 1c and Supplementary Fig. 1a). A histological examination revealed a striking loss of haploid spermatid cell populations and absence of sperm in *Arid2*^*cKO*^ relative to *Arid2*^*WT*^ adult seminiferous tubule lumina and cauda epididymides, respectively (Fig. 1d and Supplementary Fig. 1b). The *Arid2*^*cKO*^ testes were characterized by an accumulation of stage XII tubules (85%), indicative of a meiotic arrest (Fig. 1d). While meiotic prophase-I appeared unhindered, we noticed a striking accumulation of metaphase-I spermatocytes in the *Arid2*^*cKO*^ testis (Fig. 1d, e and Supplementary Fig. 1c). The near absence of secondary spermatocytes and spermatids in the *Arid2*^*cKO*^ testis indicates an essential role for ARID2 in meiotic cell division.

**Fig. 1:**
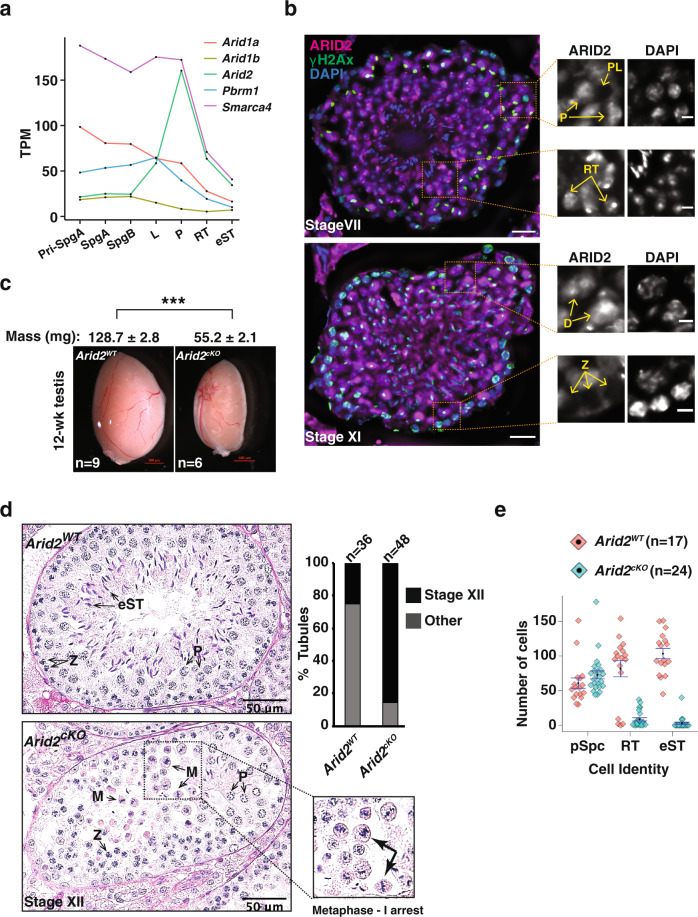
The loss of ARID2 results in late meiosis-I arrest. **a** mRNA expression profile of SWI/SNF subunits in purified germ cell populations^13^. **b** Testis cryosections displaying Stage VII (top) and XI (bottom) seminiferous tubules immunolabelled for ARID2 (magenta), γH2Ax (green), and counterstained with DAPI (blue), scale bar: 20 μm. Magnified panels display distinct spermatogenic cell types, scale bar: 5 μm. Magnification: 40x. Immunostainings were performed twice on testis cryosection obtained from two adult males. **c** *Arid2*^*WT*^ and *Arid2*^*cKO*^ testis mounts. Average testis mass (mg) ± standard error (SEM) obtained from multiple measurements (*n*) are indicated. ***p = 8.9 × 10^−9^ was calculated by a two-tailed unpaired Student’s *t*-test. Scale bar: 500 μm. **d** PAS-stained testis section (left) and proportion of stage XII tubules (right) from 12-week-old *Arid2*^*WT*^ *and Arid2*^*cKO*^ testis. A magnified view of *Arid2*^*cKO*^ metaphase spermatocytes is displayed. Scale bar: 50 μm, magnification: 40x. **e** Number of prophase-I spermatocytes (pSpc) and spermatid cell populations quantified from 12-week-old *Arid2*^*WT*^ and *Arid2*^*cKO*^ PAS-stained testes sections and expressed as mean ± SEM (standard error of measurement) (**d**, **e**). The number of tubules (*n*) examined for each genotype are indicated (**a**, **b**, **d**). Pri-SpgA primitive spermatogonia type A, SpgA spermatogonia type A, SpgB spermatogonia type B, PL preleptotene spermatocyte, L leptotene spermatocyte, P pachytene spermatocyte, Z zygotene spermatocyte, M metaphase-I spermatocyte, RT round spermatid, and eST elongated spermatid.

### ARID2 influences spindle assembly and chromosome organization

The inability of *Arid2*^*cKO*^ spermatocytes to progress beyond metaphase-I prompted us to investigate the influence of ARID2 on critical processes regulating chromosome segregation. These include chromosome condensation, alignment, and microtubule–kinetochore attachment.

We began by monitoring, in *Arid2*^*WT*^ and *Arid2*^*cKO*^ seminiferous tubules, a known marker of chromosome condensation, phosphorylated histone H3 on serine 10 (H3S10P), as well as the spindle marked by β-Tubulin. While H3S10P levels between *Arid2*^*WT*^ and *Arid2*^*cKO*^ metaphase-I spermatocytes appeared similar, certain mutant metaphase-I chromosomes were rounded and failed to congress at the metaphase plate (Fig. 2a, row 3). These defects prompted us to examine meiotic metaphase spreads where we observed no signs of pairing abnormalities or aneuploidy in *Arid2*^*cKO*^ spermatocytes (Supplementary Fig. 2a). More strikingly, 52% of the scored metaphase-I spermatocytes from *Arid2*^*cKO*^ tubules displayed a deficiency in spindle fibers (Fig. 2a, row 3). Metaphase-I spermatocytes that lacked a spindle were demonstrably deficient in ARID2 relative to those that displayed a spindle in *Arid2*^*cKO*^ tubules (Supplementary Fig. 2b). The latter therefore represent cells that underwent inefficient Cre-mediated deletion and were, therefore, considered internal controls. In sum, *Arid2*^*cKO*^ metaphase-I spermatocytes feature aberrant spindle assembly and abnormal chromosome organization.

**Fig. 2:**
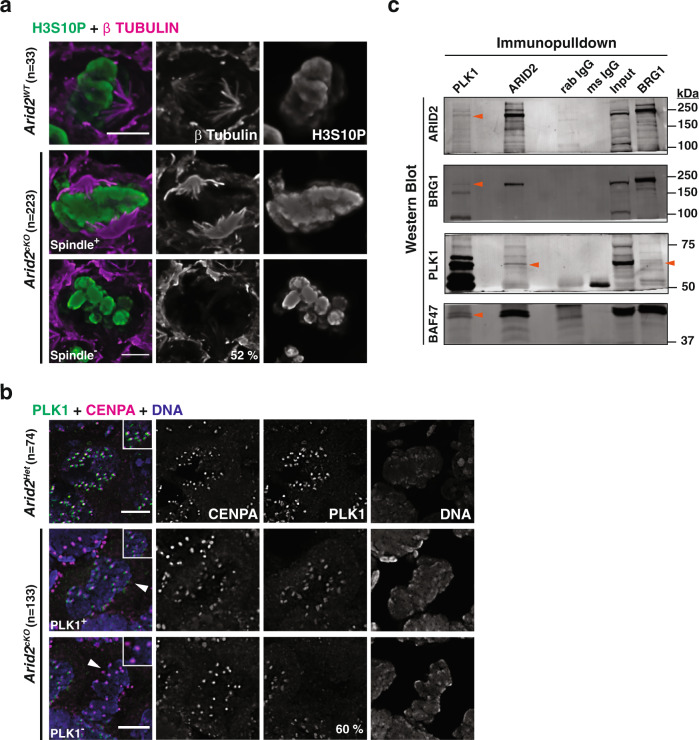
ARID2 influences spindle assembly and PLK1 association with kinetochore. **a**, **b** Metaphase-I spermatocytes from control and *Arid2*^*cKO*^ testes cryosections immunolabelled for: **a** H3S10P (green) and β-Tubulin (magenta), **b** PLK1 (green), CENPA (magenta), and counterstained with DAPI (blue). Arrowheads label metaphase-I spermatocytes and panel insets highlight centromeres. **a**, **b** Scale bars: 5 μm, magnification: 100x. Internal control (Spindle^+^/PLK1^+^) and mutant metaphase-I spermatocytes (Spindle^−^/PLK1^−^) were imaged from the same section. Number (*n*) of metaphase-I spermatocytes scored and proportion (%) of mutant cells are indicated. **c** PLK1, ARID2, and BRG1 Co-IPs from spermatocyte protein extracts. Immunoblotted proteins are labeled with orange arrowheads. ARID2 and BRG1 Co-IPs were reproducibly repeated three times along with two PLK1 Co-IPs.

### ARID2 regulates PLK1 associations at kinetochores

Normally, a failure to establish microtubule–kinetochore attachments would activate the spindle assembly checkpoint (SAC), which delays metaphase exit^17,18^. Since *Arid2*^*cKO*^ spermatocytes are deficient in microtubules we were curious to determine the status of SAC proteins, many of which associate with kinetochores. For this purpose, we examined Polo-like kinase1 (PLK1), a well-known SAC regulator^19,20^ that also influences spindle assembly^21–26^. In control (*Arid2*^*Het*^) metaphase-I spermatocytes, PLK1 foci overlapped with Centromere protein A (CENPA), a known histone H3 variant and component of functional centromeres^27^ (Fig. 2b). In contrast, 60% of the scored metaphase-I spermatocytes in *Arid2*^*cKO*^ tubules lacked centromeric PLK1 (PLK1^−^, Fig. 2b). Those that still displayed centromeric PLK1 (PLK1^+^) appeared to express ARID2 at almost normal levels, indicating that they were internal controls (Supplementary Fig. 2c, left). This was validated by quantifying ARID2 immunofluorescence from control and mutant metaphase-I spermatocytes (Supplementary Fig. 2c, right). At the same time, PLK1 levels were also significantly reduced in mutant metaphase-I spermatocytes relative to controls (Supplementary Fig. 2c, right). To understand the underlying cause, we examined *Plk1* mRNA abundance in response to the loss of ARID2 by qRT-PCR. Since *Plk1* transcript levels have been shown to increase during the first wave of spermatogenesis, peaking at the end of meiosis-I^28^, we quantified mRNA abundance in spermatogenic cells isolated from control and *Arid2*^*cKO*^ testes at postnatal day P23, a stage that coincides with the normal appearance of late prophase-I (diplonema) and metaphase-I spermatocytes. At P23, *Arid2*^*cKO*^ testes displayed significantly lower *Plk1* mRNA levels relative to control testes (Supplementary Fig. 2d). Despite reduced *Plk1* mRNA levels, the corresponding protein levels appeared unchanged in *Arid2*^*cKO*^ diplotene spermatocytes, which were identified by the presence of de-synapsing axial elements marked with HORMAD1^29^ (Supplementary Fig. 2e). Given that spermatogenic transcription is known to peak at the end of prophase-I^15,30^, it is reasonable to propose that *Plk1* repression in *Arid2*^*cKO*^ diplotene spermatocytes underlies the depletion and therefore kinetochore disassociation of PLK1 at the onset of metaphase-I. Interestingly, we also identified a physical interaction between PLK1 and PBAF by performing co-immunoprecipitations (Co-IP) on protein extracts isolated from spermatocyte enriched populations harvested at P19-P20. We detected ARID2, BRG1, and BAF47(SMARCB1/SNF5), a core SWI/SNF subunit, co-immunoprecipitating with PLK1 (Fig. 2c). Similarly, PLK1 was detected in ARID2 and BRG1 Co-IPs (Fig. 2c), thereby confirming an association between PLK1 and PBAF in spermatocytes. These data suggest that PBAF localizes to centromeric regions.

### ARID2 governs the targeting of H3T3P and H2AT120P to centromeres

Given that ARID2 interacts with PLK1, which is known to influence centromeric chromatin during mitosis^31^, we were curious to determine the influence of ARID2 on histone modifications that regulate cell division. These include histone H3 threonine3 phosphorylation (H3T3P) and histone H2A threonine120 phosphorylation (H2AT120P), which are concomitantly deposited by HASPIN kinase^32,33^ and spindle checkpoint kinase BUB1^34^, respectively. Interestingly, perturbation of H3T3P levels are detrimental to the completion of meiosis-I in mouse oocytes^33^. Therefore, we first monitored H3T3P in *Arid2*^*WT*^ (normal) metaphase-I spermatocyte squashes. Here, H3T3P overlapped with centromeres and was distributed along the inter-chromatid axes (ICA) (Fig. 3a). In *Arid2*^*cKO*^ squashes, the absence of centromeric PLK1 was used to differentiate mutant metaphase-I spermatocytes from internal controls (Fig. 2b and Supplementary Fig. 2c). H3T3P distribution was limited in internal controls (10%), resembling normal metaphase-I spermatocytes (Fig. 3a). In contrast to normal spermatocytes and internal controls, H3T3P was spread chromosome-wide in most mutant metaphase-I spermatocytes (60%), with fewer mutants (30%) displaying low levels of chromatid-bound H3T3P (Fig. 3a). From western blot analyses, total H3T3P levels appeared stable upon the loss of ARID2 in testis histone extracts obtained at P23 and P27. Therefore, the chromosome-wide distribution of H3T3P is unlikely to result from altered HASPIN activity in the mutants (Supplementary Fig. 3a, top panel).

**Fig. 3:**
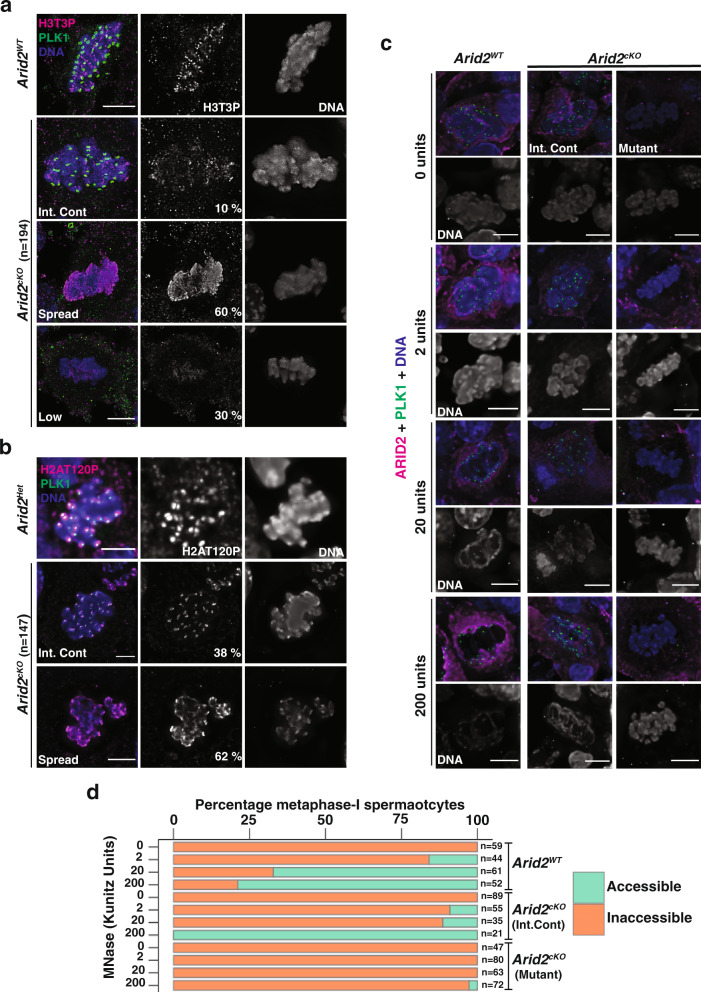
ARID2 regulates chromatin organization in metaphase-I spermatocytes. **a**, **b** Control and *Arid2*^*cKO*^ metaphase-I spermatocyte squashes immunolabelled for PLK1 (green) and **a** H3T3P (magenta) and **b** H2AT120P (magenta). **c**, **d** Control and *Arid2*^*cKO*^ metaphase-I spermatocytes from cryosections treated with MNase (0–200 Kunitz units) **c** immunolabelled for PLK1 (green) and ARID2 (magenta), and **d** scored for chromatin accessibility indicated by the proportion of cells (horizontal axis) susceptible (accessible) or resistant (inaccessible) to MNase digestion at indicated MNase concentrations (vertical axis). The number of spermatocytes scored (*n*) are indicated. **a**–**c** DNA stained with DAPI. Scale bar: 5 μm, magnification: 100.8x. Int.Control: Internal control.

Next, we determined the influence of ARID2 on H2AT120P. During mitosis, H2AT120P is restricted to centromeres^34,35^. While control (*Arid2*^*Het*^) metaphase-I spermatocytes and internal controls (*Arid2*^*cKO*^) displayed H2AT120P limited to centromeres, mutant metaphase-I spermatocytes (62%) exhibited broad chromosomal distribution of H2AT120P (Fig. 3b). The loss of ARID2 did not alter total H2AT120P abundance, suggesting normal BUB1 activity in the mutant (Supplementary Fig. 3b). Therefore, ARID2 is required to restrict H3T3P and H2AT120P to centromeric regions in spermatocytes.

The ectopic distribution of centromeric histone marks led us to investigate the impact of ARID2 depletion on chromatin organization during metaphase-I. To do this, we treated *Arid2*^*WT*^ and *Arid2*^*cKO*^ testes cryosections with varying concentrations of MNase (0–200 Kunitz units) and monitored chromatin digestion in normal and mutant metaphase-I spermatocytes, identified by PLK1 and ARID2 IF (Fig. 3c). Susceptibility to MNase digestion was qualitatively assessed by DAPI staining, which provided a measure of accessibility. The metaphase plate appeared shredded in *Arid2*^*WT*^ spermatocytes treated with 20–200 units MNase, which is indicative of permissive chromatin (Fig. 3c). Consistent with its heterochromatic nature, centromere-proximal regions marked with PLK1 appeared resistant to MNase digestion (Fig. 3c). We observed a dose-response to MNase treatment, with the proportion of normal metaphase-I spermatocytes exhibiting chromatin digestion increasing from 16 to 79% over a 100-fold concentration (2–200 Kunitz units) (Fig. 3d). Similar MNase sensitivity was observed for internal controls from *Arid2*^*cKO*^ cryosections (Fig. 3c, d). In contrast, chromatin from mutants in *Arid2*^*cKO*^ cryosections appeared highly inaccessible, evidenced by the lack of DNA digestion even upon treatment with 200 Kunitz units of MNase (Fig. 3c). Consistent with reduced chromatin accessibility in the absence of ARID2, we identified mis-localization of H3K9me3, a histone modification normally associated with pericentric heterochromatin^36^. Many mutant metaphase-I spermatocytes (PLK1^-^) displayed chromosome-wide H3K9me3 (38%) relative to internal controls and control (*Arid2*^*Het*^) metaphase-I spermatocytes (Supplementary Fig. 3c), without an increase in total H3K9me3 abundance (Supplementary Fig. 3a, bottom panel). Therefore, ARID2 promotes chromatin accessibility at metaphase-I.

### Genomic associations reveal PBAF enrichment at gene promoters and centromere

The mis-regulation of *Plk1* and changes in chromatin structure in the absence of ARID2 prompted us to determine the genomic associations of the PBAF complex during metaphase-I. Given that ARID2 levels peak during pachynema (Fig. 1a, b), we performed CUT&RUN (Cleavage Under Targets & Release Using Nuclease) in duplicates to map ARID2 and BRG1 binding sites in spermatogenic populations enriched for late prophase-I (pachynema/diplonema) and metaphase spermatocytes. 

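CUT&RUN sequences the fragments that a nuclease, tethered by an antibody to its target, cuts from chromatin. Spermatogenic cells were taken from synchronized wild-type testes at P28, 17 days after retinoic acid, and at P28.5, 17.5 days after it. At each age there were 2 libraries for ARID2, a subunit specific to PBAF, 2 libraries for BRG1, its catalytic ATPase, and 1 control library without primary antibody. The paper's numbers of mapped read pairs were 11142934 and 21826901 for ARID2 at P28, and 16377133 and 24172139 at P28.5. The controls had 17361037 mapped read pairs at P28 and 15170777 at P28.5, again as the paper reports them. The authors aligned the reads to mm10 with Bowtie2, removed blocklisted regions and PCR duplicates and scaled each library by its effective size. They then took the log2 ratio to the control, averaged the replicates and clustered RefSeq transcription start sites (TSSs) by k-means. The deposited lists give the TSSs of the ARID2-enriched cluster at each age, as a position and a gene symbol, with no signal value and no strand. Since each list was made from averaged replicates, no spread between replicates could be computed, and every test on them compares genes within these lists, not animals. The BRG1 libraries, the signal tracks and the SEACR peaks were not analysed here.

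The listed positions were compared with the transcript ends of the RefSeq annotation of GRCm38.p6, the assembly behind mm10. At P28, 4893 rows equalled the 5′ end of a plus-strand transcript, 1482 equalled the 3′ end of a minus-strand transcript and 9 equalled the 5′ end of a minus-strand transcript. At P28.5 these numbers were 4361, 122 and 8. A further 5174 rows at P28 and 4027 at P28.5 equalled no transcript end in this annotation. Where a position could be matched, it was nearly always the end of a transcript with the lower coordinate, which is the start of a plus-strand gene and the end of a minus-strand gene. The start of a minus-strand gene was thus seldom listed as such. By name, 26.0% of plus-strand and 7.61% of minus-strand protein-coding genes were listed at P28, and 20.4% and 2.86% at P28.5. Counted by a listed position within 2000 bp of a 5′ end, whatever its name, the shares were 25.0% and 9.58% at P28 and 20.9% and 8.62% at P28.5, so that the difference between the strands was smaller. The gene symbol of a row was not always that of the transcript whose end was listed. Among 860 rows at P28 where another gene had the nearest 5′ end, 531 carried the name of that nearest gene and 155 the name of the transcript's own gene. A gene was counted as listed when any row carried its symbol.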

Since metaphase-I spermatocytes constitute a mere 4% of total spermatocytes in the developing testis^37^, we increased the proportion of metaphase spermatocytes by synchronizing spermatogenesis. This is accomplished by temporarily inhibiting retinoic acid (RA) synthesis in mice, which has been used previously to enrich specific germ cell populations^38,39^. Here, juvenile mice were treated from P1–10 with WIN 18,466, a potent and selective inhibitor of RA synthesis. As a result, there was an accumulation of undifferentiated type A spermatogonia (SpgA). At P11, a single dose of exogenous RA initiates SpgA differentiation, culminating in synchronous spermatogenesis (Fig. 4a). In synchronized testes, we detected accumulation of pachytene/diplotene and more notably a higher proportion (14–16%) of spermatocytes at metaphase at P28 (17 days after RA treatment) and P28.5 (17.5 days after RA treatment), respectively (Supplementary Fig. 4a). There were increased numbers of round spermatids (RT) in P28.5 relative to P28 seminiferous tubules, highlighting the rapidity of reductional meiosis. Additionally, the proportions of leptonema/zygonema spermatocytes were markedly decreased at P28.5. The near absence of ARID2 in early prophase-I spermatocytes (Fig. 1b) suggests that potential sites mapped by CUT&RUN would be representative of its genomic associations late in meiosis-I.

**Fig. 4:**
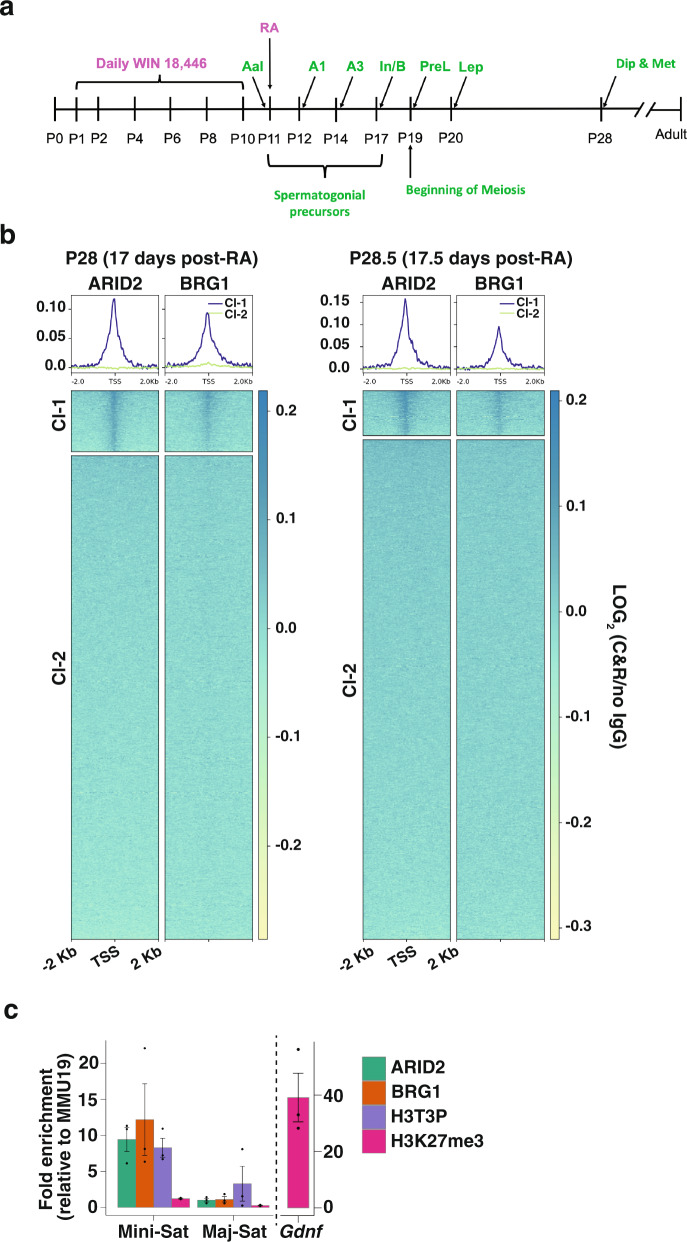
Genome-wide associations of PBAF in spermatocytes. **a** Schematic illustrating protocol used to synchronize spermatogenesis using WIN 18,446 and retinoic acid (RA), **b** Heatmap displaying the average enrichment of ARID2 and BRG1 relative to no IgG control from spermatocyte populations isolated at P28 and P28.5. Enrichment is displayed over a 4 Kb window centered at transcription start sites (TSS’s) of RefSeq genes. K-means clusters (Cl-1 and 2) are based on ARID2 enrichment. **c** ChIP-qPCR analysis of ARID2, BRG1, H3T3P, and H3K27me3 enrichment at centromeric minisatellites (Mini-Sat) and pericentric major satellites (Major-Sat) repeats. Fold enrichment (y-axis) were calculated relative to known gene desert (MMU19) and were expressed as mean ± SEM. Dots (black) represent values obtained from three independent experiments.

We examined the enrichment of ARID2 relative to a no IgG control and performed k-means clustering to identify potential target TSSs at P28 and P28.5. 

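The list of ARID2-enriched TSSs (cluster-1, Cl-1) held 11553 rows at P28 and 8514 rows at P28.5. Transcripts that share a start were separate rows, so that the rows covered 7144 distinct positions and 4095 gene names at P28, and 5193 positions and 2707 gene names at P28.5. Clasp1, picked after its values were seen, had the most rows, with 50 at each age. Of the rows at P28, 86.1% lay within 2000 bp of an annotated 5′ end, against 99.4% of the rows at P28.5. Among 21774 protein-coding genes, 3661 (16.8%) were in Cl-1 at P28 and 2528 (11.6%) at P28.5. The share of genes in Cl-1 rose with the CpG content of the promoter, from 6.55% in the lowest quintile to 28.8% in the highest at P28, and from 2.02% to 27.0% at P28.5. Across the 19 autosomes the share of genes in Cl-1 ranged from 15.0% to 21.4% at P28 and from 10.3% to 17.0% at P28.5. On the X chromosome, 0 of 963 protein-coding genes were in Cl-1 at P28, which allows a share of up to 0.312%, and 2 of 963 at P28.5 (0.208%, 95% Wilson interval 0.057% to 0.754%). The X-linked share was below that of the other genes at both ages (two-sided Fisher's exact test with Benjamini-Hochberg adjustment over 28 tests, adjusted p = 6.4e-78 at P28 and 1.5e-48 at P28.5). On the Y chromosome, 3 of 253 protein-coding genes were listed at each age. These intervals cover counting error only.

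**Figure D1:**
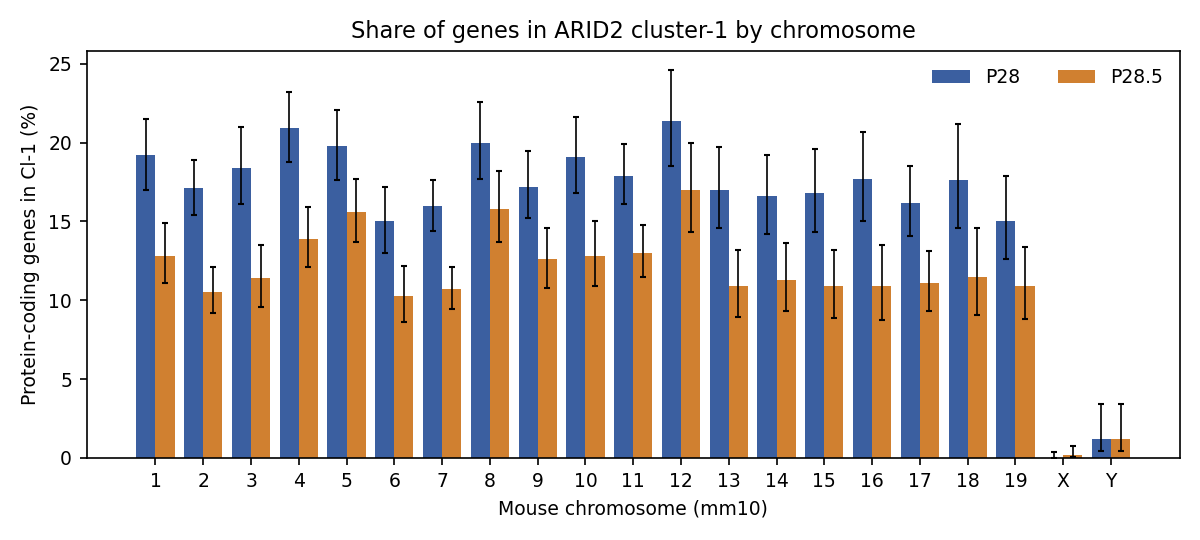
Percent of the protein-coding genes of each mouse chromosome that were in Cl-1 at P28 (blue) and P28.5 (orange). Bars start at 0 and error bars are 95% Wilson intervals. The autosomes lie between 15.0% and 21.4% at P28, while the X chromosome has 0 of 963 protein-coding genes.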

ARID2-occupied TSSs were grouped in cluster-1 (Cl-1), while cluster-2 (Cl-2) represented TSSs lacking ARID2 (Fig. 4b). Like ARID2, BRG1 was also detected at TSSs associated with Cl-1 at P28 and P28.5. To validate our results we analyzed previously generated ChIP-seq data from P18 testes (without synchronization)^6^, that are normally enriched for pachytene spermatocytes. By monitoring P18 BRG1 ChIP enrichment at Cl-1 and Cl-2 (from CUT&RUN), we observed robust BRG1 occupancy at TSSs associated with candidate PBAF targets (Cl-1), as early as pachynema (Supplementary Fig. 4b). Additionally, some Cl-2 associated TSSs also displayed moderate BRG1 occupancy when detected by ChIP-seq. It is possible that these Cl-2 sites went undetected by CUT&RUN (Fig. 4b) owing to differences in sensitivity compared to ChIP-seq or the cellular profiles assayed. Therefore, Cl-1 TSSs represent PBAF target genes late in meiosis-I. Consistent with a role in transcriptional regulation, PBAF occupancy near *Plk1* promoters was indicated by ARID2 and BRG1 enrichment and further validated by calling ARID2 peaks using SEACR (Span Enrichment Analysis for CUT&RUN) at P28^40^ (Supplementary Fig. 4c).

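Of the genes in Cl-1, 1847 were listed at both ages, which is 50.5% of those at P28 and 73.1% of those at P28.5. If the lists were independent, 425 shared genes would be expected, and the odds ratio was 26.1 (two-sided Fisher's exact test, with a p too small for the software to represent). Among the alternatives run, the lowest odds ratio was 16.4, with plus-strand genes alone, which were chosen after seeing the data. The alternative that moved the main value most was matching TSSs by exact position, with an odds ratio of 74.5. That test took the listed positions that equal the lower end of an annotated transcript, 3952 at P28 and 2741 at P28.5, of which 1931 were shared. Over all listed positions, whether or not they equal an annotated end, 3671 were common to both lists, 3473 were found at P28 alone and 1522 at P28.5 alone. Plk1 (GeneID 18817) lies on the plus strand of chromosome 7 of mm10, from 122159435 to 122169884, with 1 annotated 5′ end. No row of either list carried its name, and no listed TSS lay within 2000 bp of its 5′ end. The nearest listed TSS was 71391 bp away at P28, under the name of Ndufab1, and 26394 bp away at P28.5, under the name of Dctn5. The enrichment tracks and SEACR peaks of Supplementary Fig. 4c were not analysed here. The paper draws on ARID2 and BRG1 enrichment at the Cl-1 TSSs, and on BRG1 ChIP-seq from P18 testes without synchronization. From these it concludes that Cl-1 TSSs mark genes targeted by PBAF late in meiosis-I.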

In addition to gene promoters, we also identified ARID2 and BRG1 associations with centromeric regions during meiosis. We performed ChIP on spermatogenic cells isolated from P19 testes, which are developmentally enriched for pachytene and diplotene spermatocytes. Both ARID2 and BRG1 were enriched at centromeric minisatellites, comparable to known centromeric marker, H3T3P (Fig. 4c). H3K27me3, a mark usually associated with euchromatic gene promoters (Fig. 4c, *Gdnf*), was used as a negative control. As expected, both centric and pericentric satellites appeared depleted for H3K37me3. In contrast to minisatellites, pericentric major satellites displayed poor ARID2 and BRG1 enrichment.

### ARID2 associated genes regulate spindle assembly and chromosome segregation

To gain insight into the functions of genes associated with PBAF, we analyzed Cl-1-associated regions at P28 and P28.5 using Genomic Regions Enrichment of Annotations Tools (GREAT)^41^. 

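GREAT itself was not run. Gene lists for cell division were written from gene function, and their members in Cl-1 were counted against all other protein-coding genes. Of 58 spindle assembly genes, 19 were in Cl-1 at P28 (32.8%, 95% Wilson interval 22.1% to 45.6%), against 16.8% of the other genes. The odds ratio was 2.42 (two-sided Fisher's exact test with Benjamini-Hochberg adjustment over 28 tests, adjusted p = 0.0044). At P28.5, 22 of them were listed (37.9%, interval 26.6% to 50.8%), against 11.5% of the other genes, with an odds ratio of 4.68 (exact test, adjusted p = 8.4e-07). The alternative that moved these values most was taking all annotated genes as background, with odds ratios of 5.45 and 10.7. Stratifying by promoter CpG content changed the call at P28, where the odds ratio was 1.56 (exact conditional test, adjusted p = 0.18), and not at P28.5, where it was 2.75 (adjusted p = 0.0034). For 45 meiosis I genes, 11 were listed at P28 (odds ratio 1.60, exact test, adjusted p = 0.17) and 10 at P28.5 (odds ratio 2.18, adjusted p = 0.039). Most members of this list act in recombination and synapsis in prophase, so that it says little about the division itself. Neither call was stable for meiosis I. At P28.5 the odds ratio stayed past 0.05 with all annotated genes as background (4.97) and with plus-strand genes alone (4.90), and was between 1.66 and 2.02 and not past it under the other alternatives. At P28 it was past 0.05 under those same alternatives (3.61 and 3.56) and under no other. For 71 DNA repair genes, 22 were listed at P28 (odds ratio 2.23, exact test, adjusted p = 0.0055) and 21 at P28.5 (odds ratio 3.22, adjusted p = 0.00013). Within strata of promoter CpG content, neither age was past the threshold for DNA repair, with odds ratios of 1.37 and 1.64. Lists unrelated to cell division were counted in the same way. Ribosomal protein genes had odds ratios of 2.16 at P28 and 3.84 at P28.5, and olfactory and vomeronasal receptors of 0.130 and 0.0097.

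**Figure D2:**
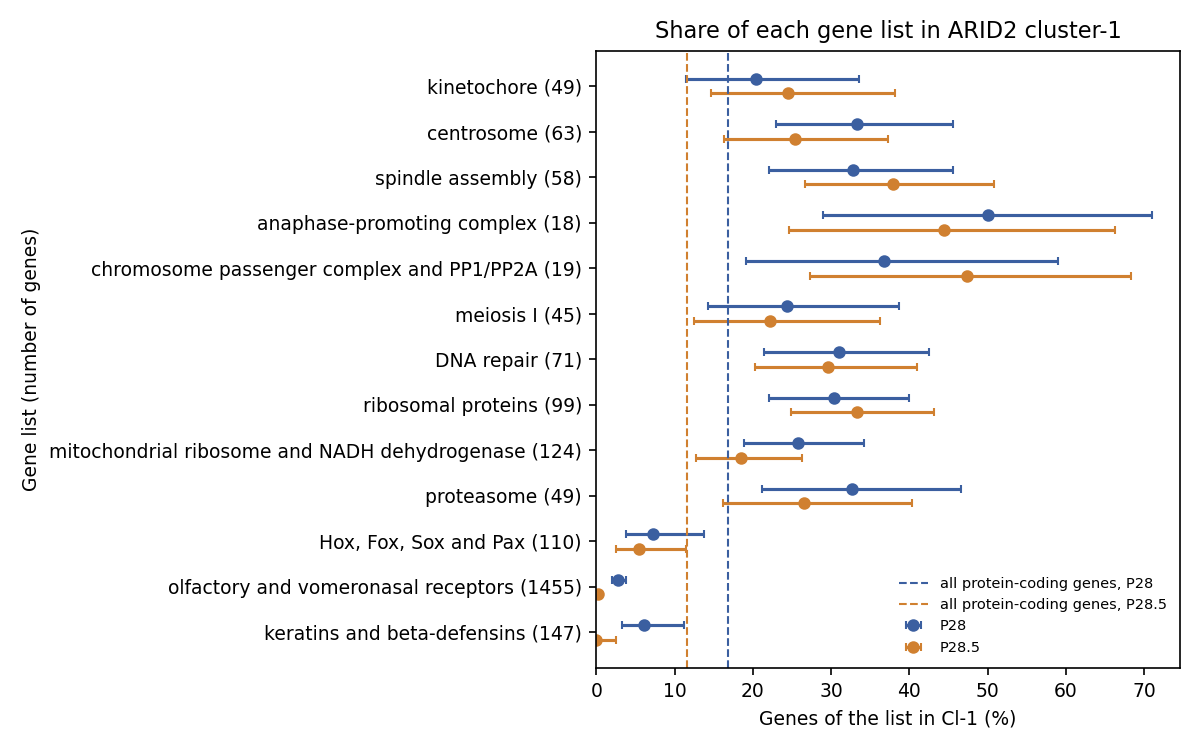
Percent of the genes of each list that were in Cl-1 at P28 (blue) and P28.5 (orange), with the number of genes per list in parentheses. Points are shares, error bars are 95% Wilson intervals and dashed lines are the shares over all protein-coding genes, 16.8% and 11.6%. The points for spindle assembly, 32.8% and 37.9%, lie to the right of both lines.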

GREAT analysis revealed a striking enrichment for gene ontology (GO) terms associated with processes such as spindle assembly and nuclear division (Supplementary Fig. 5a, b). Additionally, many PBAF target genes were associated with components of centrosome and kinetochore (Supplementary Fig. 5a, b). These GO terms are particularly relevant to the *Arid2*^*cKO*^ phenotype and suggest that the mis-regulated transcription of key target genes might underlie the metaphase-I arrest.

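Of 63 centrosome genes, 21 were in Cl-1 at P28 (33.3%, 95% Wilson interval 22.9% to 45.6%). This gave an odds ratio of 2.48 (two-sided Fisher's exact test, Benjamini-Hochberg adjusted p = 0.0024). At P28.5, 16 centrosome genes were listed (25.4%, interval 16.3% to 37.3%), with an odds ratio of 2.60 (exact test, adjusted p = 0.0042). Of 49 kinetochore genes, 10 were listed at P28 (20.4%, interval 11.5% to 33.6%), a share not detectably different from that of other genes (odds ratio 1.27, exact test, adjusted p = 0.45). At P28.5, 12 kinetochore genes were listed (24.5%, interval 14.6% to 38.1%), with an odds ratio of 2.48 (exact test, adjusted p = 0.014). Of 6 kinetochore genes listed at 1 age, 4 were listed at P28.5 (66.7%, against 27.3% over all genes), which with so few genes did not pass the threshold (exact binomial test, p = 0.051, adjusted p = 0.17). With promoter CpG content as strata, the centrosome odds ratios were 1.66 (exact conditional test, adjusted p = 0.12) and 1.49 (adjusted p = 0.19). Those of kinetochore genes were then 0.766 (exact conditional test, adjusted p = 0.53), below 1, and 1.24 (adjusted p = 0.52). Because starts of minus-strand genes were mostly not listed as such, the plus-strand genes were also tested alone, an alternative chosen after seeing the data. Of 20 plus-strand kinetochore genes, 10 were listed at P28 (odds ratio 2.85, exact test, adjusted p = 0.024) and 11 at P28.5 (odds ratio 4.79, adjusted p = 0.0014). The kinetochore value at P28 was also past 0.05 with all annotated genes as background (odds ratio 2.86) and, in a further alternative chosen after seeing the data, with genes counted by a listed position within 2000 bp of a 5′ end (odds ratio 2.55). At P28.5 it was not past 0.05 among genes listed at both ages (odds ratio 2.11).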

### ARID2 influences centrosome formation and activity

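Tubg1 (GeneID 103733) lies on the plus strand of chromosome 11 of mm10, from 101119904 to 101126423, and has 2 annotated 5′ ends. At P28, Cl-1 held 2 rows under its name, at 101120068 and 101120131, which lie 49 bp and 14 bp from an annotated 5′ end. At P28.5 it had no row, and the nearest listed TSS was 196134 bp away. Aurka (GeneID 20878) lies on the minus strand of chromosome 2, from 172356190 to 172370886, and overlaps the start of Cstf1, which is transcribed in the other direction from 172370645. At both ages 1 row carried the name of Aurka, at 172370686, which is 116 bp from a 5′ end of Aurka. A row under the name of Cstf1 at 172371003, the 5′ end of a Cstf1 transcript, lay 117 bp from a 5′ end of Aurka. The list therefore does not separate Aurka from Cstf1 at this shared promoter region.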

Notably, ARID2 associated genes encode centrosomal proteins such as γ-Tub/TUBG1 (γ-Tubulin) and AURKA (Aurora kinase A), which are expressed during meiosis and mitosis (Supplementary Fig. 6a). These candidate factors are essential for centrosome maturation, a process central to bipolar spindle assembly^42–45^. We reasoned that misexpression of associated genes would underlie the spindle defects seen in *Arid2*^*cKO*^ spermatocytes (Fig. 2a). By qRT-PCR, no significant differences in mRNA abundance of either *Tubg1* or *Aurka* were detected in *Arid2*^*cKO*^ relative to control (*Arid2*^*Het*^) spermatocyte enriched populations (Supplementary Fig. 7a, left panel). Since mRNA levels are not always predictive of protein levels, we monitored the abundance of γ-Tubulin and AURKA, in metaphase-I spermatocytes by IF.

γ-Tubulin is a key constituent of centrosomes in mitotic cells and acentriolar microtubule organizing centers (aMTOCs) in oocytes^46^. Like mitotic cells, metaphase spermatocytes display centrosomes occupying spindle poles^47^. Consistent with this, we observed two prominent foci labeled with γ-Tubulin in control (*Arid2*^*Het*^) metaphase-I spermatocytes (Fig. 5a). In contrast, *Arid2*^*cKO*^ metaphase-I spermatocytes displayed diffuse puncta or multiple foci of γ-Tubulin (Fig. 5a). These data suggest that ARID2 is necessary to maintain centrosome integrity.

**Fig. 5:**
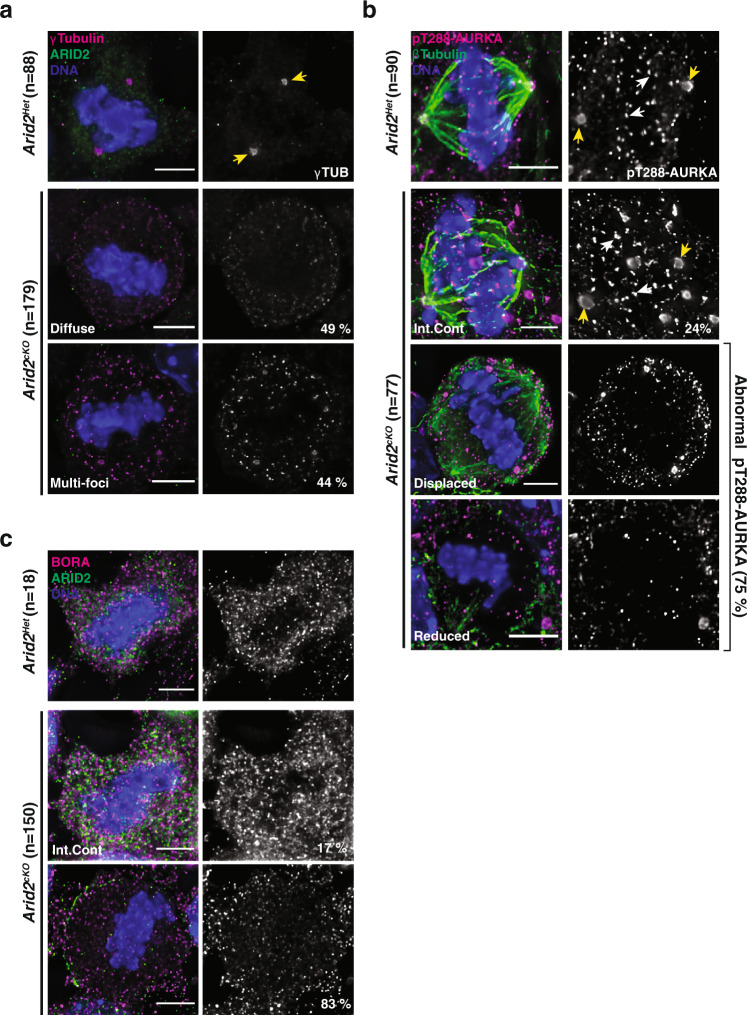
ARID2 influences the localization of centrosome-associated factors. *Arid2*^*Het*^ and *Arid2*^*cKO*^ metaphase-I spermatocytes immunolabelled for **a** γ -Tubulin (magenta) and ARID2 (green), **b** pT288-AURKA (magenta) and β-Tubulin (green), **c** BORA (magenta) and ARID2 (green), **a**–**c** DNA counterstained with DAPI (blue). **a**, **b** Centrosomes (yellow arrowheads) and chromosomal loci (white arrowheads) are indicated. Scale bars: 5 μm, magnification:100.8x. Number (*n*) of metaphase-I spermatocytes scored and proportion (%) of abnormal cells are indicated.

Next, we monitored the expression and localization of AURKA. In spermatocytes, AURKA localization overlaps the spindle poles^48^. We observed a similar cytosolic enrichment around the spindle poles in control (*Arid2*^*Het*^) and internal control metaphase-I spermatocytes (Supplementary Fig. 8a). In contrast, AURKA appeared displaced, spreading diffusely across the metaphase plate in mutant metaphase-I spermatocytes exhibiting spindle defects (Supplementary Fig. 8a, row 3–6). Furthermore, AURKA abundance was significantly elevated in *Arid2*^*cKO*^ relative to control metaphase-I spermatocytes (Supplementary Fig. 8b). While spindle fibers appeared deficient in most mutant metaphase-I spermatocytes (Supplementary Fig. 8a, row 3–5), a minority displayed multipolar spindles (Supplementary Fig. 8a, row 6), a phenotype that had escaped previous characterization (Fig. 2a). These phenotypes are consistent with previously reported spindle defects observed upon the overexpression of *Aurka* in oocytes^49^. Therefore, defects in centrosome formation and AURKA regulation compromise spindle assembly in *Arid2*^*cKO*^ metaphase-I spermatocytes.

Since the activation of AURKA by auto-phosphorylation at threonine 288 (pT288-AURKA) signals its competence in spindle assembly, we determined the influence of ARID2 on pT288-AURKA. At metaphase, pT288-AURKA has been shown to localize to the centrosomes and aMTOCs^43^. Expectedly, we observed a striking accumulation of pAURKA-T288 at spindle poles in control (*Arid2*^*Het*^) and internal control metaphase-I spermatocytes (Fig. 5b). Surprisingly, pT288-AURKA signals were also detected near microtubule plus (+) ends, overlapping chromosomes. Unlike spermatocytes, mitotic cells from control testes mostly displayed centrosomal pT288-AURKA, suggesting that its chromosomal localization was meiosis-specific (Supplementary Fig. 8c).

Furthermore, pT288-AURKA localization to metaphase-I chromosomes was reproducibly detected using another antibody (pT288-AURKA^CST^, Supplementary Fig. 8d). While these data are consistent with a previous report from oocytes^49^, we cannot rule out the possibility that the pT288-AURKA antibodies might recognize chromatin-bound meiotic kinases like AURKC (Aurora kinase C). Therefore, we limited our analysis to determine the influence of ARID2 on the centrosomal accumulation of pT288-AURKA. We observed a striking perturbation of pT288-AURKA accumulation at the spindle poles of *Arid2*^*cKO*^ metaphase-I spermatocytes. Here, pT288-AURKA appeared displaced and reduced overall (Fig. 5b and Supplementary Fig. 8b). Therefore, AURKA activation is deficient upon the loss of ARID2.

### ARID2 regulates the expression of factors essential for AURKA activity

AURKA activity and its localization is governed by its association with cofactors^43^. Therefore, we hypothesized that the defects in AURKA localization and activation might result from the mis-expression of known cofactors in the absence of ARID2. 

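Bora (GeneID 77744) lies on the plus strand of chromosome 14 of mm10, from 99046377 to 99074540. At P28 and at P28.5, Cl-1 held 1 row under its name, at 99046377, which is 1 of its 2 annotated 5′ ends. A row under the name of Mzt1, which lies on the minus strand from 99034544 to 99046453 and overlaps the start of Bora, was listed at 99046247, 130 bp away. Tpx2 (GeneID 72119) lies on the plus strand of chromosome 2, from 152847964 to 152895321. It had no row at P28, where the nearest listed TSS was 93016 bp away, and 8 rows at P28.5. These rows covered 2 positions, 152847964 and 152847979, both annotated 5′ ends of Tpx2 transcripts.

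**Figure D3:**
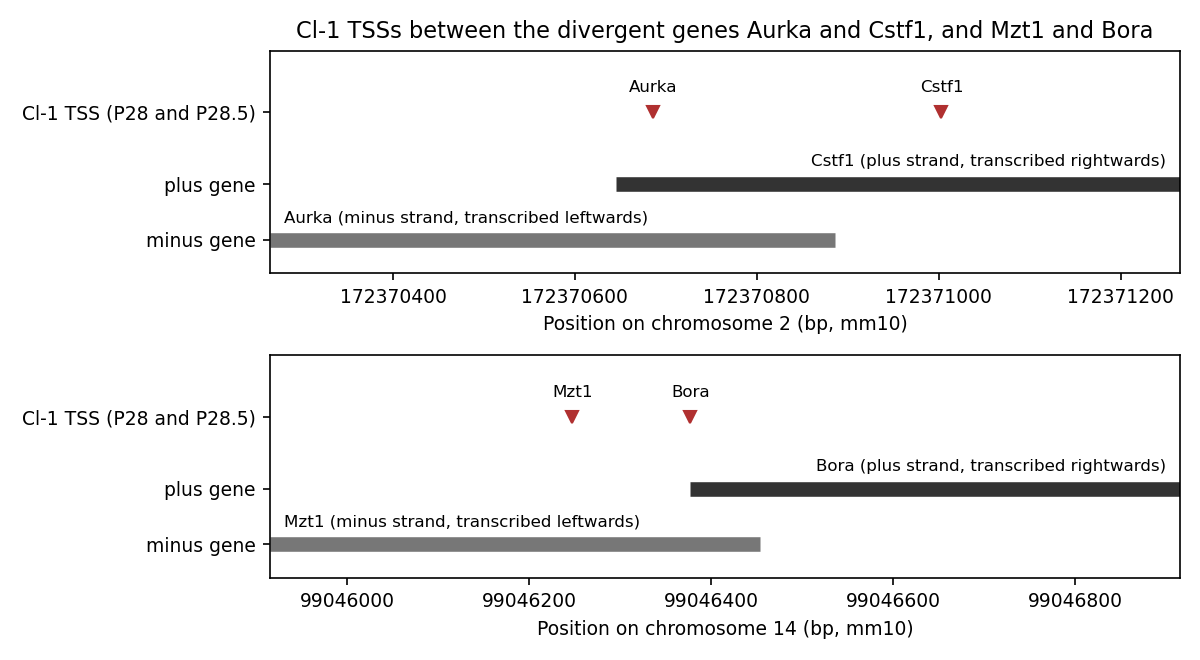
Map of the overlapping starts of Aurka and Cstf1 on chromosome 2 (top) and of Mzt1 and Bora on chromosome 14 (bottom), in bp of mm10. Bars are the RefSeq gene records on each strand and triangles are the Cl-1 TSSs, at the same positions at P28 and P28.5, with the gene name each row carries. The listed TSSs near Bora are at 99046247 and 99046377.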

Intriguingly, genes encoding BORA and TPX2, two known AURKA binding partners, that also influence spindle assembly, were identified as ARID2 targets by CUT&RUN (Supplementary Fig. 6). Only *Bora* mRNA levels were significantly reduced by 42% in *Arid2*^*cKO*^ relative to control spermatocyte populations obtained at P23 (Supplementary Fig. 7a, left panel). Consistent with a transcriptional defect, BORA protein levels were significantly reduced by 63% in the absence of ARID2 (Supplementary Fig. 7b). Unsurprisingly, by IF, BORA levels were reduced in most mutants (83%) and appeared diffusely spread in the absence of ARID2. (Fig. 5c). Therefore, a deficiency in BORA might result in the displacement of AURKA. Interestingly, in oocytes, the inhibition or knockdown of BORA has been shown to result in the loss of AURKA^50^. We were, therefore, curious to understand why the levels of AURKA remained elevated upon the loss of ARID2 in spermatocytes (Supplementary Fig. 8b). To address this, we examined PBAF target genes, focusing on candidates known to regulate AURKA degradation. 

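The anaphase-promoting complex list held 18 genes for its subunits, coactivators and ubiquitin-conjugating enzymes. At P28, 9 of them were in Cl-1 (50.0%, 95% Wilson interval 29.0% to 71.0%), with an odds ratio of 4.96 against the other protein-coding genes (two-sided Fisher's exact test, Benjamini-Hochberg adjusted p = 0.0024). At P28.5, 8 of the 18 were listed (44.4%, interval 24.6% to 66.3%), with an odds ratio of 6.11 (exact test, adjusted p = 0.0012), and 7 were listed at both ages. Within strata of promoter CpG content the odds ratio was 3.12 at P28 (exact conditional test, adjusted p = 0.051) and 3.11 at P28.5 (adjusted p = 0.040). Cdc27 (GeneID 217232) lies on the minus strand of chromosome 11 of mm10, from 104502524 to 104550620. At each age it had 2 rows at 1 position, 104550529, which is an annotated 5′ end of Cdc27 and also the lower end of a plus-strand Myl4 transcript. A further 3 listed positions under the name of Myl4 lay 43 to 78 bp from a 5′ end of Cdc27. Anapc10 (GeneID 68999) lies on the plus strand of chromosome 8, from 79711736 to 79777321, and had 6 rows at each age. They covered 5 positions between 79711754 and 79711851, and a row named for the minus-strand gene Abce1 was listed at 79711748.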

We identified targets that constitute core subunits of the anaphase-promoting complex (APC), a known E3 ubiquitin ligase^51^ (Supplementary Fig. 6). During metaphase, AURKA proteolysis is known to occur via the concerted activity of the APC bound to its coactivator, FZR1 (Fizzy-related or CDH1)^52^. Since this interaction is mediated by the APC scaffolding subunit, CDC27 (APC3), we determined its expression in response to the loss of ARID2. While *Cdc27* mRNA abundance was significantly reduced by 50% in *Arid2*^*cKO*^ relative *Arid2*^*Het*^ spermatocyte enriched populations at P23, total CDC27 protein levels remained unchanged as detected by western blotting (Supplementary Fig. 7a, b). However, a careful examination of CDC27 abundance at metaphase-I by IF revealed a significant decrease in CDC27 levels in mutant relative control spermatocytes (Supplementary Fig. 9a, b). Therefore, potential deficiencies in APC activity might result in the accumulation of AURKA upon ARID2 loss. More interestingly, the loss of APC activity represents yet another feature of *Arid2*^*cKO*^ metaphase-I arrested spermatocytes.

### CPC localization is perturbed in the absence of ARID2

Next, we shifted our attention to other aurora kinases essential for meiotic cell division. These include the chromosome passenger complex (CPC) kinases AURKB (Aurora kinase B) and AURKC (Aurora kinase C, meiosis-specific)^53^, which are normally chromatin-bound^54–56^. We identified ARID2 peaks associated with promoters of both *Aurkc* and *Aurkb* at P28 (Supplementary Fig. 6). Furthermore, *Aurkc* mRNA levels appeared significantly depleted in *Arid2*^*cKO*^ relative to control spermatocyte enriched populations (Supplementary Fig. 7a, right panel). In contrast, we only detected a moderate decrease in *Aurkb* mRNA at P23, upon the loss of ARID2 (Supplementary Fig. 7a, right panel). These transcriptional changes were reflected in total AURKC and AURKB protein levels which were reduced by 72 and 22% respectively (Supplementary Fig. 7b).

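Aurkb (GeneID 20877) lies on the plus strand of chromosome 11 of mm10, from 69045624 to 69051664. Cl-1 held 2 rows for it at P28, at 69045625 and 69045637, and none at P28.5, where the nearest listed TSS was 14138 bp away. Aurkc (GeneID 20871) lies on the plus strand of chromosome 7, from 6995347 to 7003091. It was in neither list, and the nearest listed TSS was 372970 bp away at P28 and 632039 bp away at P28.5. The ratio of observed to expected CpG around the promoter was 0.370 for Aurkc and 0.814 for Aurkb. The SEACR peaks drawn in Supplementary Fig. 6 were not analysed here. Membership in Cl-1 is a separate call from these peaks, made on the averaged signal around each TSS.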

Consistent with its mis-repression, AURKC was undetectable by IF in mutant metaphase-I spermatocytes (71%) relative to internal controls (26%) and controls where it localizes to chromatin (Fig. 6a). Next, we determined whether the loss of AURKC impacted its activity. We monitored the phosphorylation of INCENP (inner centromere protein), a known substrate of AURKC during meiosis^57^. Similar to previous studies^55^, phosphorylated INCENP (pINCENP) was detected at centromeres and along the ICA (inter-chromatid axis) in normal metaphase-I spermatocytes and internal controls from *Arid2*^*cKO*^ testis. In contrast, chromatin-bound pINCENP was undetectable in mutant metaphase-I spermatocytes (87%), (Fig. 6b). Therefore, CPC activity is compromised in the absence of ARID2.

**Fig. 6:**
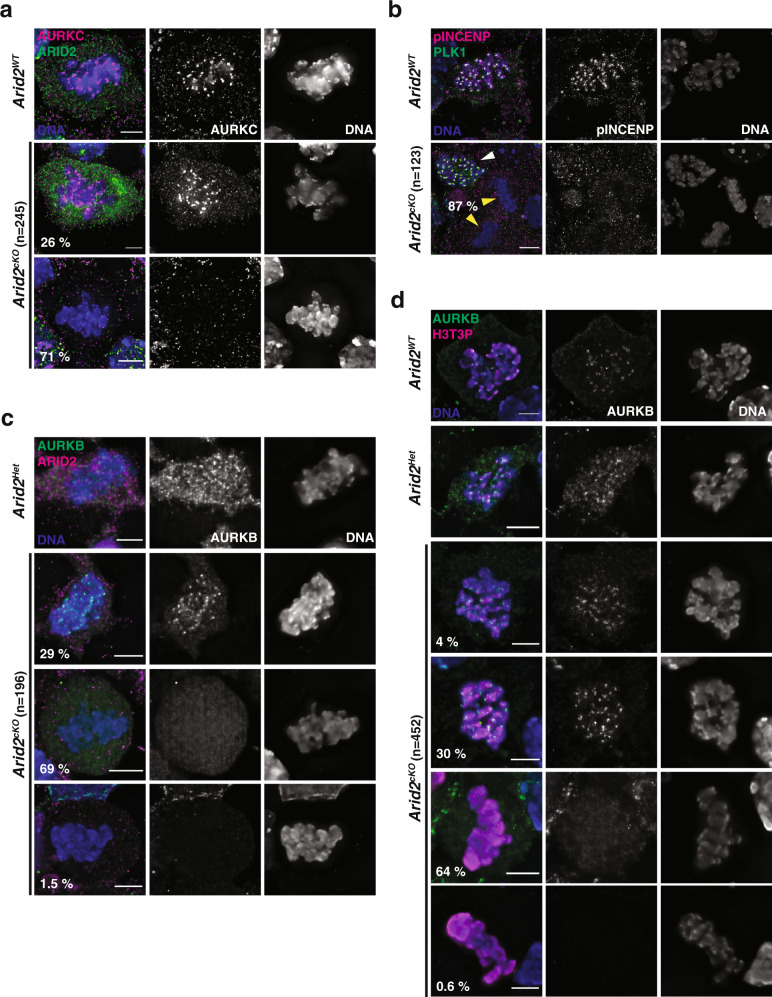
ARID2 influences chromosome passenger complex recruitment. **a**, **b** *Arid2*^*WT*^ and *Arid2*^*cKO*^ metaphase-I spermatocyte squashes immunolabelled for **a** AURKC (magenta) and ARID2 (green), **b** pINCENP (magenta) and PLK1 (green). Internal controls (white arrowhead) and mutants (yellow arrowhead) are indicated. **c**, **d** Control and *Arid2*^*cKO*^ metaphase-I spermatocyte squashes immunolabelled for AURKB (green) and **c** ARID2 (magenta), **d** H3T3P (magenta). **a**–**d** DNA stained with DAPI (blue), number of metaphase-I spermatocytes scored (*n*), and their proportions (%) in *Arid2*^*cKO*^ squashes are indicated. Scale bar: 5 μm, magnification: 100.8x.

Since the loss of AURKC can be partially compensated by AURKB during female meiosis^57^, we examined AURKB localization in the absence of ARID2. In normal metaphase-I spermatocytes, AURKB puncta were enriched on chromatin (Fig. 6c). This was also true in internal controls (29%) that displayed a clear chromatin association (Fig. 6c, row 2). In contrast, chromosomal AURKB puncta were undetectable in ARID2 deficient metaphase-I spermatocytes, with most mutants displaying a diffuse localization (69%) or a striking loss (1.5%) of AURKB (Fig. 6c, row 3, 4). The destabilization of AURKB association with chromatin might be a consequence of the moderate AURKB turnover in mutant metaphase-I (Supplementary Fig. 7b).

These results are surprising given that H3T3P and H2AT120P, known signals of CPC recruitment^33,34,58–60^, are distributed chromosome-wide in the absence of ARID2 (Fig. 3a, b). We, therefore, confirmed the defect in CPC localization by co-immunostaining for AURKB and H3T3P. We observed punctate enrichment of AURKB near regions marked by H3T3P in normal metaphase-I spermatocytes (Fig. 6d, row 1,2) and internal controls from *Arid2*^*cKO*^ testis (Fig. 6d, row 3, 4). Consistent with our earlier observations, AURKB was diffusely spread in most mutant metaphase-I spermatocytes displaying chromosome-wide H3T3P (Fig. 6d, row 5, 6). Our data indicate that *Arid2*^*cKO*^ metaphase-I spermatocytes lack a functional CPC that can bind chromatin. Therefore, spermatocytes are unable to exit metaphase-I.

### ARID2 influences the function of CDCA2-PP1γ

The presence of ectopic H3T3P and H2AT120P indicates that *Arid2*^*cKO*^ metaphase-I spermatocytes are unable to erase these histone modifications. Interestingly, PBAF is associated with genes encoding factors known to limit H3T3P during mitosis. These include *Cdca2* (cell division cycle associated 2) better known as *Repo-man*, and *Ppp1cc* (protein phosphatase 1 catalytic subunit gamma*, Pp1γ*) (Supplementary Fig. 6). 

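Cdca2 (GeneID 108912) lies on the minus strand of chromosome 14 of mm10, from 67673180 to 67715841, with 6 annotated 5′ ends. No row of either list carried its name. Its neighbour Kctd9 starts on the plus strand at 67716086, and 3 positions under the name of Kctd9 were listed at each age, at 67716084, 67716098 and 67716199. They lay between 243 and 358 bp from the nearest 5′ end of Cdca2, so that enrichment at this pair of divergent promoters could not be assigned to 1 of them from the lists. Ppp1cc (GeneID 19047) lies on the plus strand of chromosome 5, from 122154967 to 122175273, and has 2 annotated 5′ ends. At P28 it had 2 rows, at 122158254 and 122158279, which lie 21 bp and 4 bp from its second 5′ end, inside the gene. At P28.5 it had 1 row, at 122158279.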

During mitosis, H3T3P is initially deposited chromosome-wide and then subsequently targeted to centromeres through the activity of the CDCA2-PP1 complex, where CDCA2 serves as a docking module to recruit PP1γ phosphatase to chromatin^60,61^. Although the meiotic roles of CDCA2 and PP1γ are unknown, by RNA-seq^13^ their cognate transcript levels appear elevated during the transition from pachynema to spermiogenesis (Supplementary Fig. 10a). We, therefore, decided to monitor CDCA2 and PP1γ localization in metaphase-I spermatocytes by IF. Control (*Arid2*^*Het*^) metaphase-I spermatocytes exhibited both chromatin-associated and cytosolic pools of CDCA2 (Supplementary Fig. 10b). In contrast, *Arid2*^*cKO*^ metaphase-I spermatocytes frequently displayed a loss of CDCA2 (51%) or reduced abundance (4%) relative to the controls (Supplementary Fig. 10b). Interestingly, *Cdca2* mRNA abundance was reduced by 30% in *Arid2*^*cKO*^ relative to *Arid2*^*Het*^ spermatogenic cells isolated at P23 (Supplementary Fig. 7b, right panel). Despite these reduced mRNA levels, we were able to identify mutant metaphase-I spermatocytes (26%) with CDCA2 diffusely associated with chromatin (Supplementary Fig. 10b, row 4). Intriguingly, perturbations in CDCA2 levels correlated with the mis-targeting of H3T3P in *Arid2*^*cKO*^ metaphase-I spermatocytes (Fig. 3a).

To confirm this, we performed direct immunofluorescence to monitor CDCA2 and H3T3P in metaphase-I spermatocytes. Most control metaphase-I spermatocytes (89%) with limited H3T3P displayed cytosolic and chromatin-associated CDCA2, much like the typical pattern observed earlier (Fig. 7a, row 1, Supplementary Fig. 10b, row 1). Additionally, a small proportion of control metaphase-I spermatocytes (5%) displayed chromosome-wide H3T3P, coincident with a diffuse CDCA2 signal that appeared delocalized (Fig. 7a, row 2). These cells likely represent a stage preceding the removal of H3T3P along chromosomes arms. In contrast to controls, fewer *Arid2*^*cKO*^ metaphase-I spermatocytes appeared typical (19%) and had limited H3T3P and normal CDCA2, likely representing internal controls (Fig. 7a, row 3). The remaining metaphase-I spermatocytes appeared abnormal, falling into two distinct categories: (1) mutants displaying either a striking loss of CDCA2 (24%); or (2) a moderate depletion of CDCA2 with residual chromatin association (42%) (Fig. 7a, row 4–6). While the depletion of CDCA2 accounts for the failure to limit H3T3P, the detection of chromatin-bound CDCA2 in many *Arid2*^*cKO*^ metaphase-I spermatocytes displaying ectopic H3T3P (Fig. 7a, row 6) is counterintuitive. It is possible that a deficiency in PP1γ results in the failure to restrict H3T3P upon ARID2 loss. In fact, *Pp1γ* mRNA abundance is significantly reduced by 40% in *Arid2*^*cKO*^ relative to control spermatocyte enriched populations (Supplementary Fig. 7a, right panel). To monitor corresponding changes in protein levels, we performed PP1γ IF. By simultaneously staining for H3T3P, we directly correlated changes to PP1γ. Most control metaphase-I spermatocytes (94%) displayed limited H3T3P with PP1γ localized to the cytosol, and chromatin to a lesser extent (Fig. 7b, row 1). Comparatively, few controls displayed chromosome-wide H3T3P accompanied by diffuse (3%) or depleted (2%) PP1γ. These data show that PP1γ is localized similarly to its binding partner CDCA2 during metaphase-I (Fig. 7a). Compared to controls, the proportion of *Arid2*^*cKO*^ metaphase-I spermatocytes displaying typical PP1γ localization pattern (29%) was reduced significantly, while the percentage of those displaying ectopic H3T3P along with diffuse PP1γ (4%) remained steady (Fig. 7b, row 4, 5). Remarkably, the majority (66%) of *Arid2*^*cKO*^ metaphase-I spermatocytes displayed reduced PP1γ abundance relative to the controls (Fig. 7b, row 6). This deficiency was further validated by quantifying PP1γ fluorescence; its intensity was significantly reduced in the majority of *Arid2*^*cKO*^, relative to control metaphase-I spermatocytes (Supplementary Fig. 10c). We also quantified H3T3P fluorescence from these cells and identified discordant changes relative to PP1γ in control and *Arid2*^*cKO*^ metaphase-I spermatocytes (Supplementary Fig. 10c). Therefore, the failure to limit H3T3P during metaphase-I can be explained by a lack of PP1γ in the absence of ARID2.

**Fig. 7:**
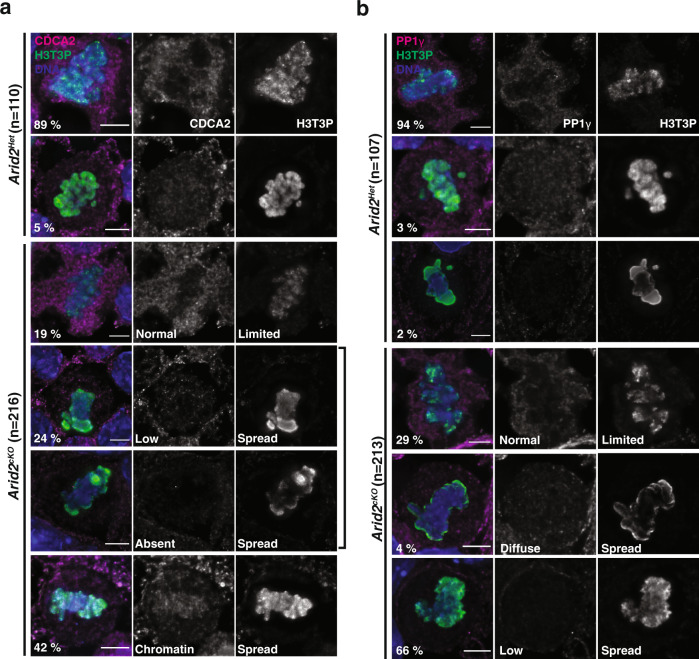
CDCA2-PP1γ abundance is regulated by ARID2. *Arid2*^*Het*^ and *Arid2*^*cKO*^ metaphase-I spermatocytes immunolabelled for H3T3P (green) and **a** CDCA2 (magenta), **b** PP1γ (magenta). **a**, **b** DNA counterstained with DAPI (blue). Scale bars: 5 μm, magnification: 100.8x. Number (*n*) of metaphase-I spermatocytes scored and proportions (%) are indicated.

### PP2A stability is compromised in the absence of ARID2

In addition to *Pp1γ*, we also identified ARID2 associations at *Ppp2r1a* (protein phosphatase 2 regulatory subunit A alpha) and *Ppp2ca* (protein phosphatase 2 catalytic subunit alpha isoform) promoters (Supplementary Fig. 6). 

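Ppp2r1a (GeneID 51792) lies on the plus strand of chromosome 17 of mm10, from 20945454 to 20965905. At each age Cl-1 held 1 row for it, at its annotated 5′ end, 20945454. Ppp2ca (GeneID 19052) lies on the plus strand of chromosome 11, from 52098824 to 52122749. It had 1 row at P28.5, at its annotated 5′ end, and none at P28, where the nearest listed TSS was 94603 bp away. In a list of 19 genes for the chromosome passenger complex, PP1 and PP2A, 7 were in Cl-1 at P28 (36.8%, 95% Wilson interval 19.1% to 59.0%) and 9 at P28.5 (47.4%, interval 27.3% to 68.3%). The odds ratios were 2.89 at P28 (two-sided Fisher's exact test, Benjamini-Hochberg adjusted p = 0.034) and 6.87 at P28.5 (adjusted p = 0.00036). The value at P28 was no longer past 0.05 within strata of promoter CpG content (odds ratio 1.80, exact conditional test, adjusted p = 0.34). The same held without olfactory and vomeronasal receptors in the background (odds ratio 2.69) and with plus-strand genes alone (odds ratio 2.84), the latter chosen after seeing the data.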

PPP2R1A and PPP2CA constitute the scaffolding subunit and catalytic subunit respectively, of the promitotic PP2A (protein phosphatase 2 A) complex^62^. Intriguingly, we had previously identified PPP2R1A (three unique peptides with 9.3% coverage) in a proteomic analysis of BRG1 interacting proteins in spermatocytes^6^. To determine whether PPP2R1A is associated with PBAF, we performed ARID2 and PPP2R1A Co-IP. We confirmed the presence of PPP2R1A in ARID2 Co-IP (Fig. 8a, top) and detected ARID2, BRG1, and BAF47 immunoprecipitating with PPP2R1A (Fig. 8a, bottom). This association prompted us to examine PP2A localization in metaphase-I spermatocytes in response to the loss of ARID2. First, we monitored PPP2R1A which was detected on chromatin and cytosolically in control metaphase-I spermatocytes and internal controls from *Arid2*^*cKO*^ testes (Fig. 8b, row 1,2). In contrast, PPP2R1A appeared depleted in mutant metaphase-I spermatocytes (Fig. 8b, row 3, 4). Next, we examined PPP2CA, which overlapped ARID2 in control metaphase-I spermatocytes and internal controls from *Arid2*^*cKO*^ testes (Fig. 8c, row 1, 2), but was diminished or absent in mutant metaphase-I spermatocytes (Fig. 8c, row 3, 4). Interestingly, by qRT-PCR, we were unable to detect a decrease in the mRNA abundances of *Ppp2r1a* and *Ppp2ca* in response to the loss of ARID2 (Supplementary Fig. 7a, right panel), suggesting that protein stability might be affected. Therefore, *Arid2*^*cKO*^ metaphase-I spermatocytes lack a functional PP2A complex which is normally required for metaphase progression.

**Fig. 8:**
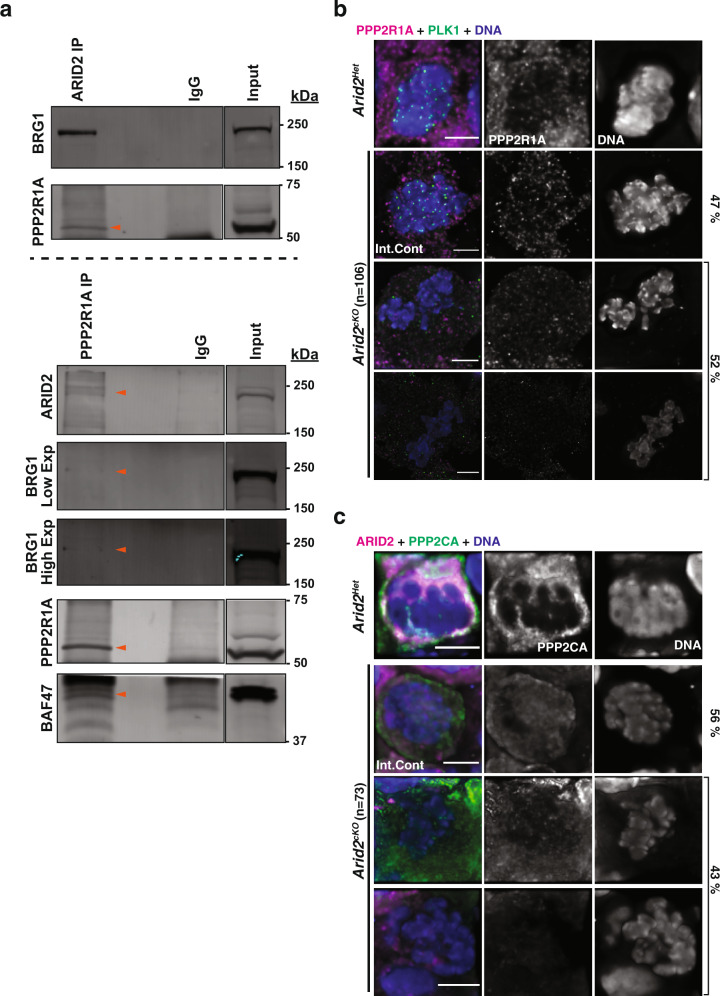
The influence of ARID2 on PP2A stability. **a** ARID2 (top) and PPP2R1A (bottom) Co-IPs. Immunoblotted proteins are labeled with orange arrowheads. Data were representative of Co-IPs reproducibly repeated twice. **b**, **c** *Arid2*^*Het*^ and *Arid2*^*cKO*^ metaphase-I spermatocytes immunolabelled for **b** PPP2R1A (magenta) and PLK1 (green), **c** ARID2 (magenta) and PPP2CA (green). Scale bar: 5 μm, magnification: 100.8x. The number of metaphase-I spermatocytes scored (*n*) and their proportion (%) in *Arid2*^*cKO*^ seminiferous tubules are indicated.

## Discussion

Our studies highlight a crucial requirement for ARID2 and therefore the PBAF complex in reductional male meiosis. This adds to previously identified roles of SWI/SNF in spermatogonial stem cell (SSC) maintenance and meiotic prophase-I progression^6^. It is possible that these earlier stages are regulated by the BAF complex, while PBAF activity is restricted to late meiosis-I, given that ARID2 is detected from pachynema onwards. The common theme that emerges from our current and previous studies are that SWI/SNF governs the expression of key genes to ensure successful spermatogenesis.

In this study, we show that ARID2 is essential for activities that normally promote metaphase exit such as (i) normal spindle assembly, (ii) PLK1 association with centromeres, (iii) maintaining centromere identity, and (iv) the chromosomal association of the CPC during metaphase-I (Fig. 9). Mechanistically, defects in these activities appear to be a consequence of transcriptional mis-regulation of genes essential for cell division in the absence of ARID2. Furthermore, promoters of several cell division genes displayed PBAF occupancy evidenced by the identification of ARID2 enrichment and or peaks. While this suggests a direct role for PBAF in gene regulation, future CUT&RUN studies using *Arid2*^*cKO*^ spermatocytes will be required to confirm the PBAF genomic associations identified in this study. Phenotypically, the loss of ARID2 mimics “spindle poisons” that inhibit microtubule synthesis and activate a SAC (spindle assembly checkpoint)-induced metaphase arrest. This suggests that PBAF functions to alleviate the SAC in normal metaphase-I spermatocytes. In spermatocytes, we demonstrate that ARID2 not only activates *Plk1*, but it also interacts with PLK1, a kinetochore-associated protein. Furthermore, the centromeric association of ARID2 indicates a potential role in PLK1 recruitment. Such a mechanism might mitigate SAC in spermatocytes, given that PLK1 is a well-established regulator of anaphase onset during mitosis^63^ and oocyte meiosis^21^. Other processes such as the resolution of unattached kinetochores are necessary to overcome SAC. Here, the role of ARID2 in spindle assembly is instructive. In spermatocytes, ARID2 influences centrosome maturation. Interestingly, the PBAF target, *Plk1*, was recently shown to be required for centrosome formation in mouse spermatocytes^45,64^. Additionally, AURKA, whose activity is influenced by ARID2 has been shown to be essential for centrosome formation in spermatocytes^45^. Of course, other mechanisms of spindle formation involving CPC^24,65^, which is also subject to ARID2 dependent transcriptional regulation in spermatocytes, cannot be ruled out. While a more direct role for PBAF in meiotic spindle assembly is lacking, it is intriguing to speculate that the localization of ARID2 to spindle poles, overlapping AURKA and γ-Tubulin is physiologically relevant. Interestingly, a recent study reports that members of the PBAF complex are recruited to microtubules in mitotic cells to maintain genome stability^66^.

**Fig. 9:**
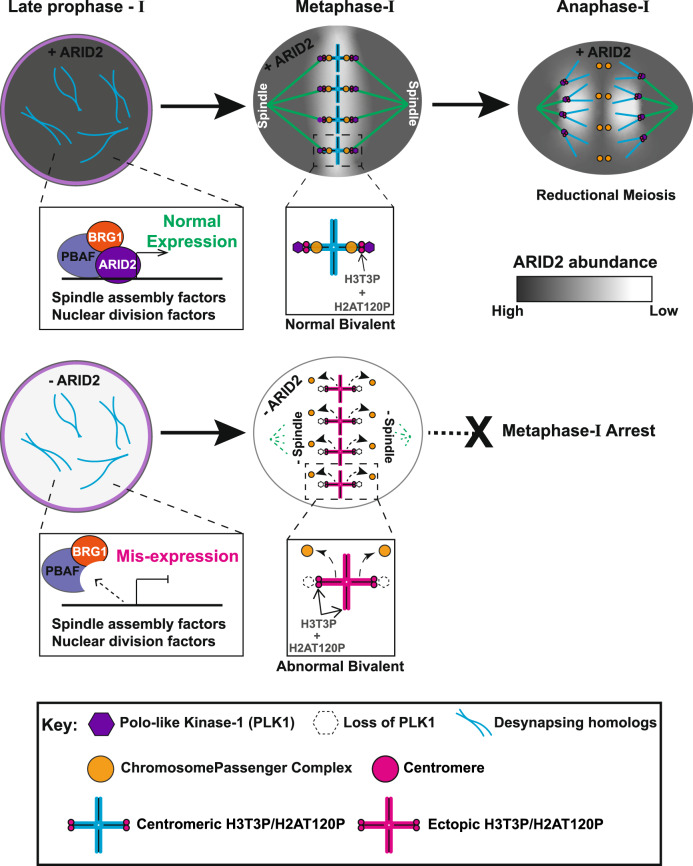
Model describing the role of PBAF in spermatocyte cell division. ARID2 expression peaks towards the end of prophase-I (diplonema), when the PBAF complex is associated with centromeres and promoters of genes known to participate in processes such as spindle assembly and nuclear division. The timely regulation of these genes is critical for the transition from metaphase-I to anaphase-I, culminating in reductional meiosis. Metaphase-I spermatocytes expressing ARID2 assemble bipolar spindle attached to meiotic bivalents (shaded blue) that display kinetochores enriched for PLK1 (purple hexagon), centromeric H3T3P/H2AT120P (magenta circle), and chromatin-associated chromosome passenger complex (CPC) (Orange circle). The loss of ARID2 results in a metaphase-I arrest due to the mis-expression of essential cell division genes. Consequently, mutants lack normal spindle and display abnormal meiotic bivalents (shaded magenta) with kinetochores devoid of PLK1 (empty hexagon), ectopic H3T3P/H2AT120P distributed chromosomally, and chromatin deficient in CPC.

In addition to spindle assembly, we find that ARID2 regulates the abundance of protein phosphatases during meiosis. These include PP1γ and the PP2A complex, which are essential for metaphase progression^67^. In fact, the pharmacological inhibition PP1 and PP2A is commonly used as a strategy to arrest cell at metaphase. Therefore, it is not surprising that *Arid2*^*cKO*^ spermatocytes are incapable of undergoing nuclear division. Like mitotic cells, metaphase-I spermatocytes appear to rely on PP1γ and its binding partner CDCA2 to limit centromeric H3T3P, an event essential for CPC recruitment^60,68^. The novel interaction between PBAF and PP2A during meiosis is intriguing and remains a topic of future investigation. Although this association might influence PP2A stability, an alternative and exciting possibility is that PBAF recruits PP2A to regulate transcription at target loci. Evidence for a transcriptional role was recently reported in human and *Drosophila* cell lines, where PP2A regulates transcriptional pausing^69^.

## Methods

### Generation of *Arid2* conditional deletion and genotyping

A knockout first allele of *Arid2* (*Arid2*^*tm1a(EUCOMM)Wtsi*^) was obtained from EUCOMM^70^ and the mice were generated at the regional mutant mouse resource and research center (MMRRC; Stock number: 036982-UNC; www.mmrrc.org) at the University of North Carolina at Chapel Hill. The lacZ gene trap was “flipped out” to generate *Arid2* floxed mice (*Arid2*^*tm1c(EUCOMM)Wtsi*^) that were maintained on a mixed genetic background. Conditional knockout was achieved using *Stra8-Cre* (activated only in spermatogonia, as early as P3)^16^. *Arid2*^*fl/fl*^ females were crossed to *Arid2*^*fl+*^; *Stra8-Cre*^*Tg/0*^ males to obtain *Arid21*^*flΔ*^;*Stra8-Cre*^*Tg/0*^ (*Arid2*^*cKO*^), *Arid21*^*flΔ*^;*Stra8-Cre*^*Tg/0*^ (*Arid2*^*Het*^), and *Arid2*^*fl+*^ (*Arid2*^*WT*^) males. Genotyping primers used in this study include *Arid2*^*fl+*^ alleles - (F)- 5′-CTGCTTAGCCCAAAGGTGTC-3′; (R) 5′-GACAGTGACTTCAGCTGACC-3′, the excised allele (Δ)- forward primer used above in combination with (R) 5′-CTGAGCCCAGGTGTTTTTGT-3′ and *Stra8-Cre* - (F) 5′-GTGCAAGCTGAACAACAGGA-3′, (R) 5^’^-AGGGACACAGCATTGGAGTC-3^’^. Mice were housed under a 12 h light cycle at 20–24 °C and 30–70% humidity, at the University of North Carolina at Chapel Hill animal facility. All animal work was carried out in accordance with approved IACUC protocols at the University of North Carolina at Chapel Hill.

### Histology

Testes and cauda epididymides from adult *Arid2*^*WT*^ and *Arid2*^*cKO*^ mice were dissected and fixed^3^ in Bouins fixative solution (Fisher scientific Ricca chemical; 11-201) at 4 °C overnight. Tissues were dehydrated using ethanol series (50, 70, and 100%) prior to embedding in paraffin. Tissue sectioning and staining with hematoxylin and eosin, and Periodic acid-Schiff (PAS) was performed by the animal histopathology core at the University of North Carolina at Chapel Hill. Seminiferous tubule staging and cell type identification were based on staining and morphology^71,72^.

### Immunofluorescence staining

Indirect immunofluorescence (IF) was conducted on testes cryosections, squashes and spermatocyte spreads obtained from juvenile (P22–P27), and adult *Arid2*^*WT*^, *Arid2*^*Het*^, and *Arid2*^*cKO*^ mice. IF for metaphase spermatocytes were performed on both testes cryosections and seminiferous tubule squashes to ensure consistent IF results across preparations.

Testis cryosections (8–10-μm thick) were prepared^6^ from tissue fixed in 10% neutral buffered formalin (NBF) at 4 °C for 20 min, following which testes were sliced in half and incubated for an additional 40 min under identical fixation conditions. Fixed tissue was washed three times for 10 min each in PBS at room temperature (RT) followed by incubation in a sucrose series—10% (30 min), 20% (30 min), and 30% (1 h). Next, tissues were incubated overnight in a 1:1 solution of 30% sucrose/optimum cutting temperature (OCT, Tissue-Tek; 62550-01) formulation at 4 °C, followed by embedding in OCT, and sectioning. Antigen retrieval was performed on cryosections by boiling in 10 mM citric acid buffer (pH 6.0) for 10 min. Over this period, citrate buffer was replaced every 2 min with fresh boiling buffer and then allowed to cool for 20 min. For immunostaining, cryosections were washed in PBS at RT followed by permeabilization in 0.1% Triton X-100, blocking in antibody dilution buffer (ADB: 10% bovine serum albumin; 10% goat serum; and 0.05% Triton X-100) diluted 1:10 in PBS (ADB/PBS), for 10 min each, and incubation with primary antibody dilutions prepared in stock ADB overnight at 4 °C. The next day, samples were similarly washed in PBS, permeabilized with Triton X-100, blocked in ADB/PBS before incubating with Alexa fluor-conjugated secondary antibody dilutions prepared in ADB for 1 h at RT. Immunostained slides were washed twice in PBS/0.32% photoflo (Kodak), counterstained with DAPI, and washed once more in PBS/0.32% photoflo before mounting in Prolong Gold antifade medium (P-36931; Life Technologies).

An identical method was used to immunolabel seminiferous tubule squashes. For immunostaining involving antibodies generated from the same host, squashes were analyzed by direct IF. Here primary antibodies were conjugated to Alexa Fluor 488/594 with Zenon rabbit IgG labeling kit (ThermoFisher; Z25370) and used for IF according to the manufacturer’s protocol. Squashes were prepared using a technique described in ref. ^73^. Briefly, seminiferous tubules were incubated with fixative (1% paraformaldehyde, 0.05% Triton X-100, 1X PBS) containing protease inhibitor cocktail (PIC) (Sigma: P8340) for 10 min at RT. Smaller pieces of tubules were then minced in 60 µl of fixative on a glass slide using a razor blade. After mounting with a coverslip, slides were immediately inverted onto a filter paper following which direct pressure was applied with a thumb. To ensure efficient squashing prior to coverslip removal, the excess downward pressure was generated by overlaying inverted glass slides with an Eppendorf rack bearing added weight in the form of an aluminum heating block or a filled 500 ml glass bottle for 20 min.

“3D-preserved” meiotic spreads^6,29^ were prepared from spermatocyte suspensions obtained from juvenile testes. Briefly, seminiferous tubules were digested in DMEM (Dulbecco’s Modified Eagle Medium) containing 1 mg/ml collagenase for 10 min on a rotator at 32 °C. Tubules were separated by centrifuging at 500 × *g* for 3 min and then digested in DMEM containing 0.025% trypsin and 4 µg/ml DNase-I for 10 min on a rotator at 32 °C. After neutralizing trypsin with 10% fetal bovine serum (FBS), single-cell suspensions were generated by pipetting the slurry several times through a 1 ml micropipette tip and filtering it through a 70 µm filter. The resulting cells were pelleted at 500 × *g* for 3 min, resuspended in 300–500 µl PBS and stored on ice. About 5 µl of cell suspension was added to 50 µl of 0.25% IGEPAL -CA-630 (Sigma; I8896) on a slide and incubated for 2 min at RT, followed by fixation in 100 µl of 1% paraformaldehyde (made up in 10 mM sodium borate pH 9.2) for 1 h in a humidified chamber at RT. After fixation, slides were air-dried and washed twice for 5 min each in PBS/0.32% photoflo. Immunostaining of air-dried spreads were performed using the method described for cryosections and squashes.

The entire list of primary and secondary antibodies used for IF are provided in the supplemental information (Supplementary Table 1). Images were acquired using Zeiss AxioImager-M2 and Leica Dmi8 fluorescent microscopes. Z-stacks were deconvoluted by Axiovision version 4.8.1 (AxioImager images) or Huygens essentials version 20.04 (Leica Dmi8 images) software. Image processing and fluorescence intensity measurements were performed with Fiji^74^ (https://theolb.readthedocs.io/en/latest/imaging/measuring-cell-fluorescence-using-imagej.html). Briefly, regions of interest (ROI) were drawn around cells to measure the area of the cell, mean fluorescence (gray value), and integrated density. Additionally, ROI was selected in an area on the image lacking cells to measure the mean fluorescence of the background. We then calculated the corrected total cell fluorescence (CTCF) using the following equation, CTCF = integrated density of selected cell – (area of selected cell × mean fluorescence of background). Statistical significance was calculated using unpaired Student’s *t*-test.

### MNase treatment of cryosections

Frozen testis cryosections were thawed on a slide drier at 42 °C. Antigen retrieval was performed in boiling citrate buffer (pH 6.0) for 1 min, following which slides were washed twice in PBS for 5 min each. Next, testes sections were treated with 50 µl aliquots of MNase prepared at 2, 20, and 200 Kunitz units in MNase reaction buffer (New England BioLabs; M0247S) and incubated for 15 min at 37 °C. Controls (no MNase) were included and consisted of testis sections incubated with reaction buffer alone. MNase activity was stopped by adding 1/10th volume of 100 µM EDTA. Testis sections were washed in PBS before proceeding to immunofluorescence. MNase digestion was assessed by staining DNA with DAPI.

### Preparation of metaphase spreads

DAPI-stained metaphase chromosome spreads were prepared from P19–P27 and adult *Arid2*^*WT*^, *Arid2*^*Het*^, and *Arid2*^*cKO*^ testes, using a protocol described in ref. ^75^. Briefly, seminiferous tubules are washed in PBS and incubated in 1% sodium citrate hypotonic solution for 12 min at RT. Following hypotonic treatment, tubules were transferred to 20 ml of fixative (three parts 95% ethanol: one part glacial acetic acid) and incubated for 15 min. Following fixation, small pieces of tubules ~1–2 inches in length were transferred to 500 µl of 60% glacial acetic acid where they become transparent due to the sloughing of cells into a suspension. After tapping the tubes to allow for homogenization, 20 µl of cell suspension was transferred to a glass slide placed on a heating block maintained at 60 °C. The cell suspension was quickly withdrawn and expelled several times on different areas of a glass slide. This was repeated twice more using fresh aliquots of cell suspension (20 µl) each time. Once dried, the slides were rehydrated in PBS for 5 min at RT, followed by DAPI staining and mounting in prolonged gold before examining chromosome spreads.

### Preparation of protein extracts

Protein extracts were prepared from spermatogenic cells isolated from juvenile and adult testes. To obtain cells, seminiferous tubules were digested in 10 mL of DMEM (Dulbecco’s Modified Eagle Medium) containing 0.5 mg/ml collagenase for 10 min on a rotator or shaking water bath at 32 °C. Digested tubules were allowed to sediment by gravity for 5 min at RT. After aspirating the supernatant, tubules were resuspended in 10 ml DMEM and allowed to settle for 5 min at RT. Sedimented tubules were transferred to 10 ml DMEM containing 0.025% trypsin and 4 µg/ml DNase-I and incubated for 10 min on a rotator or shaking water bath at 32 °C. After neutralizing trypsin with 10% fetal bovine serum (FBS), single-cell suspensions were generated by pipetting the slurry using a plastic transfer pipette and filtering it first through a 70 µm filter and then 40 µm filter. The filtrate was centrifuged at 600 × *g* for 5 min following which the cell pellets were washed once in PBS. To prepare nuclear extracts we used a high salt extraction method^6^. Briefly, cell pellet was resuspended in 20 PCV (packed cell volumes) of a hypotonic buffer A (10 mM HEPES-KOH pH 7.9, 1.5 mM MgCl2, 10 mM KCl, 0.1% IGEPAL, 0.5 mM DTT, 0.5 mM PMSF, and 1x PIC, 0.5) and incubated on ice for 10 min. Cells were centrifuged at 600 × *g* for 5 min at 4 °C, resuspended in 2 PCV of buffer A and then homogenized using a dounce (type B). The homogenate was centrifuged at 930 × *g* for 7 min at 4 °C to isolate nuclei. After washing nuclei in 10 PCV of buffer A, the pellets were resuspended in 1 ml of buffer A and centrifuged at 4820 × *g* for 10 min at 4 °C. Resulting nuclear pellet was incubated with an equal volume of high salt buffer C (20 mM HEPES-KOH pH 7.9, 1.5 mM MgCl2, 420 mM NaCl, 10 mM KCl, 25% glycerol, 0.2 mM EDTA, 0.5 mM DTT, 0.5 mM PMSF, and 1x PIC) for 1 h on a nutator at 4 °C. The resulting nuclear lysates were diluted in 2.8x volume of buffer D (20 mM HEPES-KOH pH 7.9, 20% glycerol, 0.2 mM EDTA, 0.5 mM DTT, 0.5 mM PMSF, and 1x PIC) following which they were clarified by spinning at 13,000 × *g* for 10 min at 4 °C, snap-frozen in liquid nitrogen and stored at −80 °C until further use. A slightly modified version of this protocol was used to prepare spermatocyte lysates for Co-immunoprecipitation (Co-IP). Here, after isolating spermatocytes, cell pellets were homogenized with a microcentrifuge tube pestle in Buffer C containing 0.1% IGEPAL followed by incubation for 1 h at 4 °C on a nutator. The resulting lysates were diluted in 2.8x volume of buffer D. Next, they were clarified by spinning at 13,000 × *g* for 10 min at 4 °C, and snap-frozen in liquid nitrogen and stored at −80 °C until further use.

### Western blotting

Protein samples were separated by polyacrylamide gel electrophoresis and then transferred to PVDF (Polyvinylidene Difluoride) membranes (Bio-Rad) by wet transfer apparatus (Bio-Rad). Sample loading was assessed by staining blots with REVERT^TM^ total protein reagents (LI-COR) or by immunoblotting for a reference protein. Blots were scanned on an LI-COR Odyssey CLx imager, viewed, and quantified using Image Studio Version 5.2.5. All antibodies used in this study and their corresponding dilutions are listed (Supplementary Table 1).

### Co-Immunoprecipitation (Co-IP)

Co-IPs were performed using described method^6^ with minor modifications. Protein extracts were thawed on ice and centrifuged at 13,000 × *g* for 5 min at 4 °C to remove any precipitates. IP was performed with 1 mg of protein lysate of which 5% was set aside as input. Prior to IP, all lysates were treated with 25 Units of universal nuclease (Thermo scientific; 88701) for 20 min on ice. The resulting lysates were diluted in IP buffer (20 mM HEPES-KOH pH 7.9, 0.15 mM KCl, 10% glycerol, 0.2 mM EDTA, 0.5 mM DTT, 0.5 mM PMSF, and 1x PIC) to make up the volume to 1.3 ml and incubated with antibodies overnight on a rotator at 4 °C. After sequentially washing protein A (Bio-Rad: 1614013) or protein G (Invitrogen: 10003D) magnetic beads twice in PBS and once in PBS + 0.5% BSA, for 5 min each on a rotator at 4 °C, the washed beads were added to lysates and incubated at 4 °C on a rotator for 3 h to capture antibody-antigen conjugates. Following capture, beads were separated using a magnet and were washed for 5 min each on a rotator at 4 °C in the following order: twice in IP buffer, once in low salt buffer (20 mM HEPES-KOH pH 7.9, 100 mM KCl, 10% glycerol, 0.2 mM EDTA, 0.1% Tween-20, 0.5 mM DTT, 0.5 mM PMSF, and 1x PIC) and once in final wash buffer (20 mM HEPES-KOH pH 7.9, 60 mM KCl, 10% glycerol, 0.5 mM DTT, 0.5 mM PMSF, and 1x PIC). Lastly, the bead conjugated IPs were separated from wash buffer on a magnet following which proteins were eluted by resuspending the beads in 2X Laemmli buffer containing 100 mM DTT and incubating at 95 °C for 5 min.

### Preparation of acid extracted histones

Histones were extracted from spermatogenic cells obtained from P23 and P27 *Arid2*^*WT*^, *Arid2*^*Het*^, and *Arid2*^*cKO*^ mice by acid extraction^76^. Spermatogenic cells isolated from one testis were washed in 10 ml PBS and centrifuged at 600 × *g* for 5 min. The cell pellet was resuspended in 1 ml hypotonic lysis buffer (10 mM Tris-Cl pH 8.0, 1 mM KCl, 1.5 mM MgCl_2_, and 1 mM DTT) and incubated on rotator at 4 °C for 30 min. Next, nuclei were pelleted at 10,000 × *g* for 10 min at 4 °C. After discarding the supernatant, nuclei were resuspended in 400 µl 0.2 N HCl and incubated for 1 h at 4 °C. The sample was centrifuged at 14,000 × *g* for 10 min at 4 °C following which supernatant containing histones were transferred to a fresh 1.5 ml tube. To precipitate histones, Trichloroacetic acid (TCA) was added to the nuclear lysates to a final concentration of 33% and incubated on ice for 30 min. Histones were pelleted by centrifugation at 14,000 × *g* for 10 min at 4 °C. Precipitated histones were washed twice by adding ice-cold acetone without disturbing the pellet and centrifuging samples at 14,000 × *g* for 10 min at 4 °C. After the final acetone wash, the supernatant was discarded, and pellets were air-dried at RT for 20 min followed by resuspension in 100 µl ddH_2_O.

### RNA extraction and quantitative RT-PCR

Spermatocyte cell  pellets isolated from P23 *Arid2*^*Het*^ (*n* = 3) and *Arid2*^*cKO*^ (*n* = 3) mice were subjected to RNA extraction in TRIzol reagent (Invitrogen). Total RNA was isolated and purified using the Direct-zol RNA kit (Zymo). cDNA was synthesized using random primer mix (NEB) and ProtoScript^®^ II reverse transcriptase (NEB; M0368L). Real-time qPCR was performed using Sso Fast EvaGreen supermix (Bio-Rad; 172-5280) on a CFX96 thermocycler (Bio-Rad). The list of primers is provided (Supplementary Table 2).

### ChIP-qPCR

ARID2, BRG1, H3T3P, and H3K27me3 ChIP were performed in triplicates on 2 × 10^7^ wild-type (CD-1) spermatocyte enriched populations obtained from P19 mice. Nuclei from formaldehyde-fixed cells (fixation with 0.33% formaldehyde for 30 min at 4 °C) were isolated by incubating in 1 ml Nuclei EZ lysis buffer (Sigma-NUC101) for 20 min on ice followed by centrifugation at 500 × *g* for 5 min at 4 °C. Nuclei were resuspended in 1 ml Nuclei EZ lysis buffer and centrifuged at 930 × *g* for 7 min. Resulting nuclear pellets were resuspended in 500 µl NUC buffer (15 mM HEPES-KOH pH 7.9, 60 mM KCl, 15 mM NaCl, 3.3 mM CaCl_2_, 0.32 mM Sucrose, 0.5 mM PMSF, and 1X PIC) and incubated at 37 °C for 5 min, following which 200 Kunitz units (1 µl) of Mnase (NEB; M0247) was added to the nuclei suspension and incubated for another 7.5 min at 37 °C. Mnase digestion was stopped by adding 1/50th volume of 0.5 M EGTA to samples followed by a 5-min incubation on ice. Next, 1 volume of 2X lysis buffer (20 mM Tris-Cl pH 8.0, 200 mM NaCl, 2 mM EDTA, 1 mM EGTA, 0.2% sodium deoxycholate, and 1.0% *N*-laurylsarcosine) and Triton X-100 to a final concentration of 1% were added to nuclei suspension, which was then passed five times each through 22 G followed by a 25 G syringe needle. Samples were incubated on ice for 1 h following which they were centrifuged at 14,000 × *g* for 15 min at 4 °C. The supernatant containing digested chromatin was transferred to a fresh tube setting aside 10% for input. Chromatin was incubated with the antibody at 4 °C overnight on a rotator. The next day, antibody-chromatin conjugates were captured at 4 °C on a rotator for 3 h using magnetic protein A/protein G beads. Following antibody-chromatin capture, beads were separated on a magnet and washed at 4 °C on a rotator for 5 min each in the following order: twice with RIPA buffer (50 mM HEPES-KOH pH 7.5, 500 mM LiCl, 1 mM EDTA, 1% IGEPAL, and 0.7% sodium deoxycholate) and once in TE/NaCl buffer (10 mM Tris-Cl pH 8.0, 1 mM EDTA, and 50 mM NaCl). After washes, beads were separated on a magnet, resuspended in 100 µl elution buffer (1%SDS and 10 mM NaHCO_3_), and incubated at 65 °C on a ThermoMixer (Eppendorf) at 800 rpm for 20 min. After isolating eluate from beads using a magnetic separator, 5 μl of 5 M NaCl was added to ChIP DNA and incubated in a 65 °C water bath overnight to reverse crosslinks. DNA was digested with RNAse A for 30 min at 37 °C followed by proteinase K digestion for 1 h at 56 °C and then purified using a ChIP DNA clean and concentrator kit (Zymo) and used for qPCR. A list of primers is provided (Supplementary Table 2).

### Synchronization of spermatogenesis with WIN 18,446

Synchronized spermatogenesis was established in mice using the potent and selective retinoic acid (RA) synthesis inhibitor, WIN 18,446 [(*N*,*N*’-1,8-Octanediylbis(2,2-dichloroacetamide)]^39,77,78^. Neonatal mice were gavage-treated with WIN 18,446 (100 mM; 100 µg/g of body weight) from P1–P10; as a result, testes contained only undifferentiated type A spermatogonia. At P11, WIN 18,446 was discontinued and the mice were given a single dose of 10 µl exogenous RA (10 µg/µl) via subcutaneous injection (30-gauge needle) to initiate differentiation. Germ cells proceeded through differentiation on a predicted timeline and entered meiosis as preleptotene spermatocytes on P19. Round spermatids were observed on P29. Prophase-I (pachynema/diplonema) and metaphase spermatocyte enriched populations were isolated from P28 and P28.5 seminiferous tubules undergoing synchronous spermatogenesis using via generation of single-cell suspension.

### CUT&RUN (cleavage under targets and release using nuclease)

Genome-wide associations of ARID2 and BRG1 in spermatogenic cells (500,000 cells/sample) obtained from P28 and P28.5 synchronized testes were determined in duplicates using the standard CUT&RUN protocol^79,80^ with minor modifications. Briefly, spermatogenic cells were washed in buffer [wash buffer: 20 mM HEPES(Na) pH 7.5, 150 mM NaCl, 0.5 mM spermidine, EDTA-free protease inhibitor] three times and bound to Concanavalin A coated magnetic beads, following which bead slurry was separated on a magnet and permeabilized in antibody buffer (wash buffer + 0.05% Digitonin + 2 mM EDTA). Bead slurry was aliquoted at 50 µl into 0.2 ml 8-strip PCR tubes following which primary antibody was added to each sample and incubated on a nutator at 4 °C overnight. A no primary antibody (no IgG) control was included for P28 and P28.5 samples. The next day, bead slurry in PCR strips were separated on a magnet, washed twice in 200 µl Dig-wash buffer (wash buffer + 0.05% Digitonin), and incubated with 50 µl of secondary antibody dilution for 30 min on nutator at 4 °C. After separating bead slurry on a magnet, each sample was washed twice in 200 µl Dig-wash buffer and then incubated with 50 µl Dig-wash buffer containing 1000 ng/ml Protein A/G Micrococcal Nuclease (pA/G-MNase) on nutator at 4 °C for 1 h. Following this, samples were washed twice in 200 µl Dig-wash buffer and then resuspended in 50 µl Dig-wash buffer and allowed to chill down to 0 °C. After adding CaCl_2_ to a final concentration of 2 mM to each sample, tubes were incubated at 0 °C for 40 min. The MNase-digested chromatin fragments were retrieved from bead slurry by incubating in 2X STOP buffer (1000 mM NaCl, 20 mM EDTA, 4 mM EGTA, 0.05% Digitonin, and 100 µg/ml RNase A) at 37 °C for 30 min. DNA was purified using a ChIP DNA clean and concentrator kit (Zymo). Libraries were prepared using the Kapa Hyperprep kit and sequenced on a NOVASEQ 6000 S Prime flow cell (50 bp reads, paired-end). Details of antibodies are listed (Supplementary Table 1). pA/G-MNase (Addgene ID: 123461) used for CUT&RUN was expressed and purified at the Protein Expression and Purification core at the University of North Carolina at Chapel Hill.

### CUT&RUN data analysis

Reads were trimmed to remove Ns at either end using TrimGalore (version 0.6.2, https://www.bioinformatics.babraham.ac.uk/projects/trim_galore/) keeping the --trim-n option. Following trimming, reads were aligned to mm10 (mouse) reference genome using bowtie2^81^ with the following paramters: bowtie2 --very-sensitive --no-mixed --dovetail --no-discordant --phred33 -I 10 -X 700. BAM files were generated using samtools^82^. Next, BAM files were converted to bigWig format with DeepTools, bamCoverage^83^. All bigWig files were filtered for mm10 blocklist regions^84^, PCR duplicates (--ignoreDuplicates), and normalized with bamCoverage option “—scaleFactor”. To calculate scaling factors, we first computed normalization factors (nf) using csaw^85^ to eliminate efficiency bias between replicates. Next, we calculated the effective library size (library size X nf) which was then divided by a million to obtain a scaling factor. The reverse of the normalized scaling factor (1/normalized scaling factor per million) was supplied to “--scaleFactor” to generate normalized bigWig files. DeepTools bigWigCompare was used to generate tracks displaying LOG_2_ ratios for each CUT&RUN sample/no IgG control. Replicate bigwig files were averaged using WiggleTools^86^. Peak calling was performed with SEACR^40^. Heatmaps were generated with DeepTools functions computeMatrix and plotHeatmap. Data were visualized on the UCSC genome browser. Gene ontology analysis was performed using Genomic Regions Enrichment of Annotation Tool (GREAT)^41^ to perform.

### Reporting Summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Reporting Summary

## Data Availability

Data generated in this study are provided in supplementary information and source data. CUT&RUN data are deposited with GEO (Gene Expression Omnibus) under accession number GSE167539. Published RNA-seq data^13^ are available from GEO under accession number GSE35005 . Published BRG1 ChIP-seq^6^ data are available from GEO under accession number GSE119179. Source data are provided with this paper.

## Source data

Source Data

# Supplementary material for: Mammalian SWI/SNF chromatin remodeler is essential for reductional meiosis in males
**Source:** Nat Commun. 2021 Nov 12;12:6581. doi: 10.1038/s41467-021-26828-1
**Supplement:** Supplementary file 1 — Supplementary Information

## **Supplemental Information**

**Mammalian SWI/SNF chromatin remodeler is essential for reductional meiosis in males**

**Debashish U. Menon<sup>1</sup>, Oleksandr Kirsanov<sup>2</sup>, Christopher B. Geyer<sup>2,3</sup> & Terry Magnuson<sup>1</sup>**

Supplemental Figures 1-10

Supplementary tables 1-5

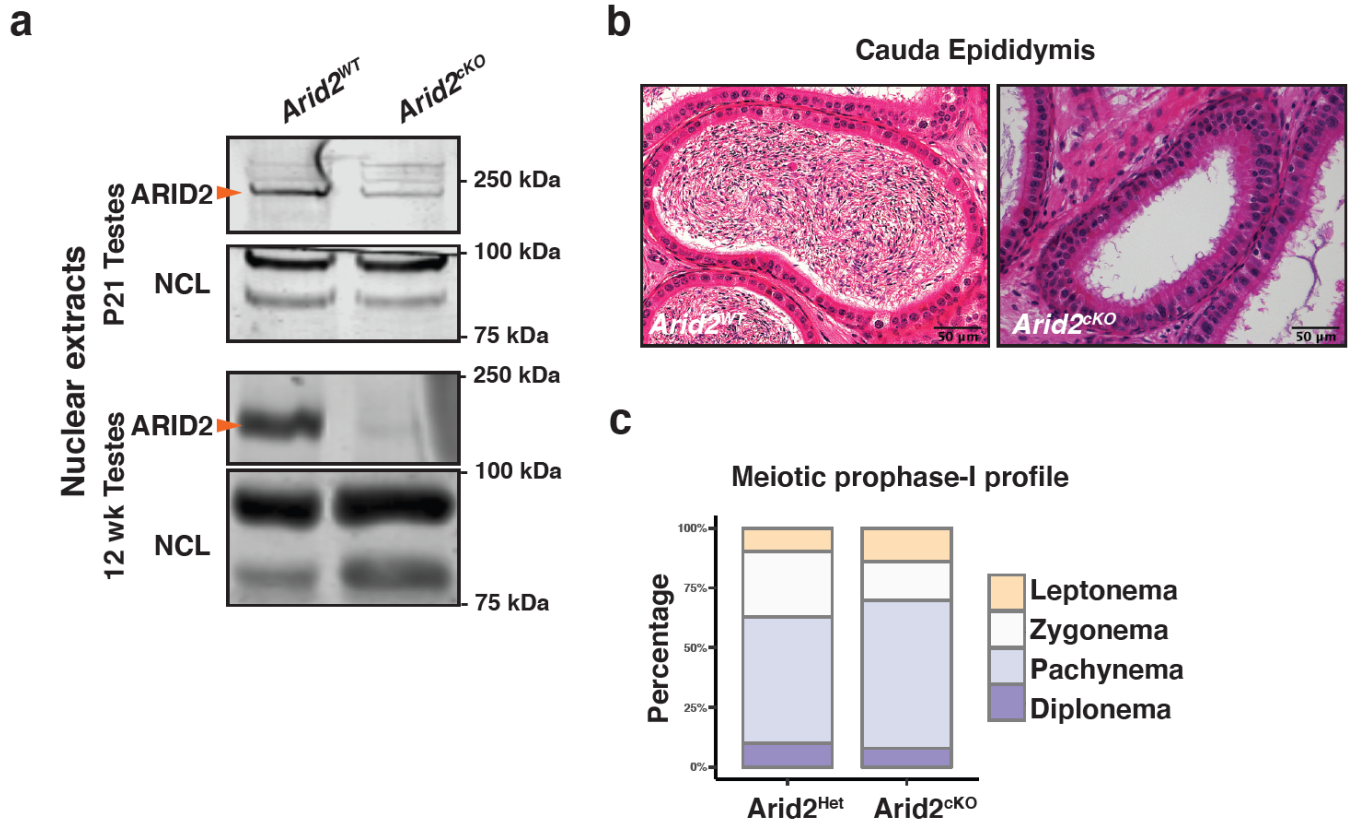

**Supplementary Figure 1. Characterization of ARID2 during spermatogenesis.** (a) ARID2 immunoblot on nuclear extracts from *Arid2*<sup>WT</sup> and *Arid2*<sup>cKO</sup> spermatogenic cells obtained from juvenile (P21), adult (12-week) testes. Nucleolin (NCL) is a nuclear loading control. Target proteins are labeled with orange arrowhead. Immunoblots were repeated twice for juvenile and thrice for adult samples with similar results. (b) H&E-stained paraffin sections of cauda epididymides obtained from adult *Arid2*<sup>WT</sup> and *Arid2*<sup>cKO</sup> mice. Scale bar: 50  $\mu$ m, magnification: 25x. Images are representative of histology obtained from three separate *Arid2*<sup>WT</sup> and *Arid2*<sup>cKO</sup> epididymal sections. (c) Meiotic prophase-I profiles determined from juvenile *Arid2*<sup>Het</sup> and *Arid2*<sup>cKO</sup> spermatocyte spreads. Prophase-I substages were identified by SYCP3 and  $\gamma$ H2Ax immunostaining.

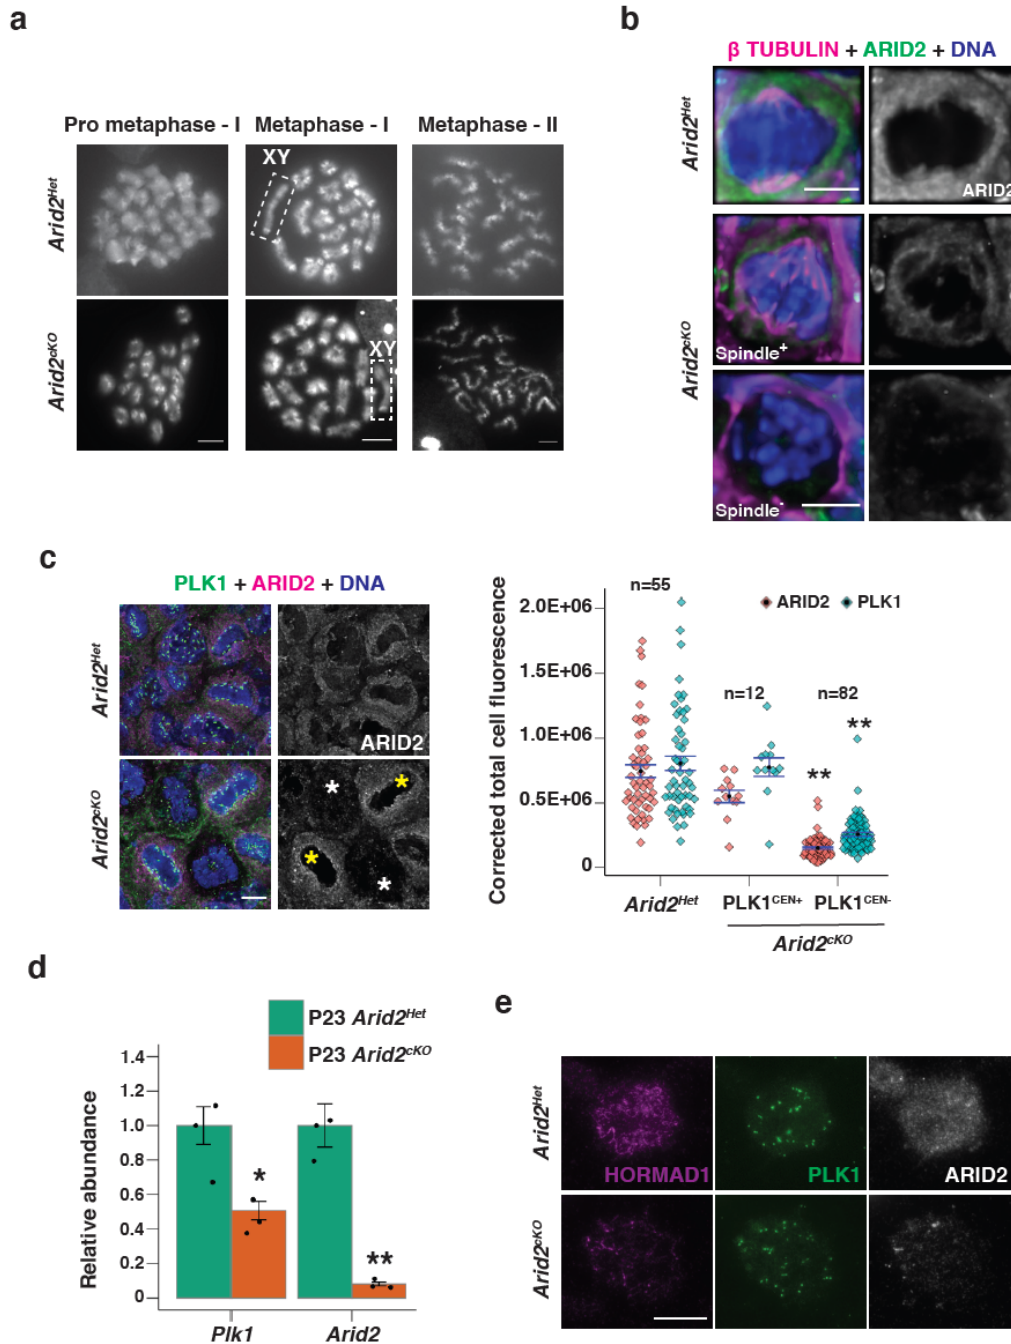

**Supplementary Figure 2. Features of *Arid2<sup>cKO</sup>* spermatocytes.** (a) DAPI-stained *Arid2<sup>Het</sup>* and *Arid2<sup>cKO</sup>* metaphase spreads. Representative images of metaphase spermatocytes observed in spreads prepared from P19, P23, P27 and 3-month *Arid2<sup>Het</sup>* and *Arid2<sup>cKO</sup>* testes. (b) Metaphase-I spermatocytes from *Arid2<sup>Het</sup>* and *Arid2<sup>cKO</sup>* testes cryosections immunolabelled for  $\beta$ -Tubulin (magenta) and ARID2 (green). Immunostainings were performed twice on testis cryosections obtained from two independent *Arid2<sup>Het</sup>* and *Arid2<sup>cKO</sup>* males. (c) PLK1 (green) and ARID2

(magenta) immunofluorescence (left) and quantification (right) of corrected total cell fluorescence (CTCF) from *Arid2<sup>Het</sup>* and *Arid2<sup>cko</sup>* internal control (yellow asterisk, PLK1<sup>CEN+</sup>) and mutant (white asterisk, PLK1<sup>CEN-</sup>) metaphase-I spermatocytes. ARID2 and PLK1 CTCF (y-axis) are expressed as mean (black dot)  $\pm$  SEM (standard error of measurement). Number of spermatocytes quantified are indicated (n). (d) Quantitative RT-PCR analysis of *Plk1* and *Arid2* mRNA abundance (y-axis) in *Arid2<sup>cko</sup>* relative to *Arid2<sup>Het</sup>* (control) spermatocyte enriched populations isolated at P23. mRNA abundance was normalized to reference gene, *Rplp0* and was expressed as mean  $\pm$  SEM. Dots (black) represent values obtained from 3 biological replicates. (c,d) \* p = 0.0004 ; \*\* p < 0.0004 were calculated by two-tailed unpaired Student's t-test. (e) *Arid2<sup>Het</sup>* and *Arid2<sup>cko</sup>* diplotene spermatocytes immunolabeled for HORMAD1 (magenta), PLK1 (green) and ARID2 (white). (a-c, e) DNA counterstained with DAPI (blue). Scale bars: 5  $\mu$ m, magnification: 100.8x. Immunostainings were performed twice on meiotic spreads obtained from juvenile males.

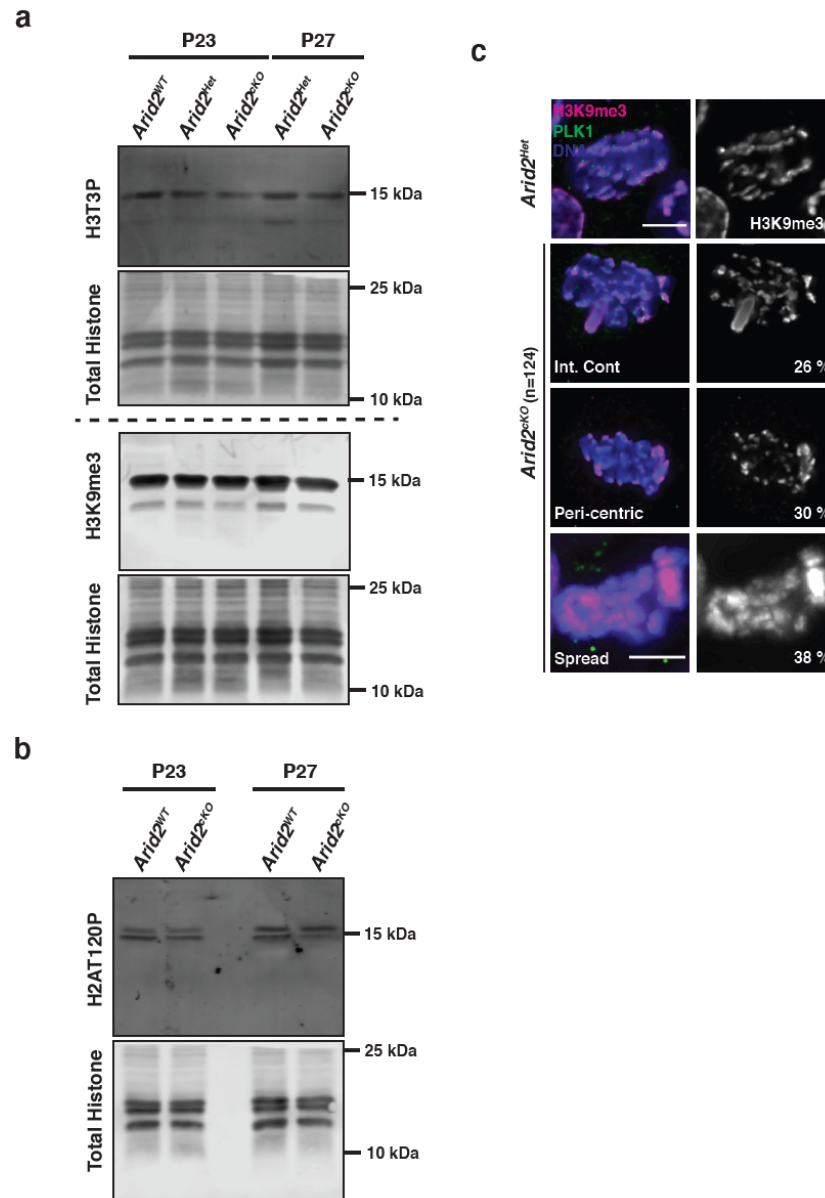

**Supplementary Figure 3. Effect of ARID2 on abundance of centromeric and pericentric histone modifications.** (a, b) Western blots on acid-extracted histones obtained from P23, P27 control and *Arid2<sup>cko</sup>* spermatogenic cells, showing (a) H3T3P (top), H3K9me3 (bottom), and (b) H2AT120P abundance. Total protein from each sample is displayed. Immunoblots were performed once each from P23 and P27 samples. (c) Control and *Arid2<sup>cko</sup>* metaphase-I spermatocytes immunolabelled for H3K9me2 (magenta) and PLK1 (green). DNA stained with DAPI. Total number (n) of metaphase-I spermatocytes scored from *Arid2<sup>cko</sup>* seminiferous tubules are indicated. Scale bar: 5  $\mu$ m, magnification: 100.8x.

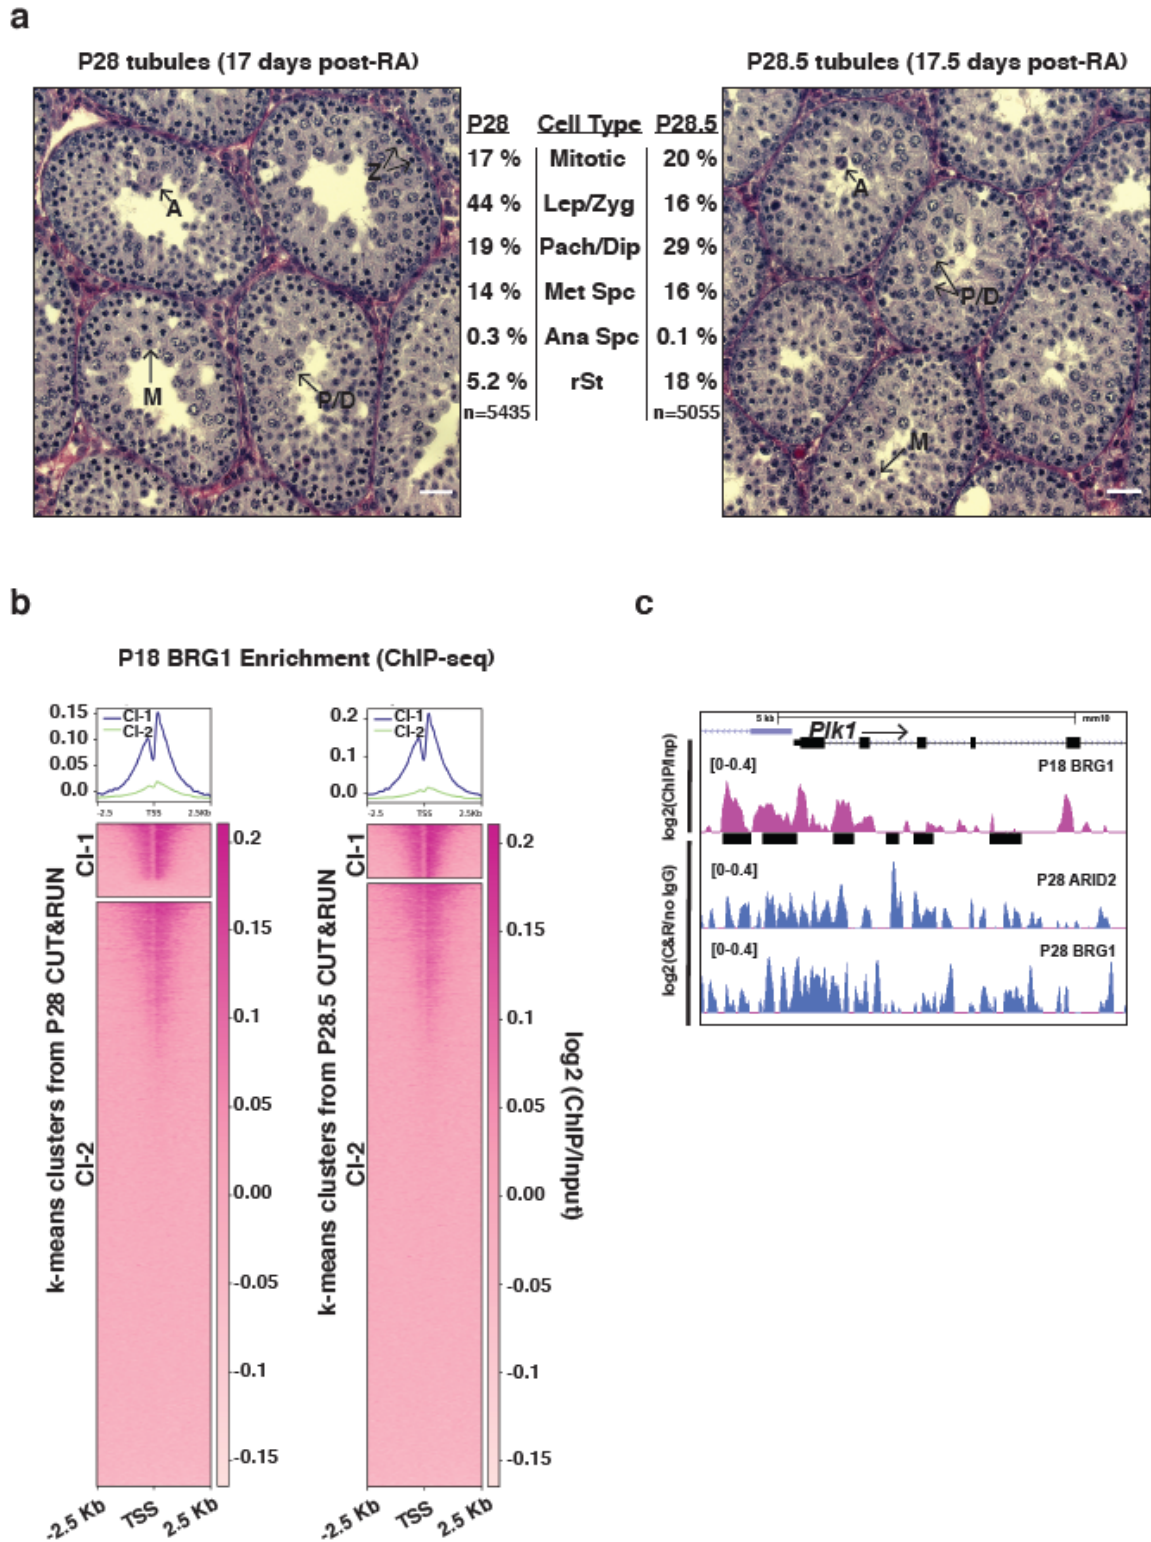

**Supplementary Figure 4. ARID2 CUT&RUN from spermatogenic cells obtained after synchronization.** (a) H&E-stained sections obtained from P28 and P28.5 synchronized testes. Proportion of cell types (%) determined from at least 30 tubules are indicated. n denotes total

cells scored. Lep: Leptotene, Zyg(Z): Zygotene, Pach(P): Pachytene, Dip(D): Diplotene, Met(M): Metaphase and Ana(A): Anaphase spermatocyte, RT: round spermatid. Scale bar: 100  $\mu$ m, magnification: 20x. (b) Heatmap displaying BRG1 ChIP-seq enrichment from P18 testes. Enrichment is plotted over a 5Kb window centered at transcription start sites (TSS's) of genes associated with K-means clusters (Cl-1 and 2) identified at P28 and P28.5 from ARID2 CUT&RUN data. (c) Genome browser view of ARID2 and BRG1 enrichment at *Plk1*. Tracks representing P18 BRG1 ChIP-seq enrichment (magenta), P28 ARID2 and BRG1 CUT&RUN enrichment (blue) are displayed. Solid black bars denote P28 ARID2 CUT&RUN peak calls. Vertical viewing limits are indicated within parentheses.

**a**

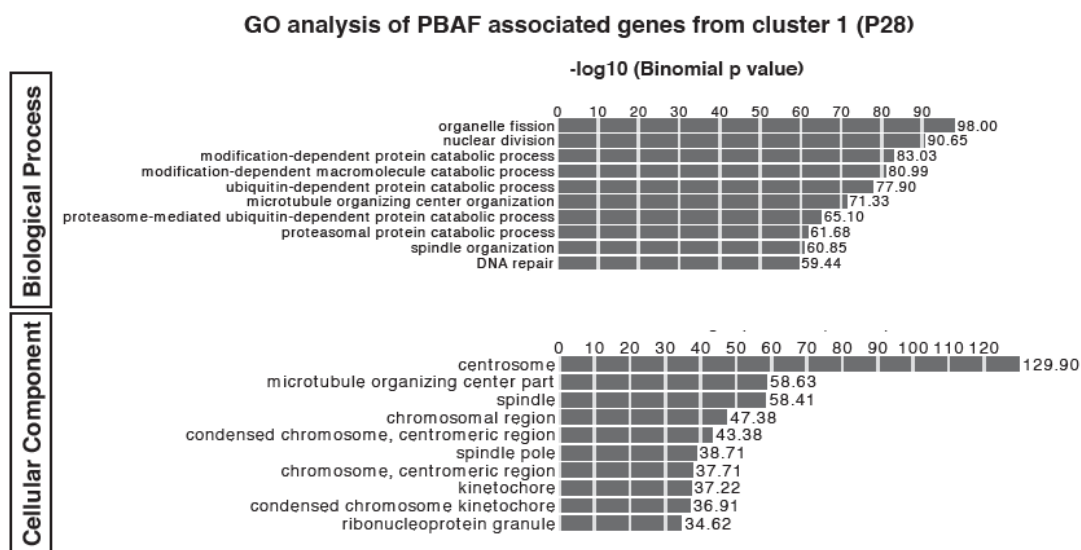

**b**

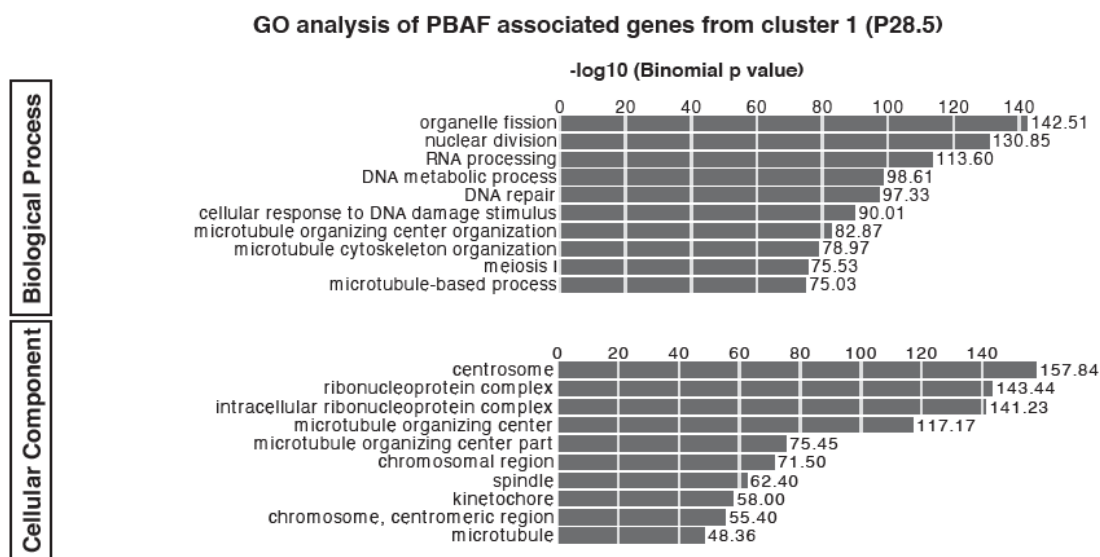

**Supplementary Figure 5. Gene ontology (GO) analyses of PBAF associated genes.** Biological process and cellular component GO terms associated with ARID2 target genes in k-means cluster 1 identified from (a) P28 and (b) P28.5 spermatocytes.

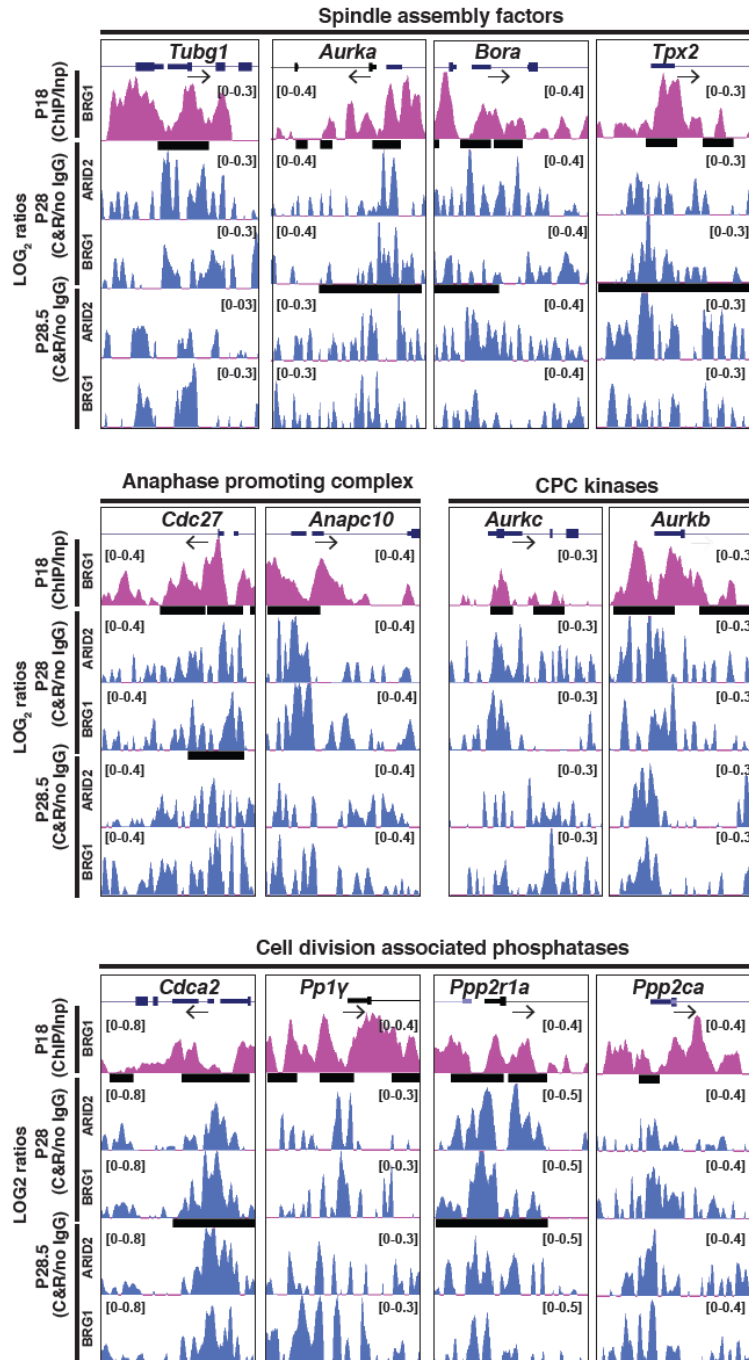

**Supplementary Figure 6. Genome browser views of candidate PBAF associated genes.**

Tracks displaying BRG1 ChIP-seq enrichment from P18 testes (magenta), P28 and P28.5 ARID2/BRG1 CUT&RUN enrichment from synchronized testes (blue) at representative PBAF associated genes. Solid black bars denote P28 and P28.5 ARID2 CUT&RUN peak calls. Vertical viewing limits are indicated within parentheses.

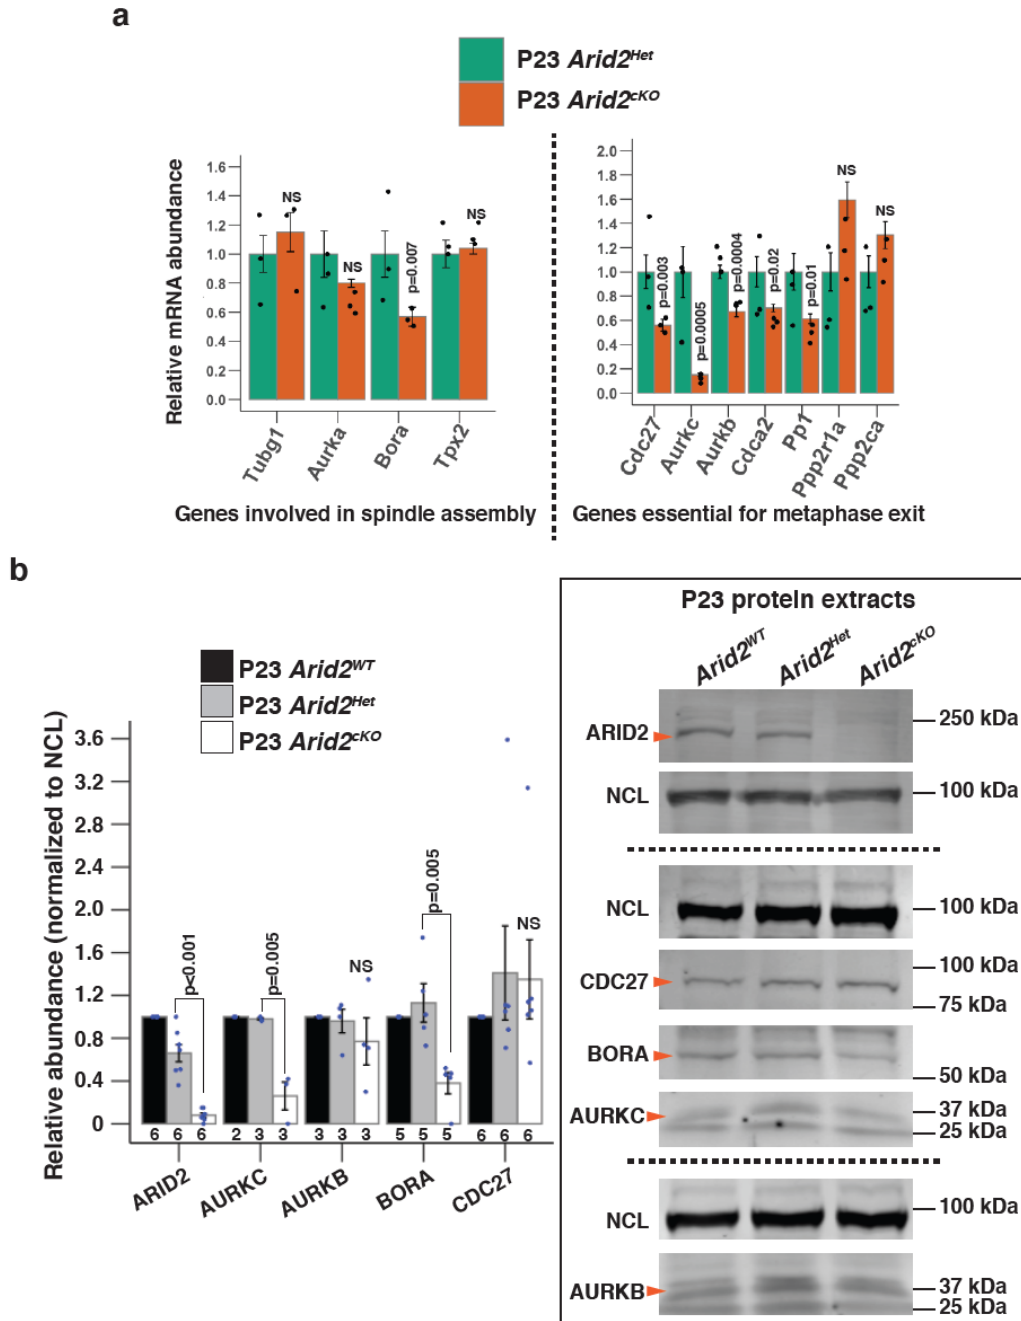

**Supplementary Figure 7. PBAF regulates the expression of essential cell division genes.**

(a) Quantitative RT-PCR analysis of mRNA abundance of PBAF associated genes in *Arid2<sup>cKO</sup>* relative to *Arid2<sup>Het</sup>* (control) spermatocyte enriched populations isolated at P23. mRNA abundance was normalized to reference gene, *Rplp0*. Dots (black) represent values obtained from 3 biological replicates. (b) Western blot analysis of ARID2, AURKC, AURKB, BORA and CDC27 in

P23 *Arid2*<sup>WT</sup>, *Arid2*<sup>Het</sup> and *Arid2*<sup>CKO</sup> spermatogenic cells. Protein levels were normalized to loading control, Nucleolin (NCL). Numbers below each bar indicate total independent measurements recorded (blue dots) for respective genotypes. Statistical testing of significance was performed on data from P23 *Arid2*<sup>Het</sup> and *Arid2*<sup>CKO</sup> replicates. (a,b) p-values calculated by two-tailed unpaired Student's t-test are indicated. NS: Not significant. Data are expressed as mean  $\pm$  SEM.

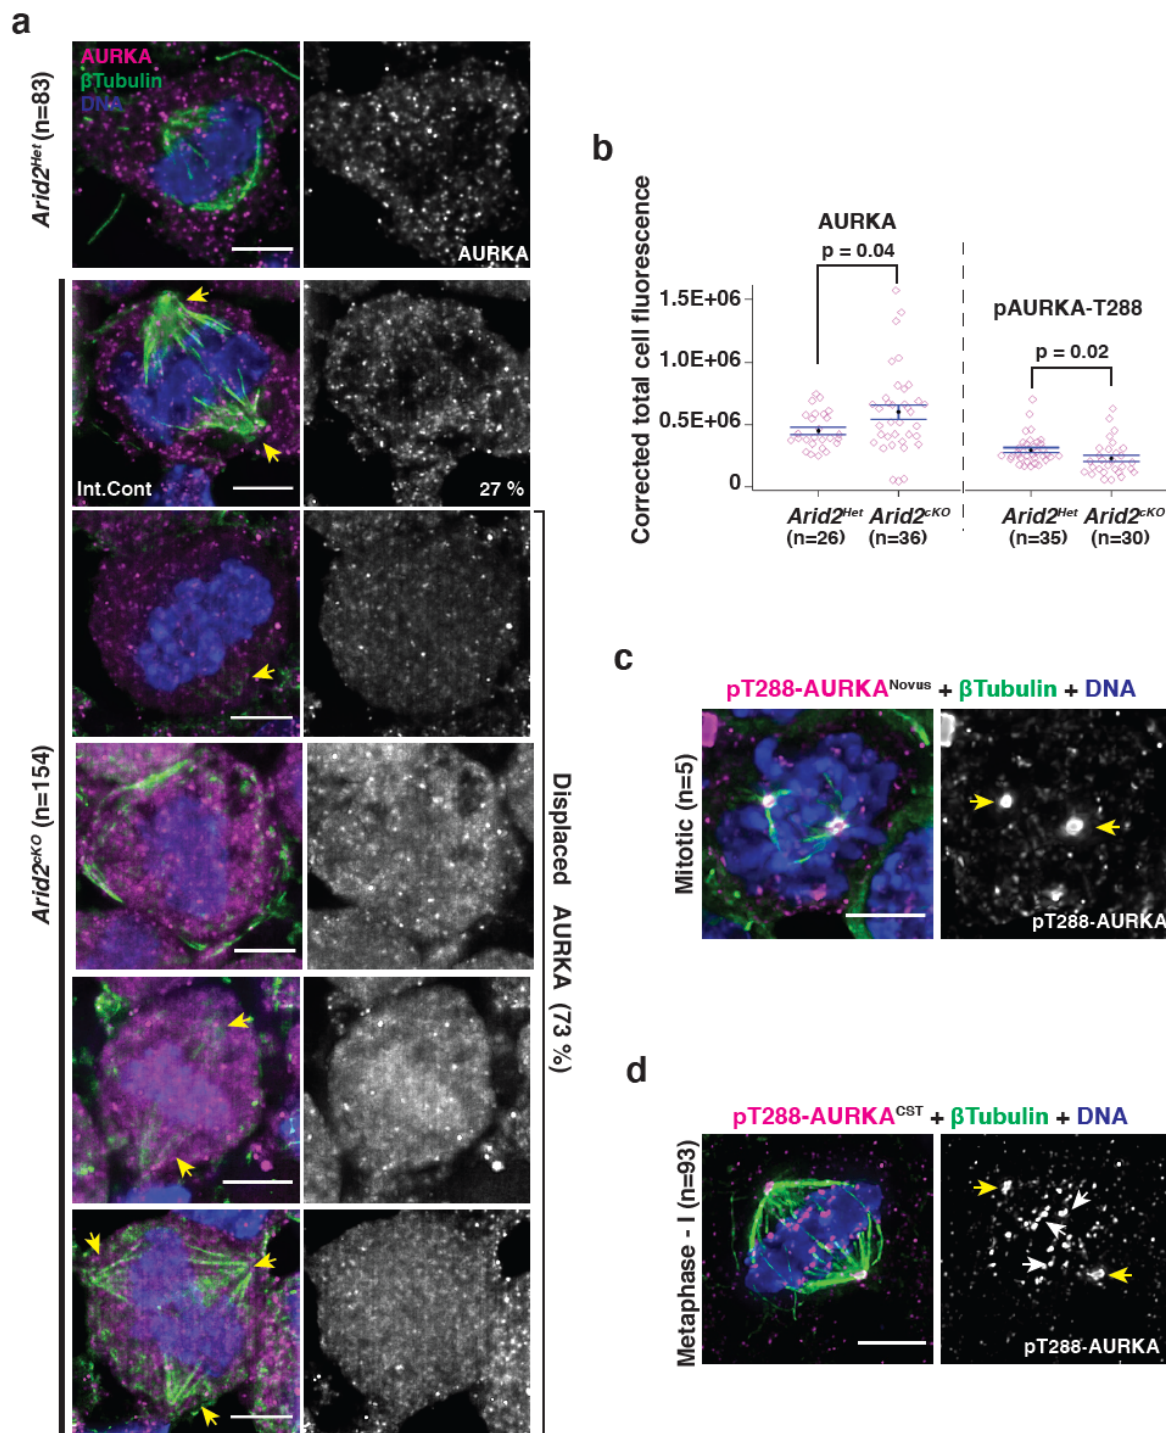

**Supplementary Figure 8. ARID2 influences AURKA localization and abundance.** (a) *Arid2*<sup>Het</sup> and *Arid2*<sup>cko</sup> metaphase-I spermatocytes immunolabelled for AURKA (magenta) and β-Tubulin (green). DNA counterstained with DAPI (blue). Yellow arrowheads label spindle poles. Scale bars: 5 μm, magnification:100.8x. Number (n) of metaphase-I spermatocytes scored and proportion (%)

of internal controls (Int.Cont) and abnormal cells are indicated. (b) Quantification of AURKA and pT288-AURKA fluorescence from control and *Arid2<sup>cko</sup>* metaphase-I spermatocytes (n). Two-tailed unpaired Student's t-test p values are indicated. Data are expressed as mean (black dot)  $\pm$  SEM. (c) Mitotic cell and (d) Metaphase-I spermatocyte immunolabelled for pT288-AURKA (magenta) and  $\beta$ -Tubulin (green). (c,d) DNA stained with DAPI. The identity of pT288-AURKA antibodies used are indicated (Novus and CST). Scale bar: 5  $\mu$ m, magnification: 100x. Number (n) of cells observed are indicated.

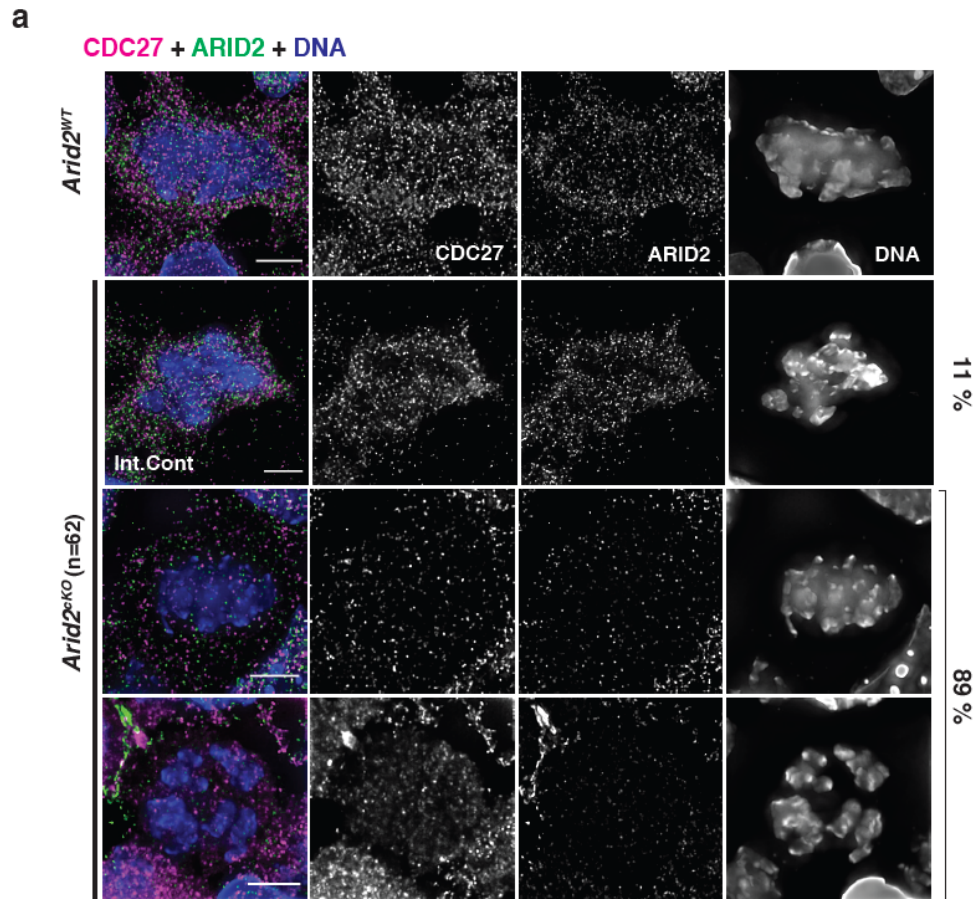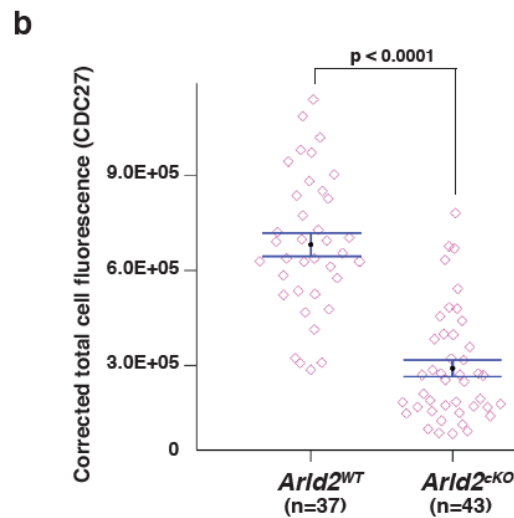

**Supplementary Figure 9. ARID2 regulates CDC27 expression.** (a) *Arid2<sup>WT</sup>* and *Arid2<sup>cKO</sup>* metaphase-I spermatocytes immunolabelled for CDC27 (magenta) and ARID2 (green). DNA counterstained with DAPI (blue). Scale bars: 5  $\mu$ m, magnification:100x. Number (n) of metaphase-I spermatocytes scored and proportion (%) of internal controls (Int.Cont) and mutants are

indicated. (b) Quantification of CDC27 fluorescence from *Arid2<sup>WT</sup>* and *Arid2<sup>cko</sup>* metaphase-I spermatocytes (n). Data are expressed as mean (black dot)  $\pm$  SEM. Two-tailed unpaired Student's t-test p value is indicated.

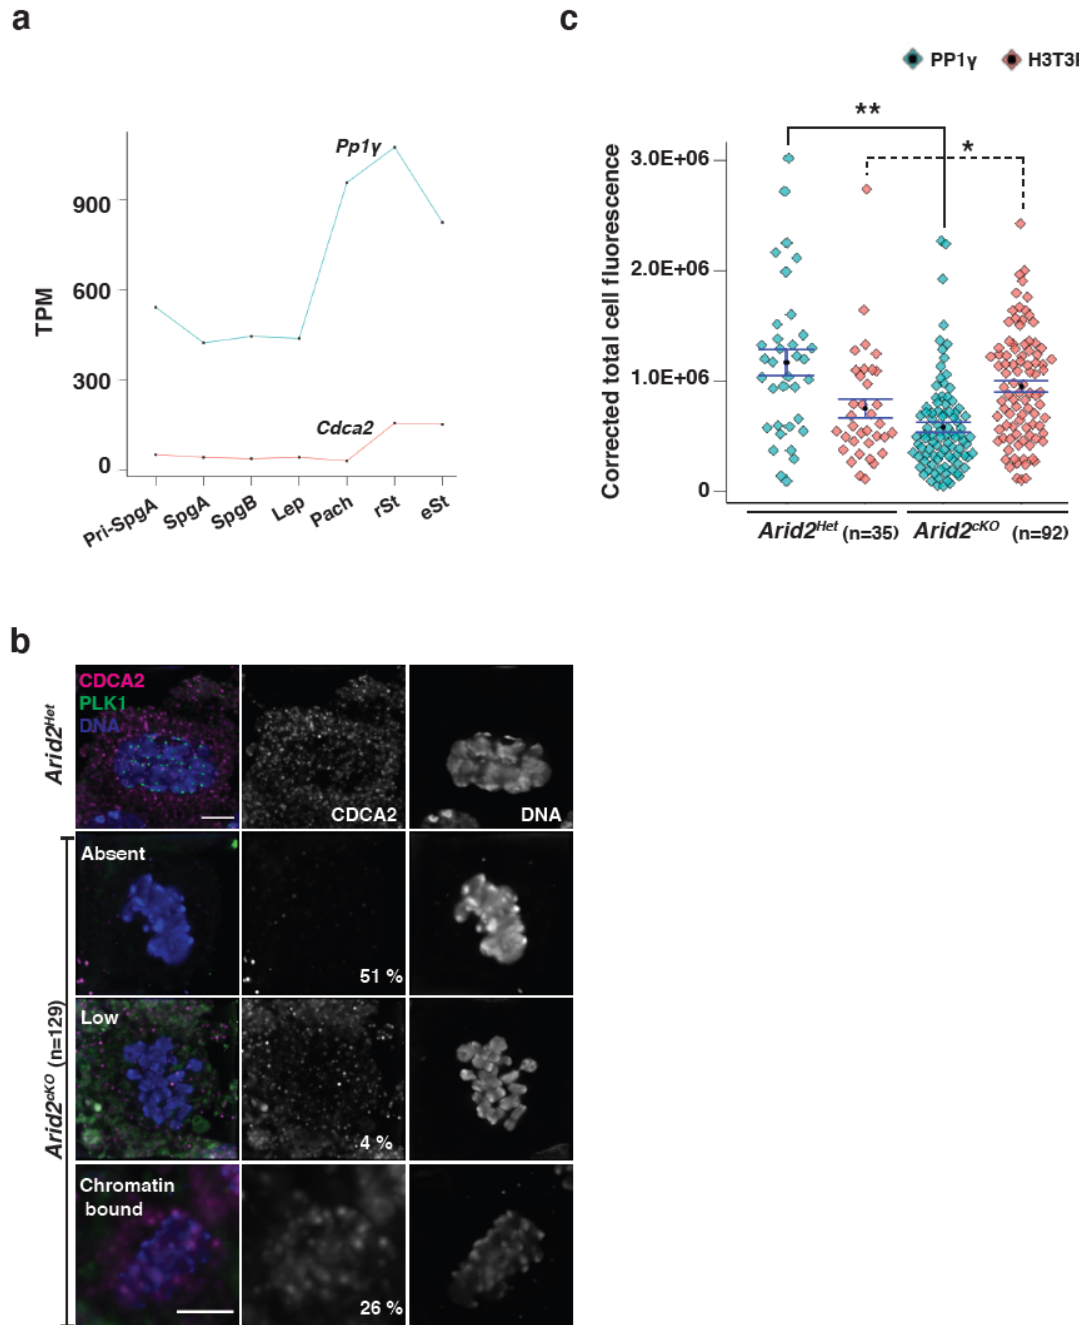

**Supplementary Figure 10. ARID2 influences the abundance of CDCA2-PP1 $\gamma$ .** (a) mRNA expression profile of *Cdca2* and *Pp1y* in purified germ cell populations. TPM: Transcripts per million. (b) Control and *Arid2*<sup>cKO</sup> metaphase-I spermatocyte squashes immunolabelled for PLK1 (green) and CDCA2 (magenta). DNA stained with DAPI. Scale bar: 5  $\mu$ m, magnification: 100.8x. (c) Quantification of PP1 $\gamma$  and H3T3P fluorescence from control and *Arid2*<sup>cKO</sup> metaphase-I spermatocytes (n). Data are expressed as mean (black dot)  $\pm$  SEM. Two-tailed unpaired Student's t-test p value are indicated. \*\* p < 0.0001 and \* p = 0.05.

**Supplementary table 1.** List of primary and secondary antibodies

| Antibody                    | Vendor                                                    | Application                                               |
|-----------------------------|-----------------------------------------------------------|-----------------------------------------------------------|
| Rabbit anti-ARID2           | Thermofisher (PA5-35857)                                  | IF (1:100)<br>IP (10 µg)<br>WB (1:1000)<br>CUT&RUN (1:25) |
| Mouse anti- BRG1 (G-7)      | SantaCruz Biotech (sc- 17796)                             | IF (1:100)<br>WB (1:1000)<br>CUT&RUN (1:25)               |
| Rabbit anti- BRG1           | Abcam (ab110641)                                          | IP (7 µl)<br>IF (1:500)                                   |
| Mouse anti- γH2Ax           | Millipore (05-636)                                        | IF (1:1000)                                               |
| Rabbit anti NCL (Nucleolin) | Bethyl (A300-711A)                                        | WB (1:2000)                                               |
| Mouse anti- SYCP3           | Abcam (ab97672)                                           | IF (1:500)                                                |
| Rabbit anti- γH2Ax          | Cell signaling tech (9718)                                | IF (1:1000)                                               |
| Rabbit anti- H3S10P         | Millipore (06-570)                                        | IF (1:500)                                                |
| Mouse anti β-Tubulin        | DHSB (E7)                                                 | IF (1:25)                                                 |
| Rabbit anti- CENPA          | Abcam (ab33565)                                           | IF (1:25)                                                 |
| Mouse anti γ-Tubulin        | Proteintech (66320-1-Ig)                                  | IF (1:100)                                                |
| Mouse anti- PLK1[35-206]    | Abcam (ab17056)                                           | IF (1:200)<br>IP (9 µg)<br>WB (1:1000)                    |
| Guinea pig anti- HORMAD1    | Gift from Dr. Atilla Tóth, TU Dresden                     | IF (1:500)                                                |
| Rabbit anti- H3T3P          | Active Motif (39153)                                      | IF (1:100)<br>WB (1:1000)                                 |
| Rabbit anti-H3T3P           | Cell signaling tech (13576S)                              | IF (1:2000)<br>ChIP (1.1 µg)                              |
| Rabbit anti- H2AT120P       | Active Motif (39392)                                      | IF (1:100)<br>WB (1:1000)                                 |
| Rabbit anti- H3K9me3        | Abcam (ab8898)                                            | IF (1:500)<br>WB (1:1000)                                 |
| Rabbit anti-HK27me3         | Cell signaling tech (9733)                                | ChIP (5 µg)                                               |
| Rabbit anti- CDCA2          | Sigma (HPA030049)                                         | IF (1:100)                                                |
| Rabbit anti-PPP1CC (PP1γ)   | Proteintech (11082-1-AP)                                  | Direct IF (1:50)                                          |
| Rabbit anti- PPP2R1A        | Proteintech (15882-1-AP)                                  | IF (1:100)<br>IP (1.6 µg – 8 µg)<br>WB (1:800)            |
| Mouse anti- PPP2CA          | DHSB (CPTC-PP2A-4)                                        | IF (1:10)<br>WB (1:20)                                    |
| Rabbit anti – AURKA         | Cell signaling tech (14475T)                              | IF (1:100)                                                |
| Rabbit anti- pT288-AURKA    | Novus biologicals (NB100-2371)                            | IF (1:100)                                                |
|                             | Cell signaling tech (3079)                                | IF (1:100)                                                |
| Rabbit anti- phosphoINCENP  | Gift from Dr. Michael Lampson, University of Pennsylvania | IF (1:500)                                                |

|                                        |                                                                                                        |                           |
|----------------------------------------|--------------------------------------------------------------------------------------------------------|---------------------------|
| Mouse anti – AURKC                     | Gift from Dr. Tang K. Tang,<br>Institute of Biomedical Sciences,<br>Academia Sinica, Taiwan,<br>R.O.C. | IF (1:300)<br>WB (1:1250) |
| Mouse anti- AURKB                      | BD biosciences (611082)                                                                                | IF (1:30)<br>WB (1:250)   |
| Mouse anti- CDC27 (AF3.1)              | Santa Cruz biotech (sc-9972)                                                                           | IF (1:50)<br>WB (1:200)   |
| Mouse anti- BORA (H-4)                 | Santa Cruz biotech (sc-393741)                                                                         | IF (1:50)<br>WB (1:200)   |
|                                        |                                                                                                        |                           |
| <b>Secondary antibodies</b>            |                                                                                                        |                           |
| Goat anti-mouse, Alexa fluor 488       | ThermoFisher (A-11029)                                                                                 | IF (1:500)                |
| Goat anti-mouse, Alexa fluor 568       | ThermoFisher (A-11031)                                                                                 | IF (1:500)                |
| Goat anti-rabbit, Alexa fluor 568      | ThermoFisher (A-11036)                                                                                 | IF (1:500)                |
| Goat anti- rabbit, Alexa fluor 488     | ThermoFisher (A-11008)                                                                                 | IF (1:500)                |
| Goat anti- guinea pig, Alexa fluor 568 | ThermoFisher (A-11075)                                                                                 | IF (1:500)                |
| Goat anti- rabbit, Alexa fluor 647     | ThermoFisher (A-21245)                                                                                 | IF (1:500)                |
| IRDye 680LT Goat anti-rabbit           | LI-COR (926-68021)                                                                                     | WB (1:20,000)             |
| IRDye 680LT Goat anti-mouse            | LI-COR (925-68020)                                                                                     | WB (1:20,000)             |
| IRDye 800CW Goat anti-mouse            | LI-COR (926-32210)                                                                                     | WB (1:10,000)             |
| AffiniPure Rabbit anti-Mouse IgG (H+L) | JacksonImmunoResearch<br>(315-005-003)                                                                 | CUT&RUN (1:100)           |
| Guinea pig anti-Rabbit IgG (H+L)       | Novus biologicals<br>(NBP1-72763)                                                                      | CUT&RUN (1:100)           |

**Supplementary table 2.** List of primers

| <b>RT-PCR primers</b>     |                          |                          |
|---------------------------|--------------------------|--------------------------|
| Gene Symbol               | Forward Primer (5' - 3') | Reverse Primer (5' - 3') |
| <i>Tubg1</i>              | ATCTACCTGTCTGGAGCATGG    | CTGCCTCCCGATCTATGATG     |
| <i>Aurka</i>              | AGTTGGAAAGGGACATGGCT     | CAGGCCTGGAGACACAGTTT     |
| <i>Bora</i>               | CAGCTGGCCATAATAAACCCCT   | GGCTTTTTGTCTTTTGTCTTCCA  |
| <i>Tpx2</i>               | CTTGATTGTGGCTTTGAGCG     | CTTGTGACATTGCCCAACT      |
| <i>Aurkc</i>              | GAGAAGGAGGGATTGGAGCA     | AGTTGTACAGGCGAAGGATGTT   |
| <i>Aurkb</i>              | AGATTGCAGACTTTGGCTGG     | AATCATCTCTGGGGGCAGAT     |
| <i>Cdca2</i>              | GAGGCAGACGGAGAGTCTAGG    | AGGGAACCCAGACTGCTGAT     |
| <i>Pp1γ (Ppp1cc)</i>      | CTTCTCAGAGGGAACCAACGA    | TGTGAACGTTTTCCACAGCTT    |
| <i>Ppp2r1a</i>            | GGTTGAACGGACCAGAAGTG     | TGTGAAGGTTCCAGCTGTT      |
| <i>Ppp2ca</i>             | TGTGAAGGTTCCAGCTGTT      | TCTGCTCTCGTGATTCCCTC     |
| <i>Plk1</i>               | CCTTTGAGACCTCGTGCCTA     | AGTGGGTCTGTCTGAAGCA      |
| <i>Cdc27</i>              | CCTGAGGCACTGCAGAAAGT     | CTGCGAGGAAAAGTGCATCT     |
| <i>Rplp0</i>              | TTTGACAACGGCAGCATTTA     | GTACCCGATCTGCAGACACAC    |
|                           |                          |                          |
| <b>ChIP-qPCR primers</b>  |                          |                          |
| Region/Gene               | Forward Primer (5' - 3') | Reverse Primer (5' - 3') |
| Mini satellite            | ACCACACTGTAGAACCTTTTAGA  | ACACTGTTCTACAAATCCCGT    |
| Major satellite           | GGCAAGAAAAGTGAATCATGGA   | GTGTGCATTTCTCATTTTTACG   |
| <i>Gdnf9</i>              | ACTTGCGGAGGATAGGTTGT     | CTGTACAGAGCGAGGTAGGG     |
| MMU19                     | GCTGGAAAGGTAAAGTGGCA     | GGGGAAGAGAGAAAGGGACC     |
|                           |                          |                          |
| <b>Genotyping primers</b> |                          |                          |
| Allele/transgene          | Forward Primer (5' - 3') | Reverse Primer (5' - 3') |
| <i>Arid2 fl/+</i>         | CTGCTTAGCCCAAAGGTGTC     | GACAGTGACTTCAGCTGACC     |
| <i>Arid2 Δ</i>            | CTGCTTAGCCCAAAGGTGTC     | CTGAGCCCAGGTGTTTTTGT     |
| <i>Stra8-Cre</i>          | GTGCAAGCTGAACAACAGGA     | AGGGACACAGCATTGGAGTC     |

# Supplementary material for: Mammalian SWI/SNF chromatin remodeler is essential for reductional meiosis in males
**Source:** Nat Commun. 2021 Nov 12;12:6581. doi: 10.1038/s41467-021-26828-1
**Supplement:** Supplementary file 3 — Reporting Summary

## Reporting Summary

Nature Research wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Research policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

- |                                     |                                                                                                                                                                                                                                                                                                |
|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| n/a                                 | Confirmed                                                                                                                                                                                                                                                                                      |
| <input checked="" type="checkbox"/> | <input checked="" type="checkbox"/> The exact sample size ( <i>n</i> ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                               |
| <input checked="" type="checkbox"/> | <input checked="" type="checkbox"/> A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input checked="" type="checkbox"/> | <input checked="" type="checkbox"/> The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> A description of all covariates tested                                                                                                                                                                                                                                |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                                   |
| <input checked="" type="checkbox"/> | <input checked="" type="checkbox"/> A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input checked="" type="checkbox"/> | <input checked="" type="checkbox"/> For null hypothesis testing, the test statistic (e.g. <i>F</i> , <i>t</i> , <i>r</i> ) with confidence intervals, effect sizes, degrees of freedom and <i>P</i> value noted<br><i>Give P values as exact values whenever suitable.</i>                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                                      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                                |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Estimates of effect sizes (e.g. Cohen's <i>d</i> , Pearson's <i>r</i> ), indicating how they were calculated                                                                                                                                                          |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

### Software and code

Policy information about [availability of computer code](#)

|                 |                                                                                                                                                                                                                                                                                                                          |
|-----------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data collection | Leica LASX version 3.6.0.20104, Huygens essentials deconvolution software version 20.04, Zeiss Axiovision software version 4.8.1. For Next-gen sequencing, LI-COR Odyssey CLx imager, Image Studio Version 5.2.5, BIO-RAD real time PCR detection system CFX96, NOVASEQ 6000 S Prime flow cell (50 bp reads, paired end) |
| Data analysis   | Fiji image analysis software (ImageJ) Version: 2.0.0-rc-69/1.52p, Bowtie2 version 2.4.1, samtools version 1.13, TrimGalore version 0.6.2, DeepTools version 3.2.0, WiggleTools version 1.2, Genomic Regions Enrichment of Annotation Tool (GREAT) version 4.0.4, SEACR version 1.3, csaw version 1.4.1                   |

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Research [guidelines for submitting code & software](#) for further information.

### Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A list of figures that have associated raw data
- A description of any restrictions on data availability

Data generated in this study are provided in supplementary information and source data. CUT&RUN data are deposited with GEO (Gene Expression Omnibus) under accession number GSE167539. RNA-seq data used in this study were previously published and are available from GEO under accession number GSE35005. Published BRG1 ChIP-seq data is available from GEO under accession number GSE119179.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                      |
|-----------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | <p>No sample size calculations were performed for any experiments.</p> <p>For immunofluorescence studies, control and mutant cells were scored from testes cryosections and squashes obtained from multiple mice. We believe that the numbers of cells scored (<math>\geq 50</math>) for each immunofluorescence study were adequate given the scarce and transient nature of metaphase-I spermatocytes.</p> <p>For western blots and Co-immunoprecipitations (Co-IP), samples sizes were chosen based on availability of control and mutant mice. Western blots were performed on testes protein extracts obtained from multiple juvenile (P19,P21,P23) and adult testes. Co-IPs were performed at least twice on testes protein lysates pooled from several wild type juvenile males. Reproducible results were obtained with selected sample sizes.</p> <p>Quantitative RT-PCR was performed on 3 biological replicates from control and mutant animals to allow for statistical testing of significance.</p> <p>ChIP was performed in triplicates while CUT&amp;RUN was performed in duplicates. These sample sizes meet the ENCODE ChIP seq guidelines (<a href="https://dx.doi.org/10.1101/2Fgr.136184.111">https://dx.doi.org/10.1101/2Fgr.136184.111</a>).</p>                                                                                                                                                                                               |
| Data exclusions | No data were excluded                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                |
| Replication     | <p>Spermatogenic phenotypes were determined from the comparative analysis of multiple independent mutant and litter mate controls. Metaphase-I arrest phenotype was reproducible across several Arid2cKO males. Histological staining's were reproducibly repeated from at least thrice separate testes and epididymal sections. Immunofluorescence data presented was confirmed using two separate preparations, cryosections and squashes. Moreover these studies were repeated at least twice to ensure reproducibility.</p> <p>Each Co-immunoprecipitation was reproducibly repeated twice. Moreover, reverse pull downs were incorporated in each trial to confirm interactions. Also, Co-IP with antibodies to two different subunits of the same complex (SWI/SNF) were performed to validate interactions. Qualitative western blots were repeated reproducibly on at least two independent samples. For quantification of protein abundances in control and mutant samples, western blots were repeated a minimum of 3 and maximum of 6 times, depending on the availability of sample. Protein quantification data data were expressed as mean <math>\pm</math> SEM (standard error of measurement).</p> <p>MNase sensitivity assays on control and mutant testes cryosections were performed over a range of MNase concentrations (0,20,200 Kunitz units), scoring <math>\geq 40</math> metaphase-I spermatocytes/section. Results were reproducible.</p> |
| Randomization   | Conditional knock-out animals and litter-mate controls were identified by genotyping. Testes samples were harvested from mutant and litter mate control mice at the same age. Apart from age no other covariate is anticipated                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                       |
| Blinding        | Blinding was not performed for any experiments, as sample were collected from mice on the basis of their genotypes and developmental stage. In case of immunofluorescence data, examination of internal controls alongside mutant spermatocytes, obviated any risk of bias or misinterpretation of staining artefact's.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                              |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

## Materials &amp; experimental systems

|                                     |                                                                 |
|-------------------------------------|-----------------------------------------------------------------|
| n/a                                 | Involved in the study                                           |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Eukaryotic cell lines                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Human research participants            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |

## Methods

|                                     |                                                 |
|-------------------------------------|-------------------------------------------------|
| n/a                                 | Involved in the study                           |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> ChIP-seq    |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |

## Antibodies

## Antibodies used

List of primary antibodies (catalog #) and applications:

Rabbit anti-ARID2 ThermoFisher (PA5-35857); IF (1:100), IP (10 µg), WB (1:1000), CUT&RUN (1:25)  
 Mouse anti- BRG1 (G-7) SantaCruz Biotech (sc- 17796); IF (1:100), WB (1:1000), CUT&RUN (1:25)  
 Rabbit anti- BRG1 Abcam (ab110641); IP (7 µl), IF (1:500)  
 Mouse anti- γH2Ax Millipore (05-636); IF (1:1000)  
 Rabbit anti NCL (Nucleolin) Bethyl (A300-711A); WB (1:2000)  
 Mouse anti- SYCP3 Abcam (ab97672); IF (1:500)  
 Rabbit anti- γH2Ax Cell signaling tech (9718); IF (1:1000)  
 Rabbit anti- H3S10P Millipore (06-570); IF (1:500)  
 Mouse anti β-Tubulin DSHB (E7); IF (1:25)  
 Rabbit anti- CENPA Abcam (ab33565); IF (1:25)  
 Mouse anti γ-Tubulin Proteintech (66320-1-Ig); IF (1:100)  
 Mouse anti- PLK1[35-206] Abcam (ab17056); IF (1:200), WB (1:1000), IP (9 µg)  
 Guinea pig anti- HORMAD1 Gift from Dr. Atilla Tóth, TU Dresden IF; (1:500)  
 Rabbit anti- H3T3P Active Motif (39153); IF (1:100), WB (1:1000)  
 Rabbit anti-H3T3P Cell signaling tech (13576S); IF (1:2000), ChIP (1.1 µg)  
 Rabbit anti- H2AT120P Active Motif (39392); IF (1:100), WB (1:1000)  
 Rabbit anti- H3K9me3 Abcam (ab8898); IF (1:500), WB (1:1000)  
 Rabbit anti-HK27me3 Cell signaling tech (9733); ChIP (5 µg)  
 Rabbit anti- CDCA2 Sigma (HPA030049); IF (1:100)  
 Rabbit anti-PPP1CC (PP1γ) Proteintech (11082-1-AP); Direct IF (1:50)  
 Rabbit anti- PPP2R1A Proteintech (15882-1-AP); IF (1:100), IP (1.6 µg – 8 µg), WB (1:800)  
 Mouse anti- PPP2CA DSHB (CPTC-PP2A-4); IF (1:10), WB (1:20)  
 Rabbit anti – AURKA Cell signaling tech (14475T); IF (1:100)  
 Rabbit anti- pT288-AURKA Novus biologicals (NB100-2371); IF (1:100)  
 Rabbit anti- pT288-AURKA Cell signaling tech (3079); IF (1:100)  
 Rabbit anti- phosphoINCENP Gift from Dr. Michael Lampson, University of Pennsylvania IF (1:500)  
 Mouse anti – AURKC Gift from Dr. Tang K. Tang, Institute of Biomedical Sciences, Academia Sinica, Taiwan, R.O.C. IF (1:300); WB (1:1250)  
 Mouse anti- AURKB BD biosciences (611082); IF (1:30), WB (1:250)  
 Mouse anti- CDC27 (AF3.1) Santa Cruz biotech (sc-9972); IF (1:50), WB (1:200)  
 Mouse anti- BORA (H-4) Santa Cruz biotech (sc-393741); IF (1:50), WB (1:200)

Secondary antibodies (catalog#) and dilutions used :

Goat anti-mouse, Alexa fluor 488 ThermoFisher (A-11029); IF (1:500)  
 Goat anti-mouse, Alexa fluor 568 ThermoFisher (A-11031); IF (1:500)  
 Goat anti-rabbit, Alexa fluor 568 ThermoFisher (A-11036); IF (1:500)  
 Goat anti- rabbit, Alexa fluor 488 ThermoFisher (A-11008); IF (1:500)  
 Goat anti- guinea pig, Alexa fluor 568 ThermoFisher (A-11075); IF (1:500)  
 Goat anti- rabbit, Alexa fluor 647 ThermoFisher (A-21245); IF (1:500)  
 IRdye 680LT Goat anti-rabbit LI-COR (926-68021); WB (1:20,000)  
 IRdye 680LT Goat anti-mouse LI-COR (925-68020); WB (1:20,000)  
 IRdye 800CW Goat anti-mouse LI-COR (926-32210); WB (1:10,000)  
 AffiniPure Rabbit anti-Mouse IgG (H+L) JacksonImmunoResearch (315-005-003); CUT&RUN (1:100)  
 Guinea pig anti-Rabbit IgG (H+L) Novus biologicals (NBP1-72763); CUT&RUN (1:100)

## Validation

Rabbit anti-ARID2 ThermoFisher (PA5-35857); Validated in this study using knockout tissue and validated by ThermoFisher <https://www.thermofisher.com/antibody/product/ARID2-Antibody-Polyclonal/PA5-35857>

Mouse anti- BRG1 (G-7) SantaCruz Biotech (sc- 17796); Knockout Validated in study by Menon et.al,2019, Development (doi:10.1242/dev.174094), and validated by SantaCruz Biotech, <https://www.scbt.com/p/brg-1-antibody-g-7?requestFrom=search>

Rabbit anti- BRG1 Abcam (ab110641); Knockout Validated in study by Menon et.al,2019, Development (doi:10.1242/dev.174094) and

validated by Abcam <https://www.abcam.com/brg1-antibody-epncir111a-ab110641.html>

Mouse anti-  $\gamma$ H2Ax Millipore (05-636); Validated by Millipore sigma, [https://www.emdmillipore.com/US/en/product/Anti-phospho-Histone-H2A.X-Ser139-Antibody-clone-JBW301,MM\\_NF-05-636](https://www.emdmillipore.com/US/en/product/Anti-phospho-Histone-H2A.X-Ser139-Antibody-clone-JBW301,MM_NF-05-636)

Rabbit anti NCL (Nucleolin) Bethyl (A300-711A); Validated by Bethyl labs, <https://www.bethyl.com/product/A300-711A?referrer=search>

Mouse anti- SYCP3 Abcam (ab97672); Validated by abcam, <https://www.abcam.com/scp3-antibody-cor-10g117-ab97672.html>

Rabbit anti-  $\gamma$ H2Ax Cell signaling tech (9718); Validated by Cell signalling tech, <https://www.cellsignal.com/products/primary-antibodies/phospho-histone-h2a-x-ser139-20e3-rabbit-mab/9718>

Rabbit anti- H3S10P Millipore (06-570); Validated by Millipore sigma [https://www.emdmillipore.com/US/en/product/Anti-phospho-Histone-H3-Ser10-Antibody-Mitosis-Marker,MM\\_NF-06-570](https://www.emdmillipore.com/US/en/product/Anti-phospho-Histone-H3-Ser10-Antibody-Mitosis-Marker,MM_NF-06-570)

Mouse anti  $\beta$ -Tubulin DHB (E7); Validated by Developmental studies hybridoma bank , <https://dshb.biology.uiowa.edu/search?keywords=E7>

Rabbit anti- CENPA Abcam (ab33565); Validated by abcam, <https://www.abcam.com/cenpa-antibody-chip-grade-ab33565.html>

Mouse anti  $\gamma$ -Tubulin Proteintech (66320-1-Ig); Validated by Proteintech, <https://www.ptglab.com/products/tubulin-gamma-Antibody-66320-1-Ig.htm>

Mouse anti- PLK1[35-206] Abcam (ab17056); Validated by abcam, <https://www.abcam.com/plk1-antibody-35-206-ab17056.html>

Guinea pig anti- HORMAD1; Knockout validated by Wojtasz L, et.al, 2009, PLOS Genetics (<https://doi.org/10.1371/journal.pgen.1000702>)

Rabbit anti- H3T3P Active Motif (39153); Validated by Active Motif, <https://www.activemotif.com/catalog/details/39153/histone-h3-phospho-thr3-antibody-pab>

Rabbit anti-H3T3P Cell signaling tech (13576S); Validated by CST, [https://www.cellsignal.com/products/primary-antibodies/phospho-histone-h3-thr3-d5g1i-rabbit-mab/13576?site-search-type=Products&N=4294956287&Ntt=13576s&fromPage=plp&\\_requestid=622501](https://www.cellsignal.com/products/primary-antibodies/phospho-histone-h3-thr3-d5g1i-rabbit-mab/13576?site-search-type=Products&N=4294956287&Ntt=13576s&fromPage=plp&_requestid=622501)

Rabbit anti- H2AT120P Active Motif (39392); Validated by Active Motif, <https://www.activemotif.com/catalog/details/39391/histone-h2a-phospho-thr120-antibody-pab>

Rabbit anti- H3K9me3 Abcam (ab8898); Validated by abcam, <https://www.abcam.com/histone-h3-tri-methyl-k9-antibody-chip-grade-ab8898.html>

Rabbit anti-HK27me3 Cell signaling tech (9733); Validated by Cell signalling tech, <https://www.cellsignal.com/products/primary-antibodies/tri-methyl-histone-h3-lys27-c36b11-rabbit-mab/9733>

Rabbit anti- CDCA2 Sigma (HPA030049); Validated by Sigma , <https://www.sigmaaldrich.com/US/en/product/sigma/hpa030049?context=product>

Rabbit anti-PPP1CC (PP1 $\gamma$ ) Proteintech (11082-1-AP); Validated by Proteintech, <https://www.ptglab.com/products/PPP1CC-Antibody-11082-1-AP.htm>

Rabbit anti- PPP2R1A Proteintech (15882-1-AP); Validated by Proteintech, <https://www.ptglab.com/products/PPP2R1A-Antibody-15882-1-AP.htm>

Mouse anti- PPP2CA DHB (CPTC-PP2A-4); Validated by Clinical Proteomics Technologies for Cancer <https://antibodies.cancer.gov/detail/CPTC-PP2A-4#CPTC-PP2A-4-Characterization>

Rabbit anti – AURKA Cell signaling tech (14475T); Validated by Cell signaling, [https://www.cellsignal.com/products/primary-antibodies/aurora-a-d3e4q-rabbit-mab/14475?site-search-type=Products&N=4294956287&Ntt=14475t&fromPage=plp&\\_requestid=623650](https://www.cellsignal.com/products/primary-antibodies/aurora-a-d3e4q-rabbit-mab/14475?site-search-type=Products&N=4294956287&Ntt=14475t&fromPage=plp&_requestid=623650)

Rabbit anti- pT288-AURKA Novus biologicals (NB100-2371); Validated by Novus biologicals, [https://www.novusbio.com/products/aurora-a-antibody\\_nb100-2371](https://www.novusbio.com/products/aurora-a-antibody_nb100-2371)

Rabbit anti- pT288-AURKA Cell signaling tech (3079); Validated by Cell signalling, <https://www.cellsignal.com/products/primary-antibodies/phospho-aurora-a-thr288-c39d8-rabbit-mab/3079>

Rabbit anti- phosphoINCENP; Validated by Salimian, K.J., et.al, 2011, Current Biology (<https://doi.org/10.1016/j.cub.2011.06.015>)

Mouse anti – AURKC ; Validated by Tang C.C., et.al, 2006, Developmental Biology (<https://doi.org/10.1016/j.ydbio.2005.11.036>) and

knockout validated by Wellard, S.R., et.al, 2020, Journal of Cell Science (<https://doi.org/10.1242/jcs.248831>)

Mouse anti- AURKB BD biosciences (611082); Knockout validated by Wellard, S.R., et.al, 2020, Journal of Cell Science (<https://doi.org/10.1242/jcs.248831>) and validated by BD biosciences, <https://www.bdbiosciences.com/en-us/products/reagents/microscopy-imaging-reagents/immunofluorescence-reagents/purified-mouse-anti-aim-1.611082>

Mouse anti- CDC27 (AF3.1) Santa Cruz biotech (sc-9972); Validated by Santa Cruz biotech <https://www.scbt.com/p/cdc27-antibody-af3-1?requestFrom=search>

Mouse anti- BORA (H-4) Santa Cruz biotech (sc-393741); Validated by Santa Cruz biotech, <https://www.scbt.com/p/bora-antibody-h-4?requestFrom=search>

## Animals and other organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research

### Laboratory animals

Arid2tm1c(EUCOMM)Wtsi and Stra8-cre mice were maintained on mixed genetic background. Wild type strains included male and female CD1 mice. Mutant and litter-mate control males were grown to 23 , 27, 37 days and 3 months of age before testes were harvested for data collection. Females of breeding age (2-5 months old) were used.

### Wild animals

Study did not involve wild animals

### Field-collected samples

Study did not involve field-collected samples

### Ethics oversight

All animal work was carried out in accordance with approved IACUC protocols at the University of North Carolina at Chapel Hill

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## ChIP-seq

### Data deposition

- ☒ Confirm that both raw and final processed data have been deposited in a public database such as [GEO](#).
- ☒ Confirm that you have deposited or provided access to graph files (e.g. BED files) for the called peaks.

### Data access links

May remain private before publication.

CUT&RUN data is submitted to GEO under accession number GSE167539.

### Files in database submission

GSM5106940\_ARID2d1-nolG\_CnRtrim.bw  
 GSM5106941\_ARID2d2-nolG\_CnRtrim.bw  
 GSE167539\_P28ARID2-nolG\_Avg.bw  
 GSM5106942\_G7BRG1d1-nolG\_CnRtrim.bw  
 GSM5106943\_abBRG1d1-nolG\_CnRtrim.bw  
 GSM5106945\_ARID2m1-nolG\_CnRtrim.bw  
 GSM5106946\_ARID2m2-nolG\_CnRtrim.bw  
 GSE167539\_P28-5ARID2-nolG\_Avg.bw  
 GSM5106947\_G7BRG1m1-nolG\_CnRtrim.bw  
 GSM5106948\_abBRG1m1-nolG\_CnRtrim.bw  
 GSE167539\_P28BRG1-nolG\_Avg.bw  
 GSE167539\_P28-5BRG1-nolG\_Avg.bw  
 GSE167539\_P28ARID2pks.bb  
 GSE167539\_P28-5ARID2pks.bb

ARID2\_d1\_S1\_L001\_R1\_001.fastq.gz  
 ARID2\_d1\_S1\_L001\_R2\_001.fastq.gz  
 ARID2\_d2\_S2\_L001\_R1\_001.fastq.gz  
 ARID2\_d2\_S2\_L001\_R2\_001.fastq.gz  
 BRG1-G7\_d1\_S9\_L001\_R1\_001.fastq.gz  
 BRG1-G7\_d1\_S9\_L001\_R2\_001.fastq.gz  
 BRG1\_d1\_S3\_L001\_R1\_001.fastq.gz  
 BRG1\_d1\_S3\_L001\_R2\_001.fastq.gz  
 no\_lgG\_d1\_S10\_L001\_R1\_001.fastq.gz  
 no\_lgG\_d1\_S10\_L001\_R2\_001.fastq.gz  
 ARID2\_m1\_S11\_L001\_R1\_001.fastq.gz  
 ARID2\_m1\_S11\_L001\_R2\_001.fastq.gz  
 ARID2\_m2\_S12\_L001\_R1\_001.fastq.gz  
 ARID2\_m2\_S12\_L001\_R2\_001.fastq.gz  
 BRG1-G7\_m1\_S19\_L001\_R1\_001.fastq.gz  
 BRG1-G7\_m1\_S19\_L001\_R2\_001.fastq.gz  
 BRG1\_m1\_S13\_L001\_R1\_001.fastq.gz

|                                                                              |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                               |
|------------------------------------------------------------------------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Genome browser session<br>(e.g. <a href="https://genome.ucsc.edu">UCSC</a> ) | <div>BRG1_m1_S13_L001_R2_001.fastq.gz</div> <div>no_IgG_m1_S20_L001_R1_001.fastq.gz</div> <div>no_IgG_m1_S20_L001_R2_001.fastq.gz</div> <div>https://genome.ucsc.edu/s/dmenon/mm10_PBAF_CUT&amp;RUN</div>                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                     |
| <b>Methodology</b>                                                           |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                               |
| Replicates                                                                   | <p>ARID2 and BRG1 CUT&amp;RUN were performed in duplicates from P28 and P28.5 synchronized testes.</p> <p>A no primary antibody control was included for CUT&amp;RUN performed at each developmental stage.</p>                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                               |
| Sequencing depth                                                             | <p>CUT&amp;RUN samples were sequenced on NOVASEQ 6000 S Prime flow cell in paired end 50 bp format.</p> <p>Read summary for P28 samples:</p> <p>ARID2_rep1: Total paired reads, 11,817,559 (11,142,934 mapped)</p> <p>ARID2_rep2: Total paired reads, 23,103,783 (21,826,901 mapped)</p> <p>BRG1_rep1: Total paired reads, 14,630,433 (13,807,309 mapped)</p> <p>BRG1_rep2: Total paired reads, 12,757,676 (12,049,719 mapped)</p> <p>no primary antibody control: Total paired reads, 18,234,415 (17,361,037 mapped)</p> <p>Read summary for P28.5 samples:</p> <p>ARID2_rep1: Total paired reads, 17,424,561 (16,377,133 mapped)</p> <p>ARID2_rep2: Total paired reads, 25,607,258 (24,172,139 mapped)</p> <p>BRG1_rep1: Total paired reads, 17,077,109 (16,075,243 mapped)</p> <p>BRG1_rep2: Total paired reads, 17,446,764 (16,434,892 mapped)</p> <p>no primary antibody control: Total paired reads, 16,130,747 (15,170,777 mapped)</p> |
| Antibodies                                                                   | <p>Rabbit anti-ARID2; Thermofisher (PA5-35857)</p> <p>Mouse anti- BRG1 (G-7); SantaCruz Biotech (sc- 17796)</p> <p>Rabbit anti- BRG1; Abcam (ab110641)</p>                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                    |
| Peak calling parameters                                                      | <p>Read trimming with TrimGalore : trim_galore --trim-n --paired</p> <p>bowtie2 alignment: bowtie2 --very-sensitive --no-mixed --dovetail --no-discordant --phred33 -I 10 -X 700</p> <p>Transcription sites (TSSs) enriched for PBAF complex were identified by performing k-means clustering on CUT&amp;RUN signal with DeepTools plotHeatmap.</p> <p>SEACR peaks were called relative to the control (no primary antibody) with "norm" and "relaxed" options</p>                                                                                                                                                                                                                                                                                                                                                                                                                                                                            |
| Data quality                                                                 | <p>PBAF genomic associations were identified based on ARID2 CUT&amp;RUN data since it is a PBAF specific subunit</p> <p>11553 TSSs were enriched for ARID2 relative to control samples (no primary antibody) at P28</p> <p>8514 TSSs were enriched for ARID2 relative to control samples at P28.5</p> <p>SEACR peaks:</p> <p>892465 ARID2 peaks were called from P28 samples</p> <p>2519 ARID2 peaks were called from P28.5 samples</p> <p>87% of ARID2 enriched TSSs overlapped peaks called by SEACR for P28 samples</p> <p>39% of ARID2 enriched TSSs overlapped peaks called by SEACR for P28.5 samples.</p>                                                                                                                                                                                                                                                                                                                              |
| Software                                                                     | <p>Bowtie2 version 2.4.1, samtools version 1.13, TrimGalore version 0.6.2, DeepTools version 3.2.0, WiggleTools version 1.2, Genomic Regions Enrichment of Annotation Tool (GREAT) version 4.0.4, SEACR version 1.3, csaw version 1.4.1</p>                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                   |

How the deposited data were processed for this re-analysis (not part of the article)

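ARID2 CUT&RUN was measured in spermatogenic cells of synchronized testes at P28 and P28.5, with 2 ARID2 libraries, 2 BRG1 libraries and 1 control without primary antibody at each age. The authors trimmed the reads with TrimGalore 0.6.2, aligned them to mm10 with Bowtie2 2.4.1 and processed the alignments with samtools 1.13. They made coverage tracks with DeepTools 3.2.0, without blocklisted regions or duplicates, scaled by factors from csaw 1.4.1, took the log2 ratio to the control and averaged replicates with WiggleTools 1.2. The clusters came from k-means on the averaged ARID2 signal around RefSeq TSSs. The deposited lists name the TSSs of cluster-1 at each age. Their numbers are genomic positions, not counts, signal or scores, so no fold change, depth or replicate spread could be taken from them. The paper gives the mapped read pairs per library, and these bound the precision of the signal the authors clustered, but not that of a single TSS. The BRG1 libraries, SEACR 1.3 peaks, GREAT 4.0.4 results and signal tracks were not analysed here. The paper's text does not name the RefSeq release or the bin size.

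Each position was read as deposited and compared with the ends of 119253 transcripts of 49597 genes in the RefSeq annotation of GRCm38.p6. Gene symbols were matched as written or through a synonym that belonged to 1 gene. Of 4095 symbols at P28, 3985 matched as written and 100 by synonym, and of 2707 at P28.5, 2640 and 62 did, which is 99.8% at each age. The background was 21774 protein-coding genes. CpG content was the ratio of observed to expected CpG within 500 bp on either side of the gene's 5′ end, divided into 5 quintiles. Python 3.11.15, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9 were used.

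Gene lists for kinetochore, centrosome, spindle assembly, anaphase-promoting complex, chromosome passenger complex with PP1 and PP2A, meiosis I and DNA repair were written from gene function. Ribosomal proteins, mitochondrial ribosome with NADH dehydrogenase, proteasome, developmental regulators (Hox, Fox, Sox and Pax), olfactory and vomeronasal receptors, and keratins with beta-defensins were picked by symbol as comparators. X-linked genes were the last list. These 14 lists were tested at both ages with a two-sided Fisher's exact test and Benjamini-Hochberg adjustment over the 28 tests, at a threshold of 0.05. Stratified tests used the Mantel-Haenszel odds ratio with an exact conditional p. Genes listed at 1 age were compared with all such genes by an exact binomial test, adjusted over the lists. Shares have 95% Wilson intervals, and a share of 0 has a limit of 3 counts. Genes are not replicates of the experiment, so these tests describe the lists.

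The gene lists, the genes named in the text and the alternatives other than those marked as added were fixed before the data were examined. The named genes are the genes the paper ties to CUT&RUN or to its qRT-PCR, the controls Rplp0 and Gdnf, and subunit genes of PBAF and BAF. Names outside this rule are neighbours of these genes, or are marked as chosen after their values were seen.

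The tests were checked on simulated lists over the 21774 background genes, with 200 lists of each kind. Lists with no enrichment had a p under 0.05 in 3% of Fisher tests and in 5% of stratified tests. Lists with a true odds ratio of 4.0 had a median stratified odds ratio of 4.06, and a p under 0.05 in 98.5% of stratified tests and in 97.5% of Fisher tests. These p were not adjusted. The simulated lists held more genes than those of the anaphase-promoting complex (18) and of the chromosome passenger complex with PP1 and PP2A (19). Power for lists of that size, or for weaker enrichment, was not simulated. Lists drawn toward CpG-rich promoters, without enrichment of their own, had a p under 0.05 in 36.5% of Fisher tests and in 6.5% of stratified tests. In these simulations listing depended on the CpG quintile alone, so the strata removed this bias by construction. They held no strand difference and no CpG gradient within a quintile, so they do not show how well the quintiles control CpG content in the real lists.

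The planned share of listed TSSs with a listed TSS on the other strand could not be computed, because the lists carry no strand. It was replaced by the share of listed plus-strand 5′ ends with an annotated minus-strand 5′ end within 1000 bp upstream. For the same reason TSSs were matched by position without strand. Alternatives were the background, the way TSSs were matched, a set of genes listed at both ages, and strata of transcript number and promoter CpG content. Added after seeing the data were plus-strand genes alone, and genes counted by a listed position within 2000 bp of one of their 5′ ends.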

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

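The tests of promoter CpG content on the receptor genes, and on the ribosomal, mitochondrial and proteasome genes, were chosen after the result was seen. For the spindle assembly and ribosomal protein genes, how the tests were read was also set after their values were seen, by the p adjusted over the 14 lists in place of the unadjusted p, and both are given.

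Over all protein-coding genes listed at 1 age, 1814 were listed at P28 and 681 at P28.5, so that 27.3% fell at P28.5. In 3 lists the single-age genes were divided differently. The share at P28.5 was 61.5% for spindle assembly genes (8 of 13 genes, two-sided exact binomial test, p = 0.01, adjusted p = 0.047) and 57.1% for ribosomal protein genes (12 of 21 genes, p = 0.005, adjusted p = 0.035). For olfactory and vomeronasal receptors it was 2.5% (1 of 40 genes, exact binomial test, p = 0.0001, adjusted p = 0.0014).

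For spindle assembly and ribosomal protein genes, listed positions far from any 5′ end were weighed first, since P28 has more of them. With genes counted by a listed position within 2000 bp of a 5′ end, the share at P28.5 was 64.3% for spindle assembly (exact binomial test, p = 0.053) and 61.9% for ribosomal proteins (p = 0.04), against 37.7% over all genes. Neither was past the threshold after adjustment (exact binomial test, adjusted p = 0.25 for both). Promoter CpG content was weighed next, as genes listed at P28 alone had a median CpG ratio of 0.61 and those at P28.5 alone of 0.773. Within CpG quintiles, the odds ratio of falling at P28.5 was 3.98 for spindle assembly (exact conditional test, p = 0.032) and 2.47 for ribosomal proteins (p = 0.034). Both had an adjusted p of 0.16. Read by the unadjusted p, 3 of these 4 tests would argue against the explanation they test, and read by the adjusted p none does. With 13 and 21 single-age genes, these explanations cannot be told apart from a difference between the ages, which stays open and untested.

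For the receptors, 39 genes were listed at P28 alone. Far positions are argued against as the main cause, because 9 of these genes had no listed position within 2000 bp of a 5′ end, and with genes counted by such positions 30 were still listed at P28 alone and 0 at P28.5 alone (exact binomial test, adjusted p = 1.5e-05). Within CpG quintiles the odds ratio of falling at P28.5 was 0.193, against 0.0669 without strata (exact conditional test, adjusted p = 0.27 within quintiles). Promoter CpG content and age cannot be told apart here, since 1 receptor gene fell at P28.5. Reads shared between paralogs were not tested.

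Ribosomal protein genes and genes of the mitochondrial ribosome and NADH dehydrogenase, which lie outside the genes the paper discusses, were in Cl-1 more often than other genes. Ribosomal protein genes were listed at 30.3% at P28 and 33.3% at P28.5, and the mitochondrial genes at 25.8% and 18.5%, with odds ratios of 1.73 and 1.74. Proteasome genes, whose terms are in Supplementary Fig. 5a, had odds ratios of 2.40 and 2.76. All 6 tests of these families were past the threshold, and 1 of the 6 was within quintiles of promoter CpG content, that of ribosomal proteins at P28.5 (odds ratio 2.08, exact conditional test, adjusted p = 0.0034). Promoter CpG content is thus argued against as the whole cause for ribosomal proteins at P28.5, and stays open for the other tests. Age was not tested as an explanation of these shares.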

How the results depend on the processing

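The use of plus-strand genes alone, and of listed positions within 2000 bp of a 5′ end, was chosen after the results had been seen. No paired analysis was possible because each age has 1 list made from averaged replicates.

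The number of Cl-1 TSSs, 11553 at P28 and 8514 at P28.5, fell to 7144 and 5193 when rows at one position were counted once, and to 4095 and 2707 gene names. With only the main chromosomes it did not change. The odds ratio of genes shared by both ages kept its direction under every alternative run, from 16.4 for plus-strand genes to 74.5 for exact positions. The share of divergent promoters moved from 30.3% at P28 to 27.3% within 500 bp and 31.9% within 2000 bp, and from 36.7% at P28.5 to 33.6% within 500 bp, as a narrower or wider distance implies. Of the genes named by rule, 10 were listed at P28 and 11 at P28.5, and by position 11 and 12.

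Strata of promoter CpG content changed the most results: 15 of 28 were weaker, 1 was stronger and 1 was reversed. At P28 the odds ratio was then 1.66 for centrosome, 1.56 for spindle assembly, 3.12 for the anaphase-promoting complex, 1.80 for the chromosome passenger complex with PP1 and PP2A, 1.37 for DNA repair, 1.41 for ribosomal proteins, 1.18 for mitochondrial genes, 1.76 for the proteasome and 0.642 for keratins, none past the threshold. At P28.5 it was 1.24 for kinetochore, 1.49 for centrosome, 1.97 for meiosis I, 1.64 for DNA repair, 1.06 for mitochondrial genes and 1.90 for the proteasome, none past it. Kinetochore at P28 reversed from 1.27 to 0.766, and Hox, Fox, Sox and Pax at P28.5 became past the threshold at 0.270. The strata compare genes of similar CpG content, which is what changed between these values and the main ones. They do not hold strand fixed, and no test took CpG content and strand together. For kinetochore at P28, plus-strand genes alone gave 2.85, so the reversal there is not shown to be due to CpG content alone.

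With all genes of the annotation as background, kinetochore (2.86) and meiosis I (3.61) at P28 became past the threshold. Hox, Fox, Sox and Pax (0.874) and keratins (0.726) at P28 lost it, and Hox, Fox, Sox and Pax at P28.5 reversed from 0.438 to 1, with an adjusted p of 1. This background adds genes that are not protein-coding, and the share of other genes in Cl-1 at P28 fell from 16.8% to 8.22%, which shows the cause. Without olfactory and vomeronasal receptors, the chromosome passenger complex list at P28 (2.69) and, at P28.5, meiosis I (2.02) and mitochondrial genes (1.61) lost the threshold, and Hox, Fox, Sox and Pax at P28.5 gained it (0.405). With transcript number as strata, 27 of 28 results were the same and meiosis I at P28.5 was weaker (1.89). With genes listed at both ages, kinetochore (2.11) and meiosis I (1.66) at P28.5 were weaker, and Hox, Fox, Sox and Pax at P28.5 stronger (0.199). The cause was not tested for these.

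With plus-strand genes alone, kinetochore (2.85) and meiosis I (3.56) at P28 and Hox, Fox, Sox and Pax (0.417) at P28.5 were stronger. The chromosome passenger complex list at P28 (2.84) and mitochondrial genes at P28.5 (1.69) were weaker. With listed positions within 2000 bp of a 5′ end, kinetochore at P28 (2.55) and Hox, Fox, Sox and Pax at P28.5 (0.452) were stronger and meiosis I at P28.5 (1.87) weaker. The cause was not tested.

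When a gene also counted as present through a TSS within 2000 bp at the other age, the share of single-age genes at P28.5 changed side of the share over all genes for centrosome (27.3%, against 27.1%) and for mitochondrial genes (26.3% to 29.4%), both far from the threshold. The lists carry no depth per TSS, so a TSS outside Cl-1 cannot be read as free of ARID2.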

Differences from the paper's values

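The numbers of Cl-1 TSSs, 11553 and 8514, are those the paper's Reporting Summary gives.

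The paper describes ARID2 at the promoter of Plk1 from enrichment and peaks at P28. Plk1 was in neither Cl-1 list, and no listed TSS lay within 2000 bp of its 5′ end under the alternative that counts listed positions near a gene. The paper reports ARID2 peaks at the promoter of Aurkc at P28. Aurkc was likewise in neither list, by name or by position. The paper counts Cdca2 among the genes associated with PBAF. It was in neither list by name, while under the alternative that counts any listed TSS within 2000 bp it was present at both ages, through positions under the name of Kctd9, at least 243 bp from its 5′ end.

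The paper's Supplementary Fig. 5a includes the kinetochore among the terms at P28, from GREAT run on regions of Cl-1. GREAT was not run here. The kinetochore list was written from gene function and counted by gene name in the main test, so the measures differ. The kinetochore list had an odds ratio of 1.27 at P28 (exact test, adjusted p = 0.45). It was past the threshold with all genes of the annotation as background, an alternative set before the data were examined (2.86, exact test, adjusted p = 0.0066). It was also past it with plus-strand genes alone (2.85, exact test, adjusted p = 0.024) and with listed positions within 2000 bp of a 5′ end (2.55, adjusted p = 0.0043), both of which were chosen after seeing the values. With the other alternatives run it was not.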

Other observations

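The tests on the strand of the listed positions, on read numbers, on X-linked genes and on cell division lists at P28 taken alone were chosen after the result was seen.

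The listed positions hold few starts of minus-strand genes. At P28, 9 rows equalled the 5′ end of a minus-strand transcript, against 4893 that equalled the 5′ end of a plus-strand transcript, although the annotation holds 59902 plus-strand and 59351 minus-strand transcripts. At P28, binding of ARID2 at plus-strand promoters alone is argued against, because 1165 rows equalled the 3′ end of a minus-strand transcript more than 2000 bp from any 5′ end. At P28.5, 34 of 8514 rows did, too few to decide by this count. There, 898 of 2669 listed plus-strand starts had an annotated minus-strand 5′ end within 500 bp upstream. Yet 8 rows equalled the 5′ end of a minus-strand transcript. Enrichment at a plus-strand start would also fall in the window the paper shows around so near a start. For these pairs, plus-strand binding alone is thus argued against as the reason why annotated minus-strand starts are missing. The 4027 rows that equalled no transcript end could not be placed. A candidate explanation is that the lists hold the lower-coordinate end of each transcript whatever its strand. It predicts rows at 3′ ends of minus-strand transcripts and none at 3′ ends of plus-strand transcripts, and at P28 there were 1482 and 0 such rows, at P28.5 122 and 0. Some minus-strand promoters could then have been scored at the far end of the gene. How the positions were made for the clustering was not tested, and no biological explanation other than plus-strand binding was.

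At P28, 1611 rows (13.9%) lay more than 2000 bp from any RefSeq 5′ end, against 49 rows (0.576%) at P28.5. Among lower transcript ends that far from a 5′ end, 549 were listed at P28 and 21531 were not. Promoters absent from RefSeq are argued against as the main source, since 15.5% of the listed ends lay within 2000 bp of a GENCODE 5′ end and 14.3% of the unlisted ends did (two-sided Fisher's exact test, p = 0.42). The listed ends had a GC content 0.741 percentage points higher than the unlisted ends (permutation test with 100000 resamples, p = 0.0061). GC content may thus contribute, but the difference is small against an SD of 5.97 points among listed ends. The paper's mapped ARID2 read pairs at P28 were 0.813 times those at P28.5. Depth cannot be told apart from age, because each age has 1 list. The paper's SEACR peaks also differ between the ages, with 892465 at P28 and 2519 at P28.5.

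X-linked genes were nearly absent from Cl-1, which the paper does not report. The lists held 1 row on the X at P28 and 2 rows at P28.5, although 3.44% of annotated transcripts lie on the X. At P28, with no X-linked protein-coding gene listed, the odds ratio over protein-coding genes is 0 under any strata, so that strata were weighed at P28.5. Promoter CpG content is argued against, as the odds ratio was 0.023 within CpG quintiles (exact conditional test, adjusted p = 9.1e-34). The number of annotated transcripts is argued against as well, with an odds ratio of 0.0152 within classes of transcript number (exact conditional test, adjusted p = 4.4e-46). Loss at promoters alone is also argued against, because lower ends far from any 5′ end were listed less often on the X (odds ratio 0.0504, two-sided Fisher's exact test, p = 1.5e-07). Open explanations are a single X copy, which could compress the ratio to the control, and X-linked TSSs left out of the clustered set. Of the far ends listed at P28, 0.182% lay on the X, and 2 rows on the X at P28.5 show that at least some of its TSSs were clustered. These values do not decide either explanation, because the lists carry no signal. Silencing of the sex chromosomes in spermatocytes is a biological hypothesis that would give the same pattern, and it was not tested.

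Promoter CpG content was weighed for the lists of kinetochore, centrosome, spindle assembly, anaphase-promoting complex, and chromosome passenger complex with PP1 and PP2A genes. Of 10 tests on these 5 lists at 2 ages, 9 were past the threshold, and 3 were within quintiles of promoter CpG content. These were spindle assembly (2.75), the anaphase-promoting complex (3.11) and the chromosome passenger complex with PP1 and PP2A (3.36), each at P28.5. For them promoter CpG content alone, taken in quintiles at the gene's 5′ end, is argued against. Strand was not held fixed in these strata. Of the 58 spindle assembly genes 36 lay on the plus strand, as did 12 of the 19 genes of the chromosome passenger complex list. Part of what remained within the quintiles could thus come from strand, which was not tested together with CpG content. At P28, 0 of 5 lists were past the threshold within the quintiles, and 1 had an unadjusted p under 0.05, so promoter CpG content may account for that part, although 4 of the 5 odds ratios stayed above 1. Meiosis I and DNA repair were not among these 5 lists. DNA repair at P28 (1.37) and P28.5 (1.64) and meiosis I at P28.5 (1.97) also lost the threshold within the quintiles. Whether the ages differ in this respect was not tested.

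Listed plus-strand starts were often divergent. An annotated minus-strand 5′ end lay within 1000 bp upstream of 30.3% of them at P28 (95% Wilson interval 28.7% to 31.9%) and of 36.7% at P28.5 (34.9% to 38.5%), against 13.5% of all annotated plus-strand starts. The listed and annotated starts were not matched for promoter CpG content, with which the share of genes in Cl-1 also rose. Several starts of the same gene were counted separately, so the intervals are too narrow. Of the controls, Rplp0 had 1 row at each age and Gdnf had none. Among subunit genes of PBAF, Smarca4 had 15 rows at each age and Pbrm1 38 rows at P28.5 and none at P28, while Arid2, Brd7 and Phf10 were in neither list. Arid1a and Arid1b, which the paper assigns to BAF, were in neither list either. Brd7, Phf10 and Arid1a lie on the minus strand. Hox, Fox, Sox and Pax genes had odds ratios of 0.387 at P28 and 0.438 at P28.5, and keratins and beta-defensins of 0.321 and 0.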
